# The ultrasonic vocalization (USV) syllable profile during neonatal opioid withdrawal and a kappa opioid receptor component to increased USV emissions in female mice

**DOI:** 10.1007/s00213-024-06694-7

**Published:** 2024-09-30

**Authors:** Kelly K. Wingfield, Teodora Misic, Kaahini Jain, Carly S. McDermott, Nalia M. Abney, Kayla T. Richardson, Mia B. Rubman, Jacob A. Beierle, Sophia A. Miracle, Emma J. Sandago, Britahny M. Baskin, William B. Lynch, Kristyn N. Borrelli, Emily J. Yao, Elisha M. Wachman, Camron D. Bryant

**Keywords:** Neonatal opioid withdrawal syndrome, Kappa opioid receptor, Ultrasonic vocalizations, Sex differences, Spectrotemporal profile, Morphine, Emotional-affective withdrawal, RNA-seq, Transcriptome, Brainstem

## Abstract

**Rationale:**

Opioid use during pregnancy can lead to negative infant health outcomes, including neonatal opioid withdrawal syndrome (NOWS). NOWS comprises gastrointestinal, autonomic nervous system, and neurological dysfunction that manifest during spontaneous withdrawal. Variability in NOWS severity necessitates a more individualized treatment approach. Ultrasonic vocalizations (USVs) in neonatal mice are emitted in isolation as a stress response and are increased during opioid withdrawal, thus modeling a negative affective state that can be utilized to test new treatments.

**Objectives:**

We sought to identify the behavioral and USV profile, brainstem transcriptomic adaptations, and role of kappa opioid receptors in USVs during neonatal opioid withdrawal.

**Methods:**

We employed a third trimester-approximate opioid exposure model, where neonatal inbred FVB/NJ pups were injected twice-daily with morphine (10mg/kg, s.c.) or saline (0.9%, 20 ul/g, s.c.) from postnatal day(P) 1 to P14. This protocol induces reduced weight gain, hypothermia, thermal hyperalgesia, and increased USVs during spontaneous morphine withdrawal.

**Results:**

On P14, there were increased USV emissions and altered USV syllables during withdrawal, including an increase in Complex 3 syllables in FVB/NJ females (but not males). Brainstem bulk mRNA sequencing revealed an upregulation of the kappa opioid receptor (*Oprk1)*, which contributes to withdrawal-induced dysphoria. The kappa opioid receptor (KOR) antagonist, nor-BNI (30 mg/kg, s.c.), significantly reduced USVs in FVB/NJ females, but not males during spontaneous morphine withdrawal. Furthermore, the KOR agonist, U50,488h (0.625 mg/kg, s.c.), was sufficient to increase USVs on P10 (both sexes) and P14 (females only) in FVB/NJ mice.

**Conclusions:**

We identified an elevated USV syllable, Complex 3, and a female-specific recruitment of the dynorphin/KOR system in increased USVs associated with neonatal opioid withdrawal severity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00213-024-06694-7.

## Introduction

Opioid use during pregnancy is a major public health concern (Goetz et al. 2021; Haight 2018; Hales et al. 2020; Ko et al. 2020; VanHouten et al. 2019). Exposure to opioids during gestation can lead to negative health outcomes for infants, such as preterm birth, growth restriction, and neonatal opioid withdrawal syndrome (NOWS). Approximately 59 infants in the United States are diagnosed with NOWS daily and are at an increased risk for admission to the neonatal intensive care unit (NICU), longer hospital stays, and greater hospital costs compared to other infants (Haight 2018; Milliren et al. 2018; Strahan et al. 2020; Tolia et al. 2015; Wachman & Werler 2019; Winkelman et al. 2018). NOWS consists of symptoms induced by spontaneous cessation of in-utero opioid exposure and is characterized by gastrointestinal irregularities (weight loss, poor feeding, diarrhea, vomiting), disrupted autonomous system (sweating, respiratory difficulties, sneezing) and neurological dysfunction (sleep disruptions, irritability, and excessive, high-pitched crying) (Jansson et al. 2009; Ko et al. 2017; Strahan et al. 2020). Current treatments for NOWS involve non-pharmacologic interventions, such as rooming-in and breastfeeding, as well as mu-opioid receptor agonist therapy (Abdel-Latif et al. 2006; Howard et al. 2017; Kraft et al. 2017; Wachman et al. 2018; Wachman & Werler 2019). NOWS severity is highly variable, which can be attributed to multiple factors, including genetics, biological sex, type of opioid exposure, maternal polysubstance use, gestational age of exposure, and hospital care model (Liu et al. 2010; O’Connor et al. 2013; Seligman et al. 2008; Wachman et al. 2013, 2015). Thus, it is challenging to investigate the impact of individual factors on NOWS severity in a clinical setting. However, understanding the factors contributing to symptom severity can inform personalized treatment strategies to improve infant health outcomes.

Rodent models for NOWS traits are used to study factors influencing withdrawal symptom onset, duration, and severity (Byrnes & Vassoler 2018; Ferrante & Blendy 2024; Richardson et al. 2006). To effectively model NOWS traits in mice, we employ a third trimester-approximate opioid exposure paradigm, which is sufficient to induce a withdrawal state in pups (Borrelli et al. 2021; Dunn et al. 2023; Ferrante et al. 2022; Richardson et al. 2006; Robinson et al. 2020). P1–P14 in mice largely mirrors the neurodevelopmental events that occur during the third trimester of human pregnancy, including oligodendrocyte maturation, myelination, synaptogenesis, and establishment of the blood-brain barrier (Byrnes & Vassoler 2018; Craig et al. 2003; Rice & Barone 2000; Saunders et al. 2012; Semple et al. 2013). Other models include prenatal opioid exposure to the pups and dam; however, these models create challenges for accomplishing precise delivery of doses to individual pups, which is necessary for the study of factors (e.g., genetic) underlying individual differences in neonatal opioid withdrawal presence and severity. Prenatal models also necessitate maternal drug exposure, which, while valid for studying the human condition, complicates the understanding of innate individual differences underlying neonatal opioid withdrawal severity.

Here, we implemented a third trimester-approximate NOWS model (Borrelli et al. 2021; Robinson et al. 2020)in inbred FVB/NJ and outbred Swiss Webster Carworth Farms White (CFW) mouse pups to investigate the behavioral and transcriptional adaptations of chronic morphine exposure and withdrawal. We first used supervised machine learning to classify ultrasonic vocalization (USV) syllable profiles during spontaneous morphine withdrawal. Neonatal USVs are emitted exclusively in isolation to communicate discomfort and promote maternal attention (Branchi et al. 2001; Caruso et al. 2022; D’Amato et al. 2005; Scattoni et al. 2008). Thus, USVs can serve to model the negative affective state associated with morphine withdrawal. Next, we examined the transcriptomic changes in the brainstem (medulla and pons), a brain region containing multiple nuclei (e.g., locus coeruleus, rostroventral medulla) that contribute to neurobehavioral adaptations during opioid withdrawal, including enhanced nociception, dysphoria, and anhedonia (Basinger & Hogg 2023; Bruchas et al. 2010; Downs & McElligott 2022; Land et al. 2008; Shippenberg et al. 2007). We then investigated whether kappa opioid receptors (KOR), which are known to contribute to dysphoria during opioid withdrawal, contribute to USV emissions and syllable profiles during spontaneous morphine withdrawal. Together, our results identify a specific USV syllable, Complex 3, as a potential marker for the severity of withdrawal-associated dysphoria in mice, as well as a female-specific KOR component to increased USVs during spontaneous morphine withdrawal. These results support the extensive body of literature documenting sex differences in the dynorphin/KOR system in responses comprising negative affective-motivational states and emphasize the importance of biological sex in considering treatment strategies for opioid withdrawal (Becker & Chartoff 2019; Conway et al. 2019; Fox & Sinha 2009; Madurai et al. 2024).

## Methods

### Mice

All experiments involving mice were conducted in accordance with the National Institutes of Health *Guide for the Care and Use of Laboratory Animals* and were approved by the Institutional Animal Care and Use Committees at Boston University and Northeastern University. FVB/NJ inbred mice were purchased at 8 weeks old from The Jackson Laboratory (Strain #001800). The FVB/NJ strain was chosen based on their excellent fecundity and the unexplored prospect of potentially exploiting closely related FVB substrains for mapping the genetic basis of NOWS model traits (Bryant et al. 2020). Outbred Cartworth Farm Webster (Swiss Webster) mice (8 weeks old) were purchased from Charles River Laboratories, and their historical dataset (Borrelli et al. 2021) was used to test for generalization of our findings, as they represent a commonly used and a relatively more diverse outbred genetic background. Mice were provided ad libitum laboratory breeding chow (Teklad 18% Protein Diet, Envigo) and tap water and maintained on a 12h light/dark cycle (lights on at 0630h). Breeders were paired in-house after one week of acclimation to the vivarium. All breeder cages contained nestlets. Sires were removed seven days after breeder pairing to strictly control for cage environment and avoid untimed pregnancies. Phenotyping occurred during spontaneous withdrawal (16h) between 0900h and 1100h and was performed by female experimenters to control for the effect of experimenter sex on rodent behavior (Driel & Talling 2005; Sorge et al. 2014).

### Tattooing of mice

Pup tails were tattooed (ATS-3 General Rodent Tattoo System, AIMS) on postnatal day (P) 7 following behavioral testing and morning injections for identification and were returned to their home cage.

### Morphine administration in FVB/NJ pups from P1 to P15

We employed a third-trimester approximate mouse model of opioid exposure where injections of either morphine sulfate pentahydrate (10 mg/kg, 20ul/g, s.c.; Sigma-Aldrich) or saline (0.9%, 20 ul/g, s.c.) were administered twice-daily at 0900 h and 1700 h from P1 – P14, which is functionally equivalent to the third trimester of human pregnancy (Barr et al. 2011; Byrnes & Vassoler 2018; Ferrante & Blendy 2024; Richardson et al. 2006). Additional details on the rationale and procedure are provided in Supplementary Information. On P7 and P14, morning injections were administered following phenotyping during spontaneous morphine withdrawal at approximately 1100 h.

### Morphine administration in CFW pups from P1 to P14 (Borrelli et al. 2021)

Data analyzed in CFW mice was from a previous study that used a similar morphine treatment regimen, except a higher dose (15 mg/kg, 20 ul/g, s.c.). In the current study, we used a lower dose in FVB/NJ mice to minimize lethality. See Supplementary Information for additional details.

### Recording of ultrasonic vocalizations (USVs)

Individual pups were each placed into a Plexiglass box (43 cm length x 20 cm width x 45 cm height; Lafayette Instruments) within a sound-attenuating chamber (Med Associates). USVs were recorded using the Ultrasound Recording Interface (Avisoft Bioacoustics UltrasoundGate 816H) for 10min (P7) or 15min (P14). Locomotor activity during all USV testing sessions was recorded using infrared cameras and tracked with ANY-maze software (Stoelting).

### Thermal nociception testing on P7 and P14 in FVB/NJ pups

After USV recordings, each pup was removed from the sound-attenuating chamber and placed in a Plexiglass cylinder (diameter, 15 cm; height, 33 cm) on a 52.5°C hot plate (IITC Life Science). On P7, the nociceptive response was defined as the latency for the pup to roll onto its back (Borrelli et al. 2021). On P14, the nociceptive response was defined as the latency to jump, attempt to jump, hind paw lick or attempt to hind paw lick. Pups were removed from the hot plate immediately after observing a nociceptive response or after the 30s cut-off (P7) or the 60s cut-off (P14) if no response was observed. Upon completion of nociceptive testing, each pup was weighed and administered their morning injection and returned to their home cage.

### Supervised ultrasonic vocalization classification

DeepSqueak (Coffey et al., 2019) and MATLAB (version 2022a) were used to detect individual USVs from mouse pup audio (.wav files) obtained from Avisoft. Labeled syllables and accompanying acoustic features were used to train a custom random forest classifier in Python. Additional classifier information is provided in the Supplementary Information.

### Bulk RNA-seq of brainstem from morphine-withdrawn pups

The mice used for RNA-seq also underwent phenotyping on P8 and P15 while under the influence of morphine in the a.m. to assess the effect of alleviation of opioid withdrawal on USVs. Additional details are provided in Supplementary Information. Maintenance doses resumed for the p.m. injections on P8 and P15. During spontaneous withdrawal (16 h post-morphine) on P16, mice were sacrificed by live, rapid decapitation, and brains were removed from the skull. Brainstem tissue, including the pons, medulla and part of the spinal cord, was immediately collected and stored in RNAlater at 4°C for 5 days, then blotted dry and stored at -80°C for later RNA extractions. Further details on regional brain dissections, RNA extractions, RNA-seq, and analysis are provided in the Supplementary Information.

### Real-time quantitative PCR (RT-qPCR) of *Oprk1, Pdyn*, and* Slc6a3* in the brainstem and midbrain on P16

Brainstem and midbrain tissue for RT-qPCR was collected as described in the Supplementary Information. cDNA was synthesized using oligo-DT primers from total RNA using a cDNA reverse transcription kit (ThermoFisher Scientific, Cat#4368814). RT-qPCR was performed using PowerUP SYBR Green (ThermoFisher Scientific, Cat#A25741). The primer sequences are listed in the Supplemental Information.

### Brainstem gene pathway enrichment analysis

Pathway enrichment analysis was performed on the lists of detectable genes for FVB/NJ and CFW mice. Pathways were obtained from a curated list across multiple different sources (Merico et al. 2010). Background genes were set to only include genes within our data sets. Gene were ranked by the absolute log10 p-values representing differential expression significance multiplied by the sign of the log2FC expression of each gene to preserve directionality. Pathway enrichment analysis was performed on subsequent gene rankings using the fgsea R package with an adaptive multilevel splitting approach and a minimum pathway size set to 15 genes and maximum set to 500 genes (Cérou et al. 2019; Korotkevich et al. 2016). Pathways were separated by those containing upregulated vs. downregulated genes. The collapsePathways command in fgsea was used to remove redundant/similar pathways that were significant (p < 0.05). The top 10 enriched pathways are listed by gene ratio (leading-edge genes/total genes in pathway), with circle size indicating number of leading-edge genes within each pathway and color indicating the pathway *p* value. Pathway clustering was performed using the treeplot function in enrichplot, using a ward.D clustering algorithm with the number of clusters set at 5 (Ward 1963). The pathway circle size indicates the number of leading-edge genes within each pathway, and colors indicate the pathway *p* value. Figures were created in R studio (https://www.r-project.org/).

### Effect of the kappa opioid receptor antagonist nor-BNI on ultrasonic vocalizations

A separate cohort of FVB/NJ mice was used to test the effects of the KOR antagonist nor-BNI (nor-Binaltorphimine Dihydrochloride; Sigma-Aldrich) on USVs. From P1–P14, injections of either morphine (10 mg/kg, s.c) or saline (0.9%, 20 ul/g, s.c.) were administered twice-daily at 0900 h and 1700 h**.** Nor-BNI has an extremely slow onset of KOR antagonism and a prolonged duration of action at KOR in rodents (Kishioka et al. 2013; Marchette et al. 2021; Munro et al. 2012). Given the absence of pharmacokinetic studies of nor-BNI in neonatal mice, we chose the highest dose (30 mg/kg, s.c.) noted in adult rodent studies to ensure a complete and prolonged KOR antagonism. Thus nor-BNI (30 mg/kg, s.c.) or saline 0.9%, (20 ul/g, s.c.) was administered at 1300 h on P14, approximately 4 h after the morning morphine or saline injections. Other studies waited between 5 h – 48 h before testing the effects of nor-BNI on rodent behavior, thus we allowed 20 h before phenotyping on P15 to ensure we were capturing the KOR-specific effects of nor-BNI on USV emissions (Kelsey et al. 2015; Schlosburg et al. 2013; Walker et al. 2011). USVs were recorded at 0900 h for 15 min.

### Effect of the kappa opioid receptor agonist U50,488h on ultrasonic vocalizations

A separate cohort of morphine-naïve FVB/NJ mice was used to determine whether administration of the KOR agonist U50,488h ((±)-U-50488h hydrochloride; Fisher Scientific) would be sufficient to induce USVs mirroring the opioid withdrawal profile. From P1–P14, pups were injected with saline (0.9%, 20 ul/g, s.c.) twice daily at 0900 h and 1700 h to replicate the NOWS injection regimen**.** On P10 and P14, pups were injected with either U50,488h (0.625 mg/kg, s.c.) or saline (0.9%, 20 ul/g, s.c.) and then returned to their home cage. We allowed 10 min before recording to ensure the effects of U50,488h on USV emission within previously reported time frames (Carden et al. 1994; Huang et al. 2020). USVs were recorded at 0900 h for 15 min. Pups continued to receive saline injections following P10 testing until testing for the behavioral effects of U50,488h again on P14, which is when we normally record USVs. See Supplemental Information for U50,488h dose-response pilot and P10 justification.

### Statistical analysis

Analysis was performed in R (https://www.r-project.org/). All data are presented as the mean ± standard error of the mean (SEM), and *p*<0.05 was considered significant. Figures were created in GraphPad Prism (https://graphpad.com/). Body weight, temperature, USV locomotion, and USVs over time were analyzed using linear mixed models with Saline Treatment and Female Sex as the reference variables and Pup as a random effect (repeated measures). Sex was removed from the model if there were no interactions. Significant interactions of interest were followed up with least-square means (predicted marginal means) and Tukey’s Honestly Significant Difference (HSD) tests. All other data were analyzed using linear models with Saline Treatment and Female Sex as the reference variables. For nor-BNI experiments, we were mostly interested in the effect of nor-BNI on USV emissions in morphine-withdrawn females, thus Morphine Treatment (P1 – P14 treatment), Saline Treatment (pre-treatment) and Female sex were used as reference variables. Based on the RNA-seq results, we had a specific hypothesis for the direction of fold-change in gene expression, therefore, for RT-qPCR analysis, one-tailed t-tests were performed. For *Slc6a3*, one sample was identified as an outlier (ROUT (Q = 1%)) and was removed from the analysis.

## Results

### Morphine exposure from P1–P14 is sufficient to induce multiple signs of spontaneous opioid withdrawal in neonatal FVB/NJ pups

An experimental timeline is provided in Fig. 1a. Reduced body weight and poor body temperature regulation are commonly observed in infants diagnosed with NOWS (Finnegan et al. 1975; Hudak et al. 2012; Jansson & Velez 2012; Patrick et al. 2020). Twice-daily morphine injections (10 mg/kg, s.c.) from P1–P14 significantly reduced body weight (Fig. 1b) and temperature during withdrawal (Fig. 1c). Hyperalgesia is common in opioid withdrawal (Corder et al. 2018). Morphine-withdrawn pups displayed thermal hyperalgesia on P7, as indicated by a reduced latency to elicit a nociceptive response on the hot plate (Fig. 1d). In examining hot plate velocity on P7 during the time interval of exposure, there was no effect of morphine treatment, indicating that reduced locomotor activity did not prolong hot plate exposure and thus did not confound the group difference (Fig. 1e). On P14, morphine-withdrawn pups displayed reduced hot plate latency (Fig. 1f) and increased hot plate velocity (Fig. 1g). Because increased velocity decreases paw exposure to the hot plate, we can again conclude that increased locomotor activity did not confound hyperalgesia in morphine-withdrawn pups.

**Fig. 1:**
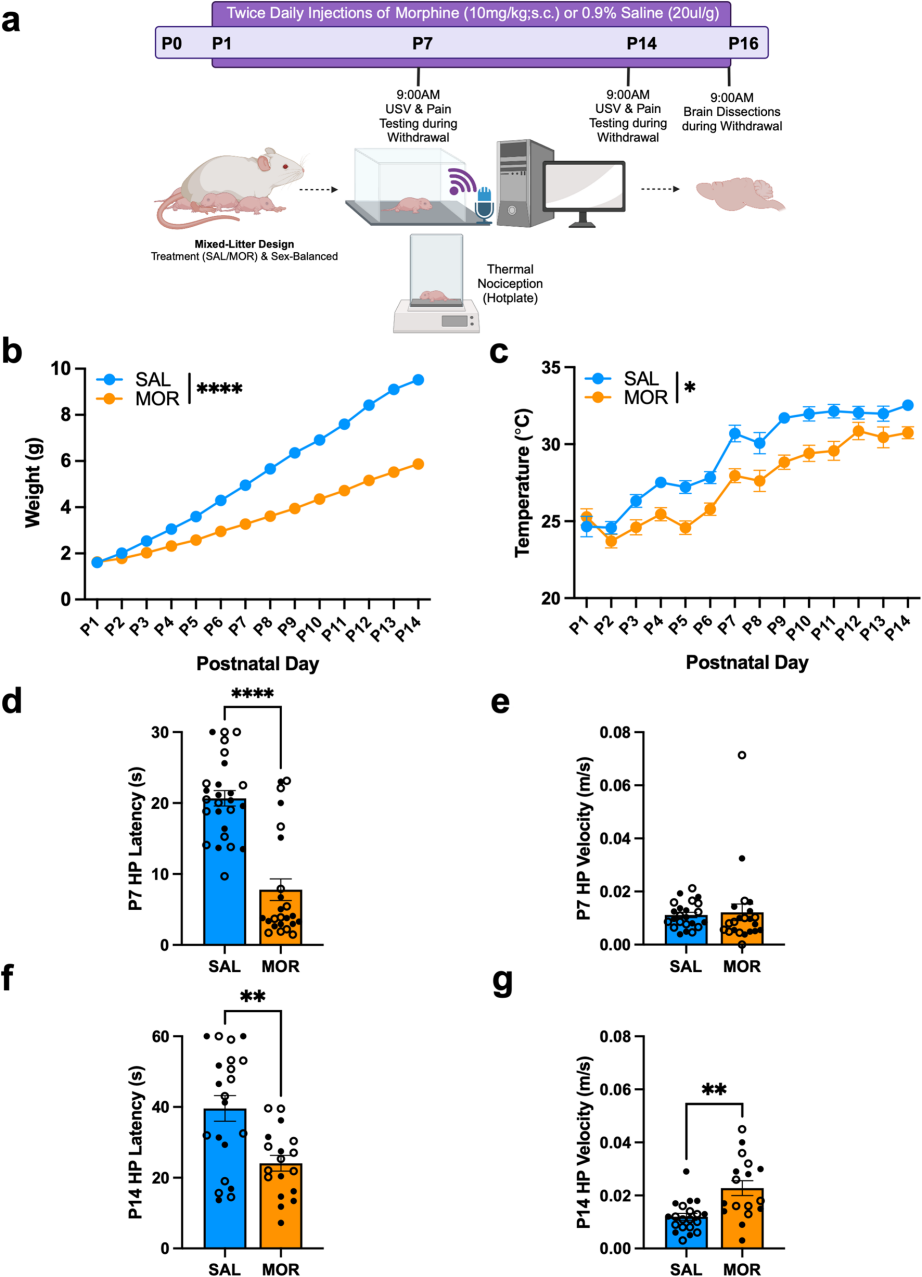
Morphine exposure from P1–P14 is sufficient to induce opioid withdrawal traits in neonatal FVB/NJ pups. Data are plotted as the mean ± SEM. Saline = blue lines/bars; Morphine = orange lines/bars. Closed circles = Females; Open circles = males. (**a**) Experimental Timeline. (**b**) Body Weight: The effect of Morphine Treatment on body weight was dependent on Postnatal day (β = -0.30, SE = 0.0055, t(611) = -54.38, ****p < 0.0001), where morphine-withdrawn pups weighed significantly less than saline-treated pups from P3 (**p = 0.0013) – P14 (P4 – P14: ****p < 0.0001). (**c**) Temperature: The effect of Morphine Treatment on body temperature was dependent on Postnatal day (β = -0.087, SE = 0.041, t(611) = -2.12, *p = 0.035), where morphine-withdrawn pups displayed hypothermia compared to saline-treated pups from P3–P11 and P13 – P14 (all *p ≤ 0.026). SAL, n = 25 (11F, 14M); MOR, n = 22 (11F, 11M). (**d**) P7 Hot Plate Latency: There was no effect of Sex (β = 0.49, SE = 2.64, t(46) = 0.19, *p* = 0.85) or a Morphine Treatment x Sex interaction (β = 0.26, SE = 3.81, t(46) = 0.068, *p* = 0.95). The simplified model revealed that Morphine Treatment was associated with a decrease in hot plate latency compared to saline controls (β = -12.88, SE = 1.86, t(48) = -6.91, ****p < 0.0001). (**e**) P7 Hot Plate Velocity: There was no effect of Sex (β = 0.00037, SE = 0.005, t(39) = 0.076, *p* = 0.94) or a Morphine Treatment x Sex interaction (β =0.0030, SE = 0.0069, t(39) = 0.43, *p* = 0.67). The simplified model revealed that Morphine Treatment had no effect on hot plate velocity (β = 0.001, SE = 0.0034, t(41) = 0.27, *p* = 0.79). SAL, n = 23–26 (11–12F, 12–14M); MOR, n = 22–24 (12–13F, 10–11M). (**f**) P14 Hot Plate Latency: There was no effect of Sex (β = 1.089, SE = 6.085, t(35) = 0.18, *p* = 0.86) or a Morphine Treatment x Sex interaction (β = 7.33, SE = 8.91, t(35) = 0.82, *p* = 0.67). The simplified model revealed that Morphine Treatment was associated with decreased hot plate latency compared to saline controls (β = -15.50, SE = 4.42, t(37) = -3.51, **p = 0.0012). (**g**) P14 Hot Plate Velocity: There was no effect of Sex (β = -0.0047, SE = 0.0041, t(33) = -1.15, *p* = 0.23) or a Morphine Treatment x Sex interaction (β = 0.0094, SE = 0.0059, t(33) = 1.58, *p* = 0.12). The simplified model revealed that Morphine Treatment was associated with increased hot plate velocity compared to saline controls (β = 0.011, SE = 0.0030, t(35) = 3.67, ***p = 0.00081). SAL, n = 20–21 (8–9F, 12M); MOR, n = 17–18 (9F, 8–9M)

### USV locomotor activity of FVB/NJ pups during spontaneous morphine withdrawal on P7 and P14

On P7, morphine-withdrawn pups traveled a greater distance during the first 2–5 min of the USV recording session compared to saline pups (Fig. 2a). For the entire 10 min, morphine-withdrawn pups traveled a greater distance versus saline-treated pups (Fig. 2b). There was no effect of morphine withdrawal on P7 average velocity (Fig. 2c). On P14, there was no significant difference in total distance traveled over 15 min (Fig. 2d) nor average velocity between treatment groups (Fig. 2e).

**Fig. 2:**
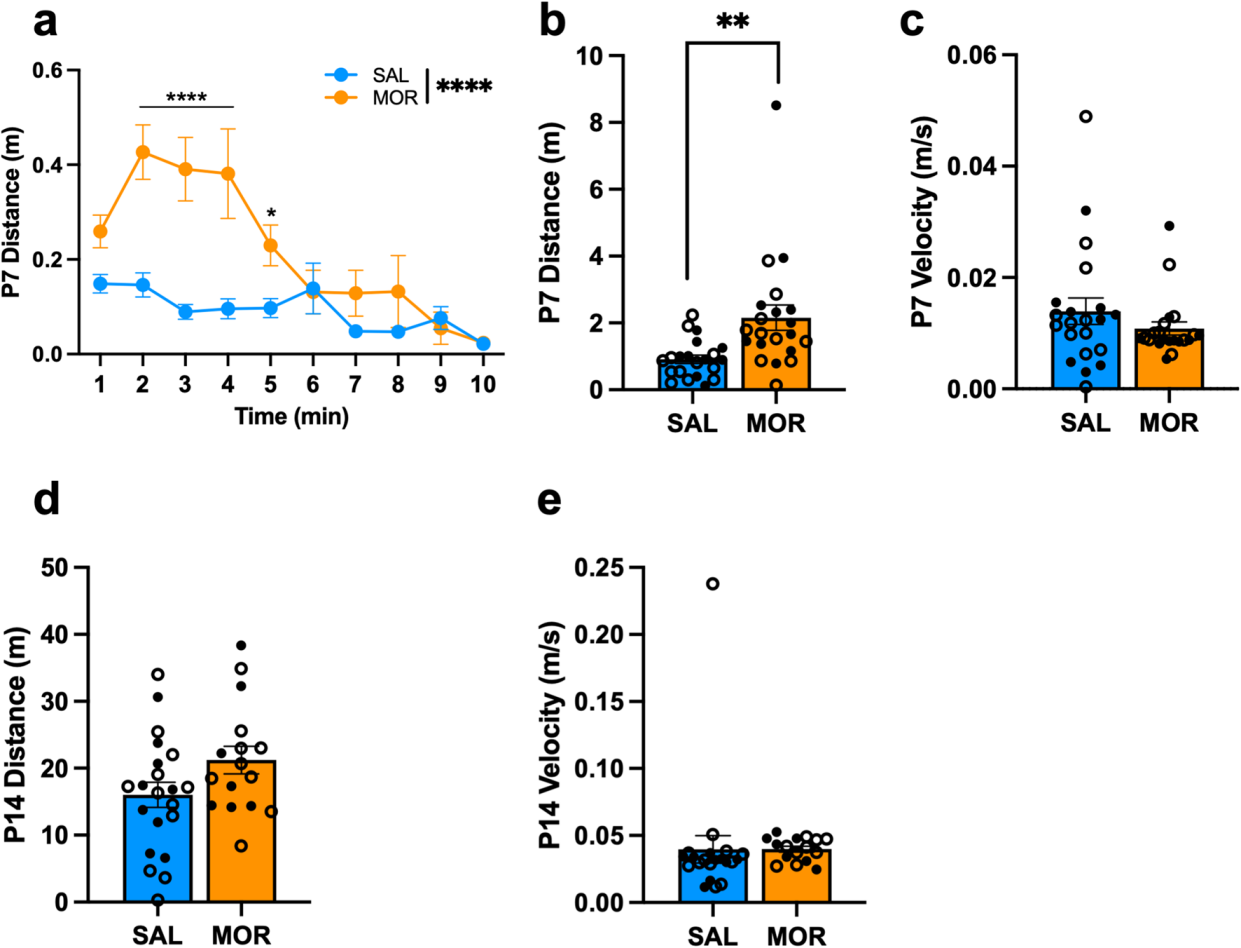
Locomotor activity during USV assessment of FVB/NJ pups undergoing spontaneous morphine withdrawal on P7 and P14. Data are plotted as the mean ± SEM. Saline = blue lines/bars; Morphine = orange lines/bars. Closed circles = Females; Open circles = males. (**a**) P7 Distance: The effect of Morphine Treatment on USV distance was dependent on Time (β = -0.030, SE = 0.0056, t(378) = -5.34, ****p < 0.0001), where morphine-withdrawn pups traveled a greater distance than saline controls from 2 – 5 min of the recording session (all *p^adj^ ≤ 0.031). (**b**) P7 Total Distance: There was no effect of Sex (β = -0.11, SE = 0.58, t(38) = -0.20, *p* = 0.85) or a Morphine Treatment x Sex interaction (β = -0.73, SE = 0.80, t(38) = -0.92, *p* = 0.36). The simplified model revealed that Morphine-withdrawn pups traveled a greater distance during USV recordings compared to saline-treated pups (β = 1.24, SE = 0.40, t(40) = 3.12, **p = 0.0033). **(c)** P7 Average Velocity: There was no effect of Sex (β = 0.0022, SE = 0.0040, t(38) = 0.59, *p* = 0.56) or a Morphine Treatment x Sex interaction (β = -0.0020, SE = 0.0055, t(38) = -0.37, *p* = 0.72). The simplified model revealed that Morphine Treatment had no effect on USV velocity (β = -0.0031, SE = 0.0027, t(40) = -1.17, *p* = 0.25). SAL, n = 21 (9F, 12M); MOR, n = 21 (11F, 10M). (**d**) P14 Distance: There was no Morphine Treatment x Time interaction (β = 0.0029, SE = 0.012, t(518) = 0.24, *p* = 0.81), so data was collapsed across the 15 min recording session. There was no effect of Sex (β = -0.93, SE = 3.84, t(33) = -2.42, *p* = 0.81) or a Morphine Treatment x Sex interaction (β = -0.26, SE = 5.83, t(33) = -0.045, *p* = 0.96). The simplified model revealed that Morphine Treatment had no effect on the total distance traveled (β = 5.20, SE = 2.81, t(35) = 1.85, *p* = 0.073). (**e**) P14 Average Velocity: There was no effect of Sex (β = 0.019, SE = 0.016, t(33) = 1.20, *p* = 0.24) or a Morphine Treatment x Sex interaction (β =-0.020, SE = 0.024, t(33) = -0.82, *p* = 0.42). The simplified model revealed that Morphine Treatment had no effect on USV velocity (β = 0.00020, SE = 0.012, t(35) = 0.017, *p* = 0.99). SAL, n = 21 (9F, 12M); MOR, n = 13 (7F, 9M)

### USV syllable profile of FVB/NJ pups during spontaneous morphine withdrawal on P14

Neonatal USVs communicate negative internal states. Thus, we measured USVs as an indicator of enhanced distress during spontaneous morphine withdrawal (Branchi et al. 2001; D’Amato et al. 2005; Ehret 2005). On P7, there was a significant Morphine Treatment x Time interaction (Fig. S1a); however, there was no overall effect of Morphine Treatment on the total number of USVs over 10 min (Fig. S1b). On P14, there was a time-dependent increase in vocalizations in morphine-withdrawn female pups (Fig. 3a). Overall, Morphine-withdrawn females emitted significantly more USVs compared to saline-treated females, whereas there was no Treatment effect in males (Fig. 3b).

**Fig. 3:**
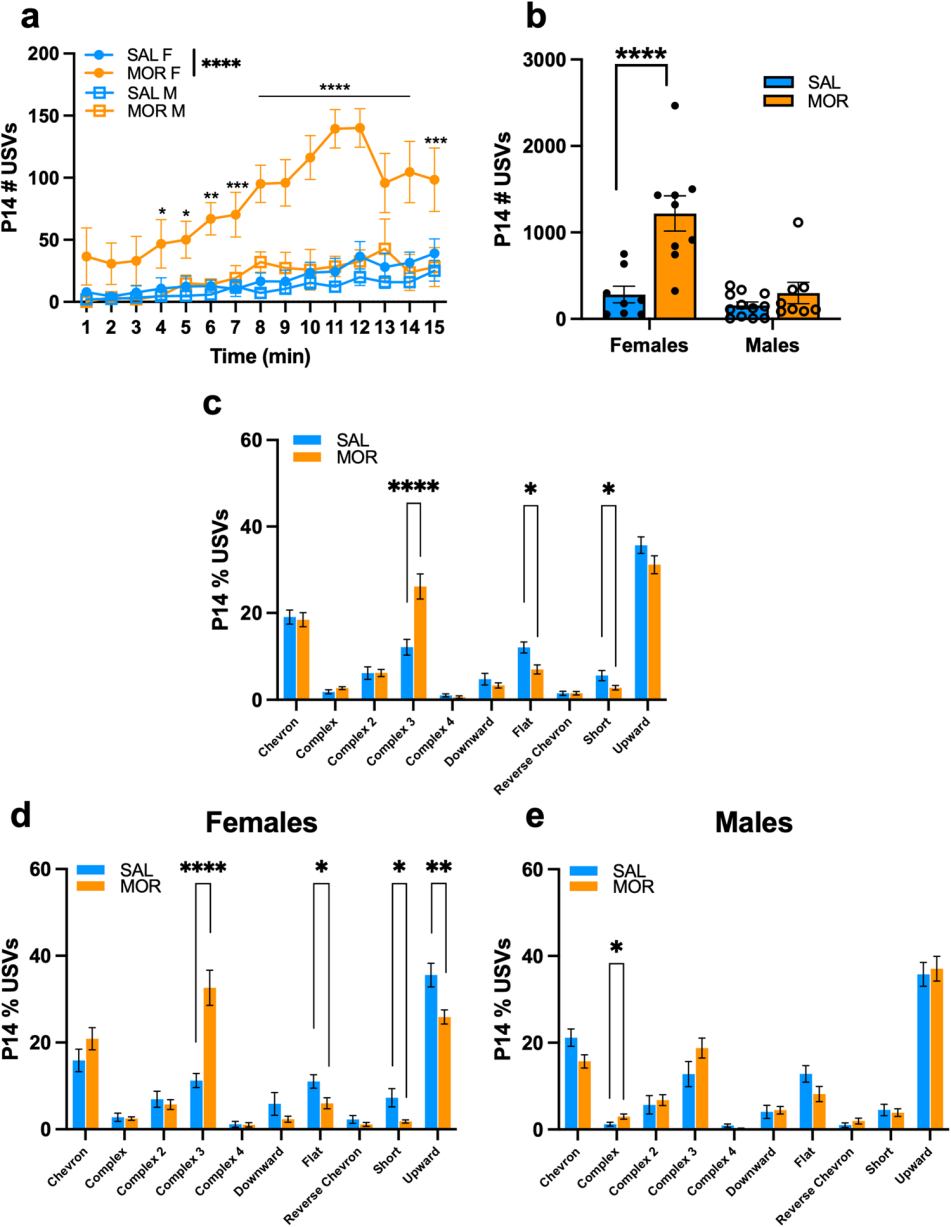
USV profiles of FVB/NJ pups during spontaneous morphine withdrawal on P14. Data are plotted as the mean ± SEM. Saline = blue lines/bars; Morphine = orange lines/bars. Closed circles = Females; Open circles = males. (**a**) P14 USV Emissions: There was a Morphine Treatment x Sex x Time interaction (β = -3.60, SE = 1.03, t(518) = -3.49, ***p = 0.0052), where morphine females vocalized more than saline females over time, specifically during the 4 – 15 min intervals (all *p^adj^ ≤ 0.035) . (**b**) P14 Total USV Emissions: The effect of Morphine Treatment on USV emission was dependent on Sex (β = 919.6, SE = 180.7, t(33) = 5.088, ****p < 0.0001). Specifically, morphine-withdrawn females vocalized more than saline females (β = 937.0, SE = 181, t(33) = 5.19, ****p < 0.0001). **(c)** P14 Syllable Profile: Morphine Treatment was associated with an increase in the percentage of Complex 3 syllables emitted (β = 0.14, SE = 0.033, t(35) = 4.19, ***p = 0.00018), and a decrease in the percentage of Flat (β = -0.051, SE = 0.017, t(35) = -3.0, **p = 0.0051), and Short (β = -0.030, SE = 0.014, t(35) = -2.08, *p = 0.045) syllables emitted compared to saline controls. There were Morphine Treatment x Sex interactions for Complex 3 (β = 0.15, SE = 0.060, t(33) = 2.54, *p = 0.016) and Upward (β = 0.14, SE = 0.044, t(33) = 3.13, **p = 0.0036) syllables, so we investigated the syllable profile for each sex separately. **(d)** Female P14 Syllable Profile: Morphine Treatment was associated with an increase in the percentage of Complex 3 syllables (β = 0.21, SE = 0.046, t(15) = 4.8, ***p = 0.00030) and a decrease in Flat (β = -0.051, SE = 0.020, t(15) = -2.55, *p = 0.022), Short (β = -0.055, SE = 0.020, t(15) = -2.69, *p = 0.017), and Upward syllables (β = -0.097, SE = 0.031, t(15) = -3.13, **p = 0.0069). **(e)** Male P14 Syllable Profile: Morphine Treatment was associated with an increase in the percentage of Complex syllables (β = 0.017, SE = 0.0072, t(18) = 2.41, *p = 0.027). SAL, n = 20 (8F, 12M); MOR, n = 17 (9F, 8M)

USVs are classified into syllable types based on their acoustic features (frequency, duration) (Grimsley et al. 2011; Heckman et al. 2016; Portfors 2007). We used a random forest model to classify USV syllables based on these known classifications (Table S1) during neonatal morphine withdrawal. On P7, morphine-withdrawn pups emitted fewer Complex 3 syllables than saline pups (Fig. S1c). On P14, morphine-withdrawn pups showed the opposite, namely a robust *increase* in the percentage of Complex 3 syllables (Fig. 3c). The increase in Complex 3 syllables was completely driven by morphine-withdrawn females, as there was no treatment difference in males (Fig. 3d,e). Morphine-withdrawn females also showed a decrease in the percentage of Flat, Short, and Upward syllables, whereas males only showed an increase in the percentage of Complex syllables (Fig. 3d,e).

The identification of increased Complex 3 syllables during spontaneous opioid withdrawal was a robust and novel, female-selective observation. To determine whether increased Complex 3 emissions in females generalize to another genetic background, we also examined USV syllable subtypes in morphine-withdrawn outbred CFW stock mice from a historical dataset (Borrelli et al. 2021) comprising a nearly identical morphine regimen, except with a higher twice daily dose (15 mg/kg, s.c.; see Supplementary Information). On P7, treatment had no effect on the USV syllable profile (Fig. S2a). On P14, the USV profile in morphine-withdrawn CFW pups showed a similar increase in the percentage of Complex 3 syllables (Fig. S2b), except in this case, both sexes showed this effect (perhaps due to the higher historical morphine dose that was used in the CFW study (Borrelli et al. 2021)). Additional similarities between morphine-withdrawn CFW and FVB pups included a decrease in the percentage of Flat and Upward syllables on P14 (Fig. S2b).

### Brainstem transcriptomic analysis identified an upregulation of the kappa opioid receptor

In a subset of FVB/NJ mice, we administered an a.m. maintenance dose of morphine (10 mg/kg, s.c.) prior to USV recording on P8 and P15 to evaluate the semi-acute effects of morphine exposure on the USV syllable profile (Fig. S3). We collected brainstem tissue during spontaneous withdrawal on P16 (16 h post-final morphine injection) to evaluate the effects of chronic morphine exposure and withdrawal on gene expression (Fig. 4a). 

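Brainstem RNA was sequenced from 8 FVB/NJ pups on postnatal day 16, 4 injected with morphine at 10 mg/kg and 4 with saline, with 2 females and 2 males in each group. FVB/NJ is an inbred mouse strain, and the tissue held the pons, the medulla and part of the spinal cord. The pups were in spontaneous withdrawal, 16 h after the last injection. Each pup gave 1 library, so that n is a number of mice, and mice are named here by group and number (saline 1, 3, 5 and 6, morphine 2, 4, 7 and 8). The authors selected poly-A RNA, sequenced it in read pairs, aligned the reads to the mm10 genome with STAR and counted those on exons with featureCounts. The deposited table holds whole-number counts of 55418 genes, 37637 of them with at least 1 read. The total per library ran from 80110454 to 99712756 in the saline group and from 87203230 to 127264588 in the morphine group. Of the counts under 10, between 76% and 80.2% in each library were even numbers, the pattern of a table in which both reads of a pair are counted, so the number of RNA fragments is lower than the totals. No mitochondrially encoded gene had a count.
The counts were normalized by TMM, which scales each library so that most genes keep their level, and levels are given as CPM (counts relative to the scaled library size). They were tested with edgeR's quasi-likelihood test with treatment and sex in the model. The test covered the 22344 genes with about 10 reads in at least 4 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The paper controlled for sex and litter. The sample labels give no litter, so a litter term was not used here. Xist and 4 genes of the Y chromosome matched the labelled sex in all 8 libraries. Lists of genes for cell types, transmitter systems and pathways were written from general knowledge before the counts were seen, but after Tables S2 and S3 and Fig. 5 had been read, so their counts are not independent evidence of a direction that those tables show. Each of 42 lists was tested with camera, which compares a list with all other genes, with a preset correlation of 0.01 between genes. With a correlation estimated from the data, 3 lists passed in place of 27. In the first principal component, which held 23.3% of the variance, the libraries of the morphine females stood apart, with scores of 58.07 for morphine 7 and 27.79 for morphine 8 against -27.17 to -3.01 in the other 6 libraries.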

A schematic of regional brain dissections is provided in Fig. S4. 

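Oprk1, the gene of the kappa opioid receptor, was 1.28-fold higher in the brainstem of morphine-withdrawn pups than in that of saline pups. Slc6a3, the gene of the transporter that takes dopamine back into neurons, was high in both morphine females and low in both morphine males, and its difference between the treatments did not pass the test. Oprl1, the gene of the nociceptin receptor, was 1.21-fold higher. Oprk1 lies on chromosome 1 of GRCm38 from 5588466 to 5606131. It reached 13.1 ± 1.67 CPM (SD, n = 4 mice) after morphine and 10.2 ± 0.87 (SD, n = 4) after saline, a log2 fold change of 0.36 (standard error 0.087, adjusted p = 0.0397 from edgeR's quasi-likelihood test). The groups overlapped, with 11.3 CPM in morphine 4 and 11.4 in saline 6. The log2 fold change of Oprk1 was 0.34 in females and 0.38 in males (adjusted p = 0.966 for the difference between the sexes, from the same test).
Slc6a3 lies on chromosome 13 from 73536747 to 73578672. It stood at 51.3 CPM in morphine 7 and 18.7 in morphine 8, the females, and at 0.911 and 0.273 in the morphine males. The saline pups lay between 0.252 and 4.83. The log2 fold change of Slc6a3 over all 8 pups was 1.32 (standard error 1.39, adjusted p = 0.652 from edgeR), with a 95% interval from -1.75 to 4.38. It was 3.88 in females (adjusted p = 0.0291) and -2.20 in males (adjusted p = 0.403), and the difference between the sexes had an adjusted p of 0.134 from edgeR. Both morphine females also differed from the other pups in genes that vary between brain regions. Tcf7l2, a transcription factor of the thalamus and midbrain, reached 106 and 103 CPM in these females and 18.5 to 32.6 in the other 6 pups. Th, the rate-limiting enzyme of dopamine synthesis, which the noradrenaline neurons of the pons express too, reached 48 and 23.3 CPM, against 7.45 to 18 in the others. Hoxa5, a gene of the caudal hindbrain and spinal cord, was at 0.687 CPM in morphine 7 and between 30.3 and 59.9 in the other 7 pups.
Among 8 genes of opioid receptors and opioid peptides, 2 were higher after morphine and none was lower at an adjusted p under 0.05 from edgeR (3 higher when adjusted over the list alone). Oprl1 rose from 65.4 ± 1.52 to 79.2 ± 5.78 CPM (SD, n = 4 each, adjusted p = 0.0113 from edgeR), with all 4 morphine pups above all 4 saline pups. Oprm1, the gene of the mu opioid receptor on which morphine acts, had a log2 fold change of 0.94 (standard error 0.26, adjusted p = 0.0606), and Pdyn, the precursor of the dynorphins, one of 0.21 (standard error 0.16, adjusted p = 0.497). Oprm1 passed without saline 1 (log2 fold change 1.29, adjusted p = 0.0235), and the log2 fold change of Pdyn, which did not pass in any fit that left out 1 pup, ran from 0.0402 without morphine 2 to 0.352 without morphine 4. As a list the 8 genes passed camera upward (adjusted p = 0.0203), a call lost without morphine 2 (adjusted p = 0.0958, the highest of the fits that left out 1 pup) and not made with an estimated correlation (adjusted p = 0.179 with an estimated correlation).
The call of Oprk1 ended in 6 of the 8 fits that left out 1 pup, those without saline 1, 3, 5 or 6 or morphine 2 or 7 (adjusted p = 0.0546 to 0.122), with a log2 fold change between 0.30 and 0.39 in these 6, and without both morphine females (adjusted p = 0.166, an alternative chosen after the data were seen), which also ended that of Oprl1 (adjusted p = 0.163). It ended as well with limma-voom, without the sex term, with 1 surrogate variable and with a correction for gene length or GC content (adjusted p = 0.0532 to 0.0836). The log2 fold change of Slc6a3 ran from -0.049 without saline 1 to 3.09 without saline 3, and was -2.21 without both morphine females and 3.62 with limma-voom (adjusted p = 0.0859). The fit without both morphine females keeps the sex term, so its treatment effect compares only the 2 morphine males with the 2 saline males.

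**Figure D1:**
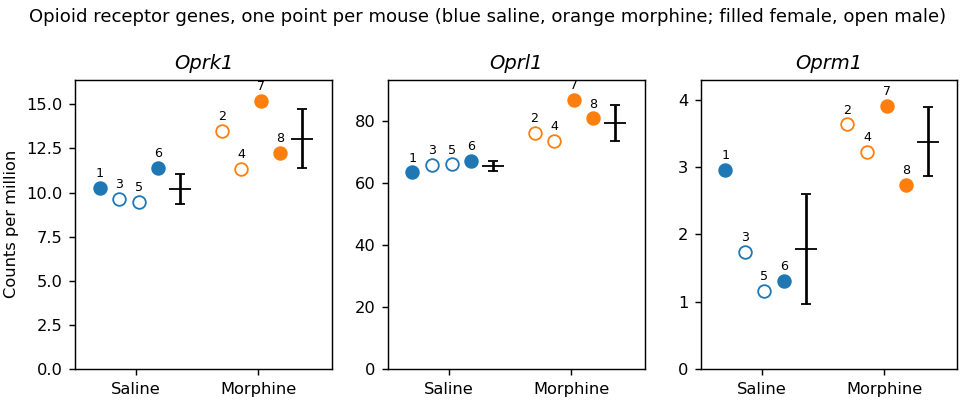
TMM-normalized CPM of Oprk1, Oprl1 and Oprm1, 1 point per pup with its number, filled for females and open for males, with the mean and SD of each group beside the points. For Oprl1 the morphine pups all lie above the saline pups, and for Oprk1 morphine 4 at 11.3 lies just under saline 6 at 11.4.

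**Figure D2:**
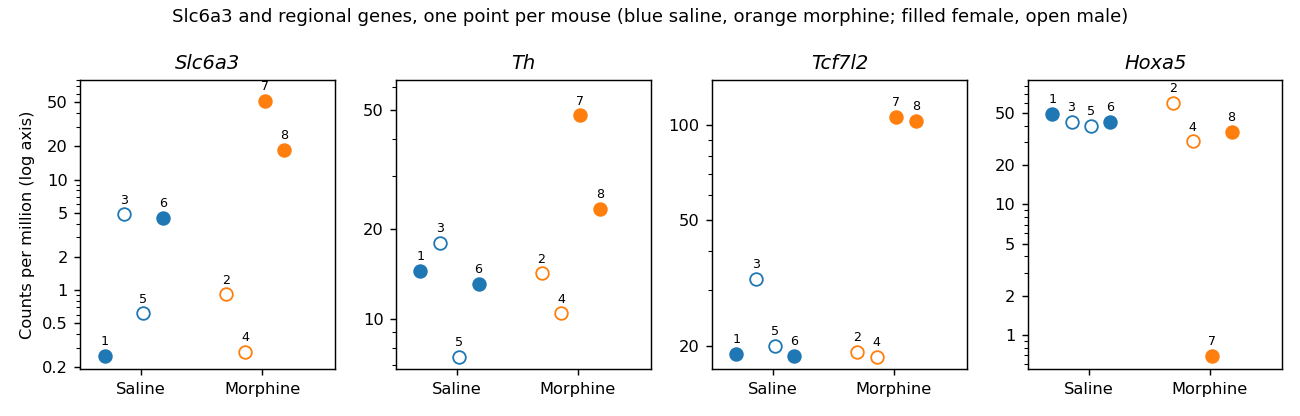
TMM-normalized CPM of Slc6a3, Th, Tcf7l2 and Hoxa5 on a log axis, 1 point per pup with its number, filled for females and open for males. Morphine 7 and 8 lie above every other pup for Slc6a3, Th and Tcf7l2, and morphine 7 lies at 0.687 for Hoxa5.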

Transcriptomic analysis via RNA-seq revealed a significant upregulation of *Oprk1* (log_2_FC=0.36, **p=0.0049), which codes for the kappa opioid receptor (KOR) and *Slc6a3* (dopamine transporter (DAT); log_2_FC=3.69, **p=0.0067) during spontaneous morphine withdrawal (Table S2). We also observed a downregulation of genes associated with myelination, such as *Mbp* (myelin basic protein; log_2_FC= 0.41, ****p<0.0001) and *Plp1* (proteolipid protein 1; log_2_FC=-0.38, ****p<0.00032) (Table S3).

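Genes of mature oligodendrocytes and myelin fell together in morphine-withdrawn pups. Of 20 such genes, 19 were lower and none was higher at an adjusted p under 0.05 from edgeR (20 lower when adjusted over the list alone). Their median log2 fold change was -0.335. The genes were listed before the counts were seen but after Tables S2 and S3 had been read. Their direction is therefore not independent of those tables. Mbp, which encodes the basic protein that holds the layers of the myelin sheath together, dropped to 0.753 of its saline level. The remaining gene, Tspan2, had a log2 fold change of -0.20 (adjusted p = 0.0910 from edgeR).
Mbp lies on chromosome 18 of GRCm38 from 82475146 to 82585637 and was the source of 1.99% to 3.03% of all counts in a library. It reached 22490 ± 3282 CPM (SD, n = 4 mice) after morphine and 29656 ± 1156 (SD, n = 4) after saline, a log2 fold change of -0.41 (standard error 0.056, adjusted p = 0.00668 from edgeR). Fa2h, an enzyme that hydroxylates the fatty acids of myelin lipids, had a log2 fold change of -0.43 (standard error 0.062, adjusted p = 0.00696), and Cldn11, a tight junction protein of the myelin sheath, one of -0.36 (standard error 0.054, adjusted p = 0.00794). For each of these 3 genes all 4 morphine pups lay below all 4 saline pups.
The list as a whole passed camera downward (adjusted p = 1.82e-30; adjusted p = 0.113 with an estimated correlation). Its median log2 fold change was -0.488 in females and -0.185 in males. Camera on the difference between the sexes gave an adjusted p of 5.77e-22 (adjusted p = 0.353 with an estimated correlation), and none of the 3 genes differed between the sexes at an adjusted p under 0.05 (Mbp 0.163, Fa2h 0.152, Cldn11 0.169 from edgeR). The females with the lower myelin values are the pups with the higher thalamic and dopamine neuron genes.
Of 20 genes of oligodendrocyte precursors and newly formed oligodendrocytes, 2 were higher and 2 lower (2 and 4 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.258, and 0.0255 without saline 3). Ptprz1, a receptor phosphatase of precursors, had a log2 fold change of 0.30 (adjusted p = 0.0177), lost without saline 1 (adjusted p = 0.0635) or saline 6 (adjusted p = 0.076), with 1 surrogate variable (adjusted p = 0.0669) and without both morphine females (adjusted p = 0.135). Lipid synthesis supplies the myelin membrane. Of 15 genes of fatty acid synthesis, 7 fell and none rose (10 lower when adjusted over the list alone, camera adjusted p = 2.66e-09; adjusted p = 0.179 with an estimated correlation), among them Scd1, a fatty acid desaturase, at a log2 fold change of -0.46 (adjusted p = 0.00886). Of 21 genes of cholesterol synthesis, 6 fell and none rose (11 lower when adjusted over the list alone, camera adjusted p = 1.94e-08; adjusted p = 0.267 with an estimated correlation). Dhcr7, the last enzyme of one route to cholesterol, had a log2 fold change of -0.24 (adjusted p = 0.0129). The median log2 fold change was -0.32 in females and -0.0536 in males for fatty acid synthesis, and -0.265 in females and -0.0191 in males for cholesterol synthesis, and camera on the difference between the sexes passed for both lists with the preset correlation alone (adjusted p = 0.353 for each with an estimated correlation).
Without both morphine females the fit compares only the 2 morphine males with the 2 saline males, and so repeats the comparison in males. There the median of the myelin list was -0.189 and the log2 fold change of Mbp -0.278 (adjusted p = 0.0235). The cholesterol list lost its call (adjusted p = 0.267), and so did Scd1 (adjusted p = 0.0566), Dhcr7 (adjusted p = 0.174, and 0.0833 without the sex term) and Cldn11 (adjusted p = 0.0566, and 0.0567 without the sex term).

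**Figure D3:**
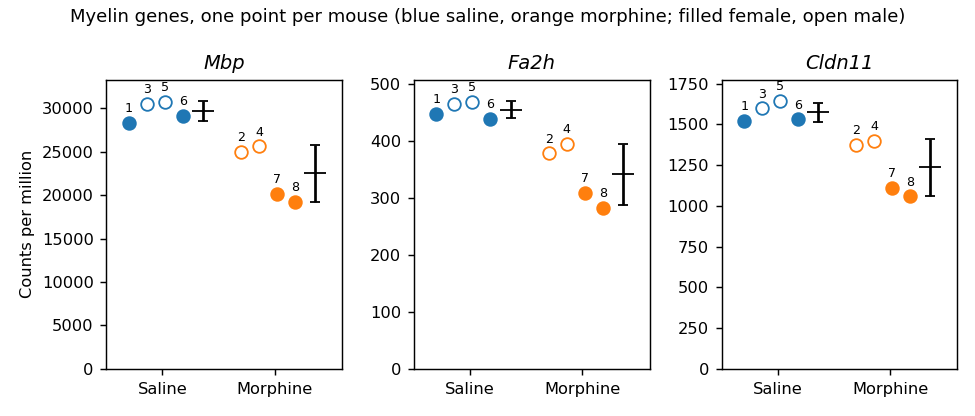
TMM-normalized CPM of Mbp, Fa2h and Cldn11, 1 point per pup with its number, filled for females and open for males, with the mean and SD of each group beside the points. In each gene the 4 morphine pups lie below the 4 saline pups, and the morphine females 7 and 8 are lowest.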

**Fig. 4:**
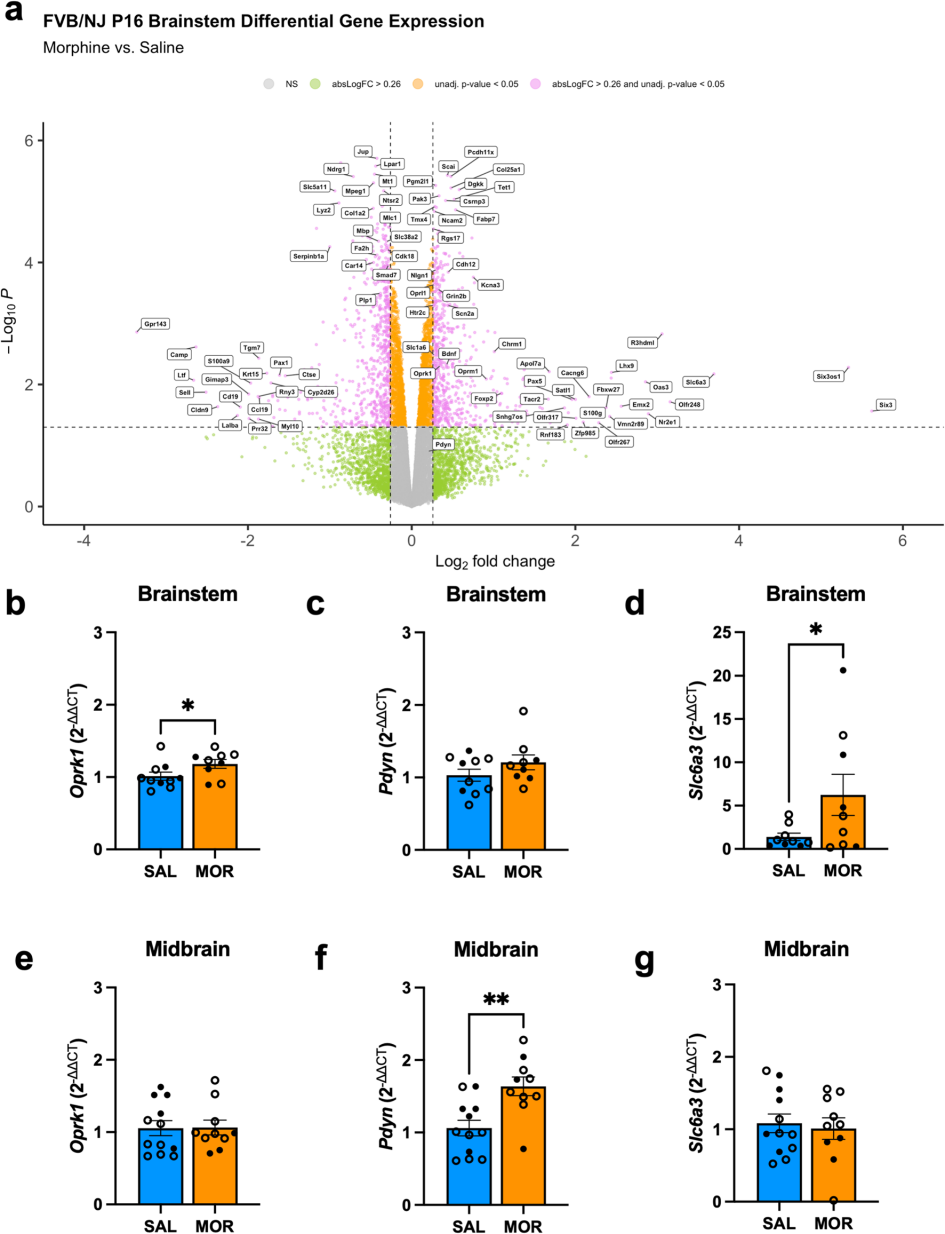
Differentially expressed genes in the brainstem and midbrain during spontaneous morphine withdrawal on P16. (**a**) Brainstem RNAseq: Data reflects the effect of morphine exposure on gene expression relative to saline pups (sex-collapsed; Saline, n = 4 (2F, 2M); Morphine, n = 4 (2F, 2M). Log_2_ Fold Change (FC) represents gene expression, and Log_10_ *p* values (unadjusted) reflect significance. To avoid crowding, we labeled genes with an absolute (abs) log_2_FC ≥ 1.5 and/or Log_10_P ≥ 4.0. Dots are individual genes. Grey = absolute (abs) log_2_FC ≥ 0.26; non-significant (unadjusted *p* < 0.05; NS). Green = abslog_2_FC ≥ 0.26, non-significant; Orange = abslog_2_FC ≤ 0.26, significant (unadjusted *p* < 0.05); Pink = abslog_2_FC ≥ 0.26, significant (unadjusted *p* < 0.05). RT-qPCR: Data are plotted as the mean ± SEM. Saline = blue bars; Morphine = orange bars. Closed circles = Females (SAL, n = 3–4; MOR, n = 3–4); Open circles = males (SAL, n = 6–8; MOR, n = 5–7). (**b**) Brainstem *Oprk1*: Morphine Treatment was associated with upregulation of *Oprk1* (t(17) = 2.06, *p = 0.0028). (**c**) Brainstem *Pdyn*: There was no effect of Morphine Treatment on *Pdyn* expression (t(17) = 1.35, *p* = 0.097). (**d**) Brainstem *Slc6a3*: Morphine Treatment was associated with upregulation of *Sl6a3* (t(16) = 2.00, *p = 0.031). SAL, n = 10 (3F, 6 – 7M); MOR, n = 9 (4F, 5M). **(e)** Midbrain *Oprk1*: Morphine Treatment had no effect on *Oprk1* expression (t(20) = 0.066, *p* = 0.47). (**f**) Midbrain *Pdyn*: Morphine Treatment was associated with upregulation of *Pdyn* (t(20) = 3.47, *p = 0.0012). (**g**) Midbrain ***Slc6a3***: There was no effect of Morphine Treatment on *Slc6a3* expression (t(20) = 0.37, *p* = 0.64)

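Across the brainstem transcriptome, 517 genes were higher and 683 lower in morphine-withdrawn pups at an adjusted p under 0.05 from edgeR. Most of these changes were small, with a median log2 fold change of 0.25 among the genes that rose and -0.28 among those that fell, and 17 genes changed by more than 1 on the log2 scale. At the thresholds of the legend, an unadjusted p under 0.05 and a log2 fold change of at least 0.26 in either direction, 839 genes were higher and 934 lower. In 452 of the genes that rose and 583 of those that fell, the 4 morphine pups lay apart from the 4 saline pups. Over all genes tested the groups lay apart in 12.3%, where chance gives 2.86%.
The genes with the smallest p among those that rose were Pcdh11x, a protocadherin of the X chromosome, Col25a1, a membrane-bound collagen, Fabp7, a fatty acid binding protein of radial glia, Csrnp3, a nuclear protein, and Pak3, a kinase of dendritic spines. Pcdh11x had a log2 fold change of 0.48 (standard error 0.048, adjusted p = 0.00393 from edgeR) and Fabp7 one of 0.53 (standard error 0.059, adjusted p = 0.00482). Among those that fell, the smallest p belonged to Adamtsl4, Jup, Ndrg1, Mpeg1 and Lpar1. Ndrg1, a protein of Schwann cells and oligodendrocytes, had a log2 fold change of -0.72 (standard error 0.068, adjusted p = 0.00337), and Lpar1, a lysophosphatidic acid receptor of oligodendrocytes, one of -0.44 (standard error 0.046, adjusted p = 0.0042). Mpeg1, a pore-forming protein of macrophages and microglia, had a log2 fold change of -0.47 (standard error 0.048, adjusted p = 0.00393). These 10 genes kept an adjusted p under 0.05 in each of the 8 fits that left out 1 pup and without both morphine females.
Of the gene labels in Fig. 4a, 79 were read by eye, and 67 of them were among the genes tested. Of these 67, 20 were higher, 21 lower and 26 did not pass. The labels were chosen in the study on these same libraries, so the counts are not independent evidence. The labelled genes that did not pass include Six3 (log2 fold change 1.95, standard error 1.94, adjusted p = 0.63), a transcription factor of the forebrain, and Lhx9 (1.44, standard error 0.87, adjusted p = 0.386), one of the thalamus and midbrain. Lhx9 stood at 39.6 CPM in morphine 7 and 36.2 in morphine 8 and between 2.23 and 9.34 in the other 6 pups.
The numbers of genes varied with the pups included, between 128 and 597 for higher and between 208 and 749 for lower in the fits that left out 1 pup, and were lower by more than 1.5 times without saline 1, 5 or 6 or morphine 2, 7 or 8. The settings moved them too, to 952 higher and 567 lower with scaling by library size only, 241 and 304 without the sex term and 143 and 180 with 1 surrogate variable. Without both morphine females, a fit that compares only 2 morphine males with 2 saline males, 65 were higher and 72 lower. Of these 137 genes, 107 were also called over all pups. With so few pups compared, the lower numbers cannot be laid to the females alone.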

We performed RT-qPCR on brainstem and midbrain tissue to validate these mRNA transcripts with a larger sample size. Consistent with our brainstem RNA-seq results, we observed withdrawal-induced upregulation of *Oprk1* (Fig. 4b), no effect on *Pdyn* expression (Fig. 4c), and upregulation of *Slc6a3* (Fig. 4d). Interestingly, for the midbrain, we did not observe a withdrawal effect on *Oprk1* expression (Fig. 4e)*.* However, we found upregulation of *Pdyn* (Fig. 4f). There was no effect of withdrawal on *Slc6a3* (Fig. 4g) expression.

Enrichment analysis of upregulated genes in the brainstem revealed processes associated with synaptic organization, structure, and activity (Fig. 5a), and enriched pathways of downregulated genes associated with extracellular matrix organization and glial development (Fig. 5b).

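Among genes for the formation and adhesion of synapses, those that passed the test were higher in morphine-withdrawn pups, and among genes of astrocytes, microglia, blood vessels and the extracellular matrix those that passed were lower. In most of these lists the larger part of the genes did not pass, and of these lists the endothelial one alone kept its list call with an estimated correlation. Of 46 synapse organizers and synaptic adhesion molecules, 14 were higher and none was lower at an adjusted p under 0.05 from edgeR (32 higher when adjusted over the list alone), with a median log2 fold change of 0.18. Of 36 genes of the extracellular matrix, 10 were lower and none was higher (17 lower when adjusted over the list alone), with a median of -0.197. Of 23 astrocyte genes, 15 were lower and none was higher (19 lower when adjusted over the list alone), with a median of -0.252. These lists were written after Fig. 5 had been read, so their direction is not independent of it.
Among the synapse organizers, Lrfn5, an adhesion protein that induces presynaptic terminals, had a log2 fold change of 0.35 (standard error 0.053, adjusted p = 0.0082), Tenm1, a teneurin, one of 0.63 (standard error 0.099, adjusted p = 0.00876), and Ncam2, a neural cell adhesion molecule, one of 0.27 (standard error 0.042, adjusted p = 0.00821). The list passed camera upward (adjusted p = 2e-18; adjusted p = 0.113 with an estimated correlation). Of 32 cadherins and protocadherins, 10 rose and none fell (18 higher and 2 lower when adjusted over the list alone, adjusted p = 3.44e-12; adjusted p = 0.0733 with an estimated correlation), among them Cdh6 at a log2 fold change of 0.32 (adjusted p = 0.00668). Of 24 glutamate receptor genes, 7 rose and 1 fell (13 and 1 when adjusted over the list alone, adjusted p = 4.66e-08; adjusted p = 0.117 with an estimated correlation). Grin2b, an NMDA receptor subunit that is prominent in young neurons, rose by 0.32 on the log2 scale (adjusted p = 0.0115, lost with the correction for gene length at 0.0775 and without the sex term at 0.0846), and the gene that fell was Grin2c, another NMDA receptor subunit, at -0.26 (adjusted p = 0.0438). Of 22 genes of GABA and glycine receptors, 7 rose and none fell (12 higher when adjusted over the list alone, adjusted p = 2.39e-08; adjusted p = 0.0305 with an estimated correlation), with Glra3, a glycine receptor subunit, at 0.44 (adjusted p = 0.00668). The synaptic vesicle release list had 3 of 25 members higher and none lower (6 higher when adjusted over the list alone) and a median of 0.081 (adjusted p = 0.00157; adjusted p = 0.179 with an estimated correlation).
Among the matrix genes, Nid1, a linker protein of basement membranes, had a log2 fold change of -0.33 (standard error 0.046, adjusted p = 0.00668), and Col1a2, a chain of type I collagen, one of -0.48 (standard error 0.071, adjusted p = 0.00711), lost without the sex term (adjusted p = 0.0578). The list passed camera downward (adjusted p = 3.44e-12; adjusted p = 0.117 with an estimated correlation). Of 16 genes of meningeal fibroblasts, which make much of the fibrillar collagen, 5 fell and none rose (6 lower when adjusted over the list alone, adjusted p = 4.39e-08; adjusted p = 0.179 with an estimated correlation), with a median of -0.112 in females and -0.693 in males. Astrocyte genes that fell include Ntsr2, a neurotensin receptor, at a log2 fold change of -0.35 (adjusted p = 0.00482), Gjb6, a gap junction protein, at -0.50 (adjusted p = 0.00551) and Glul, which converts glutamate to glutamine, at -0.30 (adjusted p = 0.00913). The astrocyte list passed camera downward (adjusted p = 3.77e-21; adjusted p = 0.0773 with an estimated correlation). Of 20 microglia genes, 7 fell and none rose (10 lower when adjusted over the list alone, adjusted p = 2.8e-08; adjusted p = 0.113 with an estimated correlation), among them Ctss, a lysosomal protease, at -0.38 (adjusted p = 0.00675). Of 19 genes of endothelial cells, 9 fell and none rose (15 lower when adjusted over the list alone, adjusted p = 6.52e-15; adjusted p = 0.0305 with an estimated correlation), among them Cldn5, a tight junction protein of the blood-brain barrier, at -0.31 (adjusted p = 0.00839).
Without both morphine females, the pups with the higher thalamic and dopamine neuron genes, the medians were 0.113 for the synapse organizers, -0.272 for the matrix and -0.178 for the astrocyte list, and each list kept its camera call with the preset correlation. The calls of Lrfn5 (log2 fold change 0.223, adjusted p = 0.106), Tenm1 (0.583, 0.0558), Ncam2 (0.266, 0.0567), Grin2b (0.222, 0.123), Glra3 (0.364, 0.0844), Nid1 (-0.274, 0.0704) and Ctss (-0.321, 0.0623) ended there, with fewer pups in the test. That fit compares only the 2 males of each treatment. The log2 fold change stayed closer to that over all pups for Tenm1, Ncam2, Glra3, Nid1 and Ctss than for Lrfn5 and Grin2b.
From a ranking of the detectable genes by p and direction, with pathways then separated by direction, the paper reports upregulated pathways of synaptic organization and downregulated ones of extracellular matrix and glial development. The paper reasons in its discussion from the higher Oprk1 in the brainstem, together with Pdyn in the midbrain. It proposes that dynorphin from the midbrain acts on kappa opioid receptors in the brainstem and adds to dysphoria and vocalization in withdrawal. The paper also draws on RT-qPCR in more pups and on reported projections from midbrain to brainstem that vocalization needs. In its experiments an antagonist of the receptor lowered the number of vocalizations in withdrawn females and not in males. An agonist raised that number in both sexes at the younger age tested and in females alone at the older age. These experiments were not analysed here.

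**Figure D4:**
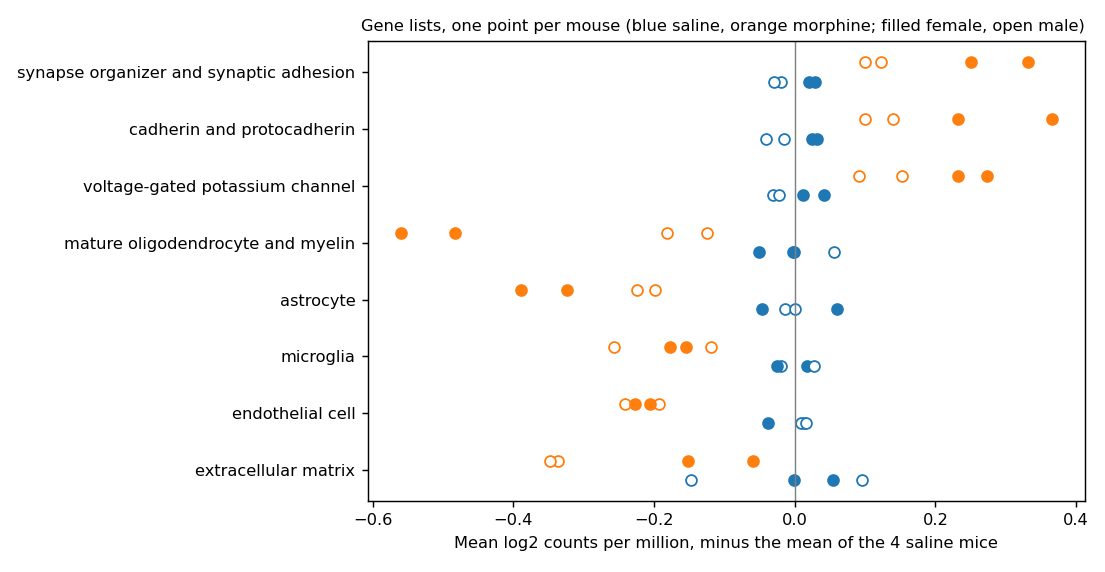
Mean log2 CPM of 8 gene lists in each pup, minus the mean of the 4 saline pups, with blue points for saline, orange for morphine, filled for females and open for males. The morphine pups lie to the right of the saline pups for the 3 neuronal lists (0.099 to 0.331 for the synapse organizers) and to the left for the myelin, astrocyte, microglia and endothelial lists, while morphine 7 at -0.059 lies among the saline pups for the matrix list.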

**Fig. 5:**
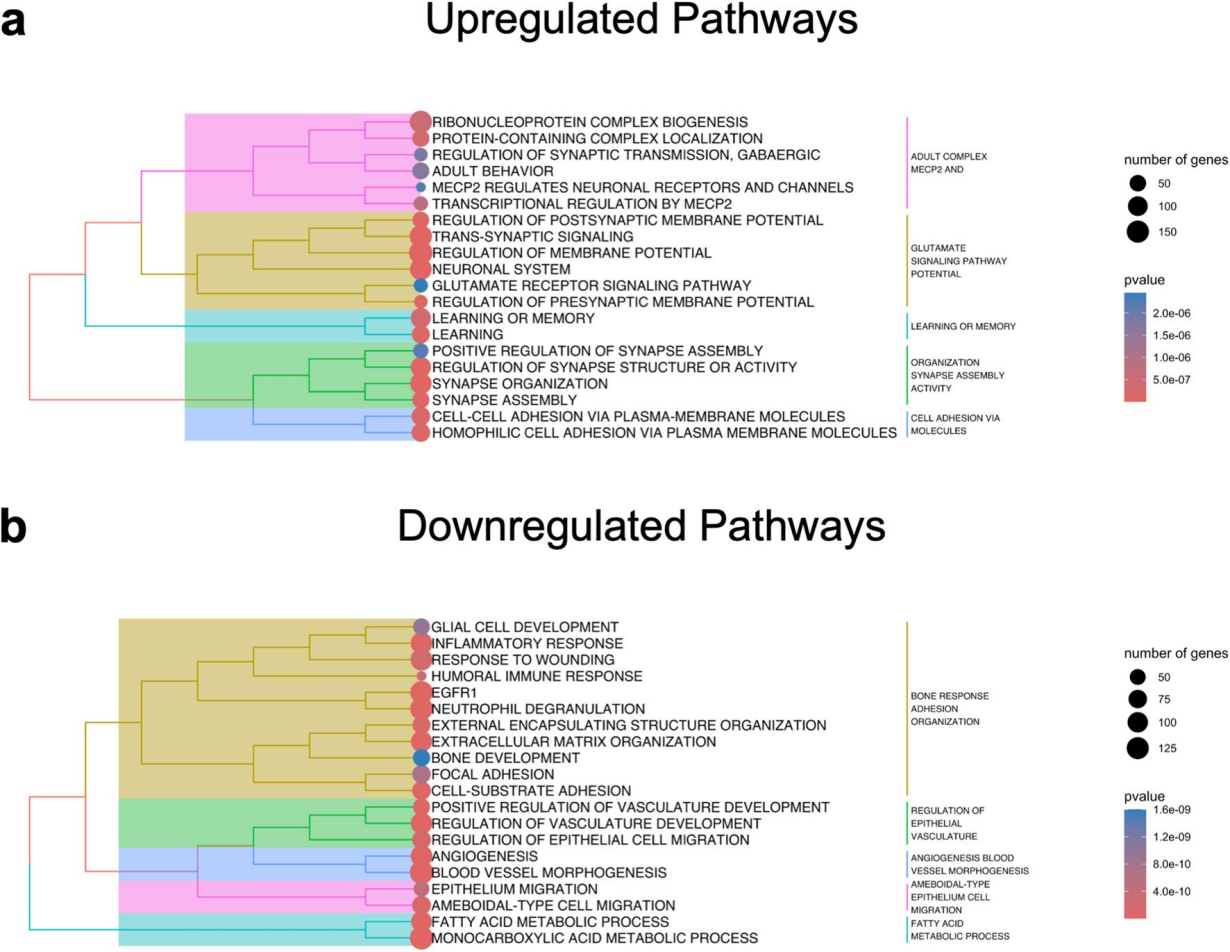
Pathway enrichment analysis of differentially expressed genes in the brainstem during spontaneous morphine withdrawal on P16. Colors (pink, yellow, teal, green, blue) correspond to pathway names. The size of the circles reflects the number of genes in the pathway (the larger the circle, the more genes are associated with the pathway). The color of the circles reflects the significance (decreasing *p* value (more significant) from blue to red). (**a**) Upregulated Pathways: clustering of the top 20 enriched pathways consisting of upregulated genes in FVB/NJ mice. (**b**) Downregulated Pathways: Clustering of the top 20 enriched pathways consisting of downregulated genes in FVB/NJ mice. Clustering was determined by calculating Jaccard similarity coefficients between pathways, with the number of clusters set to 5

### The kappa opioid receptor antagonist nor-BNI reduced the number of USVs in females during spontaneous morphine withdrawal

KOR activation contributes to the dysphoric aspects of withdrawal, such as hyperirritability, anhedonia, and anxiety (Land et al. 2008; Margolis & Karkhanis 2019; Shippenberg et al. 2007). Furthermore, sex differences in the dynorphin/KOR system on motivated behaviors in the context of drug addiction are well-documented in rodents and humans (Chartoff & Mavrikaki 2015). Therefore, we aimed to determine whether the dynorphin/KOR system contributes to increased USVs and Complex 3 emissions during opioid withdrawal. On P15, 20 h post-administration of the KOR antagonist, nor-BNI, there was a significant decrease in USVs in morphine-withdrawn females but no effect of nor-BNI on USVs in males (Fig. 6a). Furthermore, there was a reduction in USVs over time in morphine-withdrawn females, but not males, pre-treated with nor-BNI compared to morphine-withdrawn controls (Fig. 6b). These results identify a KOR contribution to the female-specific enhancement of USVs in morphine-withdrawn pups. However, KOR activation was not specific for a particular syllable type, as nor-BNI had no effect on the overall USV syllable profile (Fig. 6c).

**Fig. 6:**
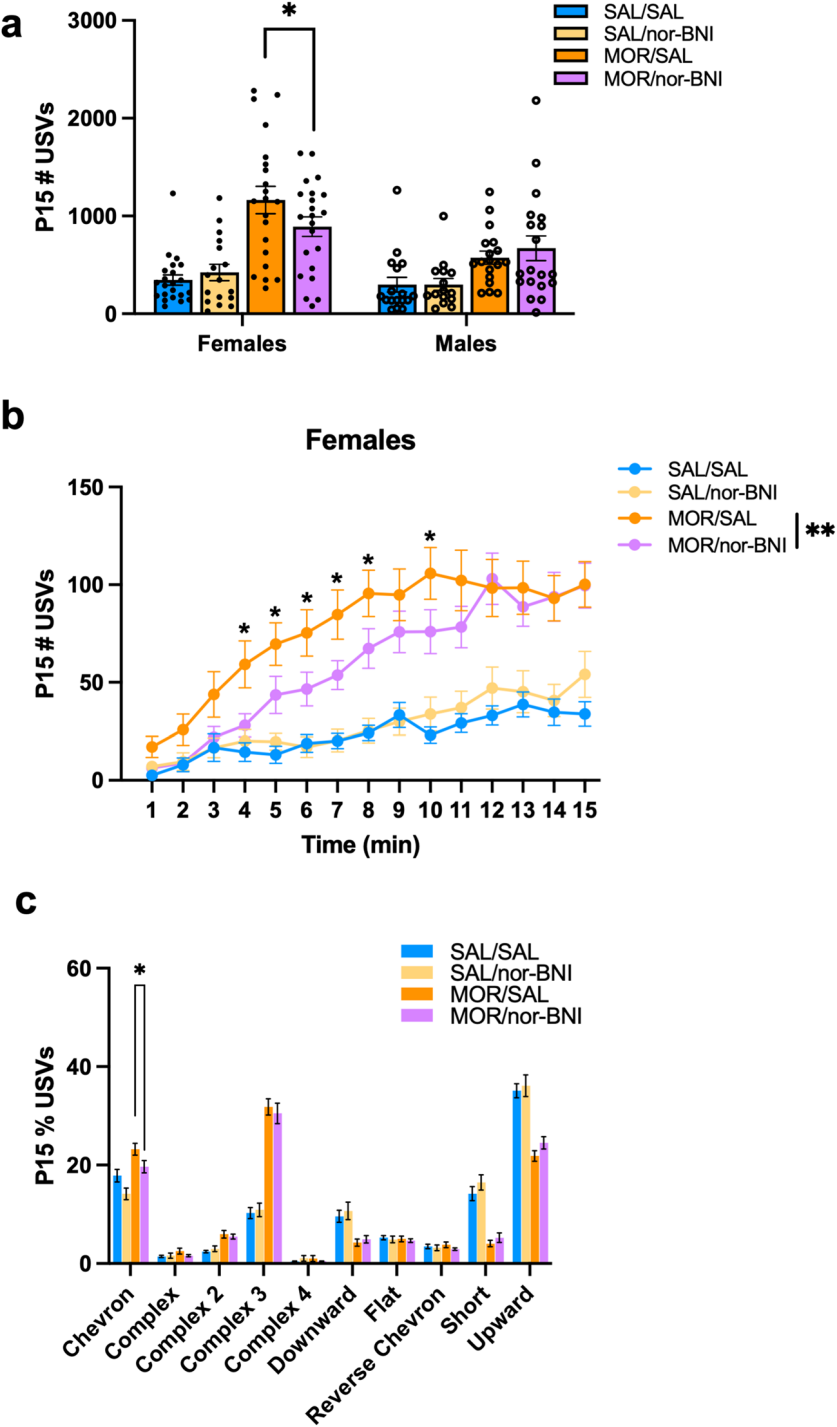
The kappa opioid receptor antagonist nor-BNI reduces USV emissions in FVB/NJ female pups during spontaneous withdrawal on P15. Data are plotted as the mean ± SEM. Saline animals pre-treated with saline = blue lines/bars; Saline animals pre-treated with nor-BNI = yellow lines/bars; Morphine animals pre-treated with saline = orange lines/bars; Morphine animals pre-treated with nor-BNI = purple lines/bars. Closed circles = Females; Open circles = males. (**a**) P15 Total USV Emissions: There was a Morphine Treatment x nor-BNI Treatment x Sex interaction (β = -874.5, SE = 421.2, t(143) = -2.076, *p = 0.040), where Morphine-withdrawn females pre-treated with nor-BNI (MOR/norBNI) emitted fewer USVs compared to morphine-withdrawn females pre-treated with saline (MOR/SAL) (β = -272.35, SE = 127.11, t(143) = -2,143 *p = 0.034). (**b**) Female P15 USV Emissions: Given the three-way interaction, we analyzed females and males separately across time to simplify the linear mixed model. There was a time-dependent decrease in USVs in morphine-withdrawn females pre-treated with nor-BNI (MOR/norBNI) compared to morphine-withdrawn females pre-treated with saline (MOR/SAL) (β = -1.42, SE = 0.52, t(1148) = -2.72, **p = 0.0068), specifically during the 4–8 and 10 min intervals (all *p^adj^ ≤ 0.037). (**c**) P15 Syllable Profile: There was no effect of Sex on any Syllable emitted (all *p* ≥ 0.20), so Sex was removed from the models. Morphine pups pre-treated with nor-BNI emitted fewer Chevron syllables compared to morphine-withdrawn pups pre-treated with saline (β = -0.036, SE = 0.017, t(147) = -2.065 *p = 0.041). SAL/SAL, n = 40 (22F, 18M); SAL/norBNI, n = 33 (17F, 16M); MOR/SAL, n = 39 (21F, 18M); MOR/norBNI, n = 39 (22F, 17M)

### The kappa opioid receptor agonist U50,488h is sufficient to induce an increase in USVs

Previous studies reported that the administration of KOR agonists, such as U50,488h, is aversive and can induce anhedonia and decreased reward sensitivity (Conway et al. 2019; Huang et al. 2020; Vonvoigtlander et al. 1983). Here, we wished to determine whether KOR activation with the KOR agonist U50,488h was sufficient to increase USVs and induce a syllable profile similar to morphine-withdrawn pups, particularly in females. To conduct this experiment, we considered a postnatal day where saline-treated controls would show sufficient baseline USVs to detect either an increase or decrease in USVs. In neonates, the rate of USVs peaks around P7–P10 and declines during the second postnatal week (Elwood & Keeling 1982). Thus, we tested the KOR agonist U50,488h on P10 and then again on P14, when we normally assess USVs (Fig. 3). Based on a pilot study, the U50,488h dose of 0.625 mg/kg was chosen because it induced an increase in USVs without affecting locomotor activity (Fig. S5a,b). On P10, U50,488h increased USVs relative to saline controls during the first 10 min of the recording session (Fig. 7a). Additionally, in considering the entire 15 min, U50,488h increased overall USVs in both sexes (Fig. 7b). In contrast to our original hypothesis (although in line with the null effect of the KOR antagonist in morphine-withdrawn mice), there was no effect of KOR activation on the percentage of Complex 3 emissions on P10 in either sex (Fig. 7c). In considering other syllable types, there was a significant decrease in the percentage of Downward and Short emissions (Fig. 7c). On P14, there was a time-dependent effect of U50,488h, whereby KOR activation increased USVs during the 5–9 min of the recording session (Fig. 7d). Furthermore, on P14, U50,488h increased USVs in females, but not in males (Fig. 7e). In contrast to our original hypothesis, U50,488h *decreased* the percentage of Complex 3 syllables in both sexes (Fig. 7f). U50,488h also decreased the emission of other multi-component syllables, including Complex 2 and Complex 4 in both sexes (Fig. 7f).

**Fig. 7:**
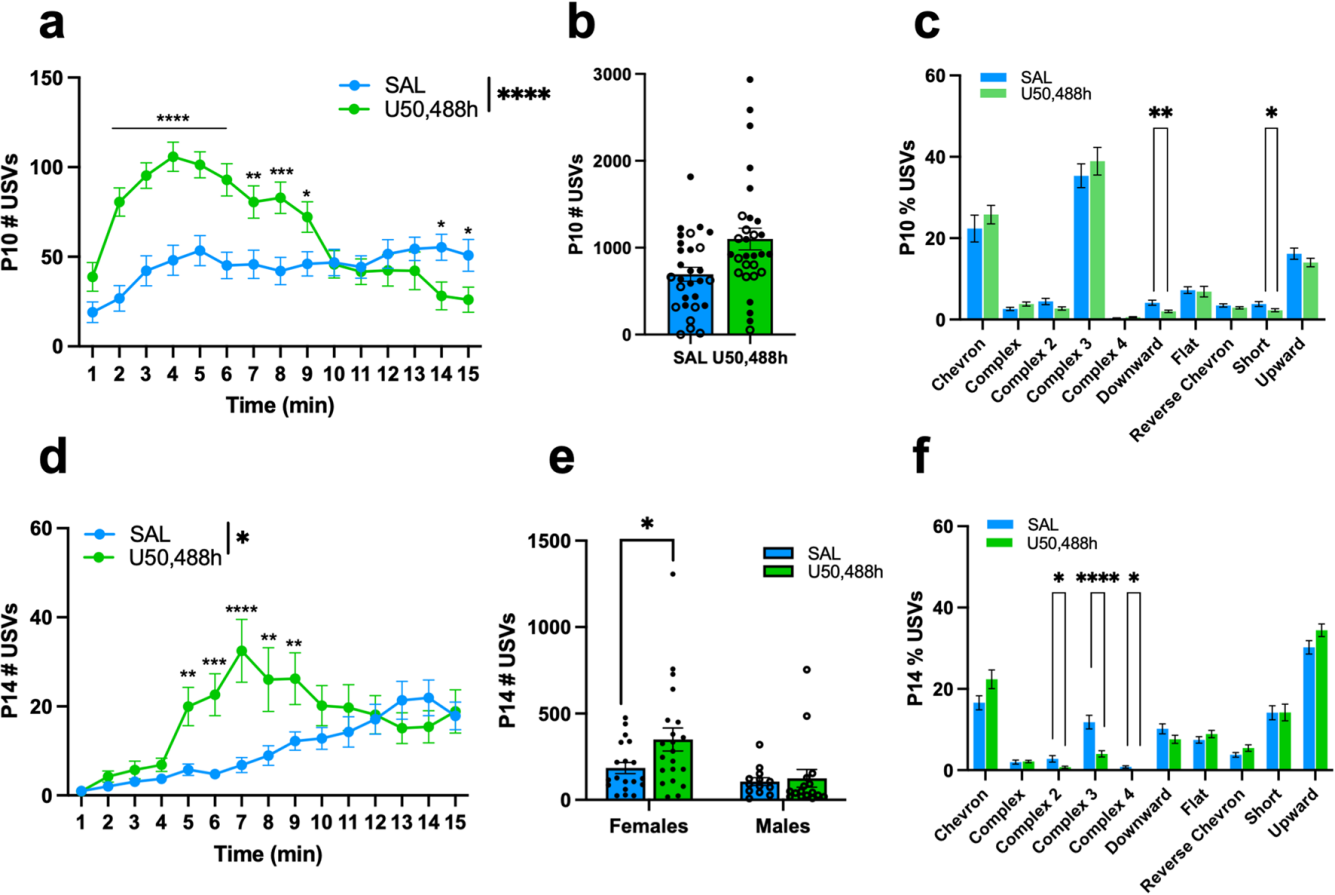
The kappa-opioid receptor agonist U50,488h, increases USV emission in morphine-naïve FVB/NJ pups on P10 and P14. Data are plotted as the mean ± SEM. Saline = blue lines/bars; U50,488h = green lines/bars. Closed circles = Females; Open circles = males. (**a**)P10 USV Emission: The effect of U50,488h Treatment depended on Time (β = -5.89, SE = 0.52, t(812) = -11.42, ****p < 0.0001). U50,488h-treated pups vocalized more than saline pups during the 2–9min intervals (all *p^adj^ ≤ 0.020), and less than saline pups during the 14–15min intervals (both *p^adj^ ≤ 0.028). (**b**) P10 Total USV Emission: There was no effect of Sex (β = -167.71, SE = 205.43, t(54) = -1.34, *p* = 0.19) or a U50,488h Treatment x Sex interaction (β =-34.18, SE = 288.38, t(54) = -0.12, *p* = 0.91). The simplified model revealed that U50,488h Treatment was associated with increased USV emission compared to saline controls (β = 406.2, SE= 148.9, t(56) = 2.73, **p = 0.0085). (**c**) P10 Syllable Profile: There was no effect of Sex on the percentage of syllables emitted (all *p* ≥ 0.42) or a U50,488h Treatment x Sex interaction (all *p* ≥ 0.42). The simplified model revealed that U50,488h Treatment was associated with a decrease in the percentage of Downward syllables (β = -0.021, SE = 0.0070, t(56) = -3.04, **p = 0.0036) and Short syllables (β = -0.015, SE = 0.0072, t(56) = -2.11, *p = 0.039) compared to saline controls. (**d**) P14 USV Emission: The effect of U50,488h on USV emission depended on Time (β = -0.56, SE = 0.025, t(966) = -2.25, *p = 0.025), where U50,488h-treated pups vocalized more than saline pups during the 5–9min intervals (all **p^adj^ ≤ 0.0087). (**e**) P14 Total USV Emission: There was a U50,488h Treatment x Sex interaction (β = 202.10, SE = 97.93, t(65) = 2.06, *p = 0.043), where U50,488h Treatment was associated with increased USV emission in females compared to saline-treated females (β = 164.85, SE = 67.34, t(65) = 2.45, *p = 0.017). (**f**) P14 Syllable Profile: There was no effect of Sex on the percentage of syllables emitted (all *p* ≥ 0.12) or a U50,488h Treatment x Sex interaction (all *p* ≥ 0.15). The simplified model revealed that U50,488h Treatment was associated with a decrease in Complex 2 (β = -0.021, SE = 0.0082, t(67) = -2.57, *p = 0.012), Complex 3 (β = -0.078, SE = 0.018, t(67) = -4.43, ****p < 0.0001), and Complex 4 (β = -0.0080, SE = 0.0028, t(67) = -2.91, **p = 0.0049) syllables. SAL, n = 29–32 (18–19F, 11–13M); U50,488h, n = 31–37 (17–21F, 12–16M)

## Discussion

Consistent with previous studies, twice-daily injections of morphine from P1 to P14 was sufficient to induce withdrawal-associated model traits in FVB/NJ pups on P14, including low body weight, hypothermia, hyperalgesia, and increased USVs on P14 (Borrelli et al. 2021; Carden et al. 1991; Robinson et al. 2020). Neonatal mice emit USVs exclusively in isolation as a distress signal to communicate negative internal states and promote maternal attention (Branchi et al. 2001; D’Amato et al. 2005; Dirks et al. 2002; Ehret 2005). Rodent studies observed increased USVs during opioid withdrawal in neonatal pups (mice and rats) and adult rats (Barr & Wang 1992; Borrelli et al. 2021; Robinson et al. 2020; Vivian & Miczek 1991). On P14, we observed increased USVs, specifically in FVB/NJ female pups during spontaneous morphine withdrawal.

The severity of NOWS and the need for treatment are determined by observer-rated scales using the Finnegan Neonatal Abstinence Scoring System (FNASS) (Finnegan et al. 1975). Thus, NOWS assessment is subjective and may contribute to unnecessary treatment interventions and lengthy hospital stays (Jansson et al. 2009; Milliren et al. 2018; Timpson et al. 2018). Therefore, unbiased methods for assessing withdrawal symptoms may lead to better prediction of optimal treatment plans, improved infant outcomes, and reduced hospital costs. NOWS infants present with excessive, high-pitched cries that can be differentiated from non-NOWS cries (Blinick et al. 1971). Again, the severity of NOWS cries is subjective and can be interpreted differently between listeners. A recent study revealed that infants with NOWS emit cries with distinct features unrecognizable by humans, such as altered frequency formants, utterances, and amplitude (Manigault et al. 2022). Thus, alterations in acoustic features of cries may be associated with the severity of NOWS, which could be useful for predicting the need for pharmacological treatment compared to subjective evaluation.

A major goal of this study was to identify the USV spectrotemporal syllable profile associated with the negative affective state of neonatal morphine withdrawal. For P14, we identified a robust increase in Complex 3 syllables in mice from two genetic backgrounds, implicating Complex 3 syllables as a potential preclinical biobehavioral marker for symptomatic severity of the negative affective state associated with morphine withdrawal. Furthermore, morphine-withdrawn FVB/NJ females emitted a greater proportion of Complex 3 syllables compared to morphine-withdrawn males, suggesting female pups experience a more severe affective withdrawal state. However, sex differences in Complex 3 emissions during neonatal opioid withdrawal may depend on genetic background as both female and male outbred CFW pups emitted more Complex 3 syllables compared to saline-treated pups. This female-specific effect potentially depends on genetic background, as morphine-withdrawn CFW mice of both sexes showed increased USVs. Alternatively, it should be noted that the lack of sex difference in CFW mice could potentially be explained by the FVB/NJ pups receiving a lower dose of morphine (10 mg/kg) rather than genetic background. For example, there could be impaired morphine metabolism and clearance at 10 mg/kg that could underlie the female-specific increase in Complex 3 syllables, whereas the higher dose in CFWs (15 mg/kg) could override this pharmacokinetic effect on behavior.

We analyzed the transcriptome of the brainstem and midbrain tissue due to its role in morphine withdrawal and the production of vocalizations in rodents. On P16 during morphine withdrawal, there was an upregulation of *Oprk* in the brainstem*,* which codes for kappa opioid receptors (KOR), and increased expression of *Pdyn*, which codes for dynorphin, in the midbrain. KORs and their endogenous ligand, dynorphin (Mansour et al. 1995), mediate withdrawal-associated dysphoria in rodents and humans (Chartoff & Mavrikaki 2015; Land et al. 2008; Leconte et al. 2022; Shippenberg et al. 2007). Studies have shown that projections from the periaqueductal grey (PAG) in the midbrain to the nucleus retroambiguus (RAm) of the brainstem are necessary for USV production in adult mice (Jürgens 2002, 2002; Tschida et al. 2019; Wei et al. 2022). Therefore, increased dynorphin release in the midbrain may activate KOR in the brainstem and contribute to enhanced withdrawal-induced dysphoria and USVs. We assessed KOR antagonism as a potential target for reducing negative affect in the morphine-withdrawn state. Pre-treatment with the KOR antagonist, nor-BNI on P14 (a known postnatal day for morphine withdrawal-induced increase in USVs), decreased USVs exclusively in morphine-withdrawn females during withdrawal on P15 (20 h pre-treatment) but had no effect on the composition of syllable emissions. This result suggests a female-specific component of KOR in mediating USV emissions and by extension, the severity of the aversive state, but it does not account for the increase in Complex 3 syllables observed during withdrawal. Studies in adult rats have shown that the KOR antagonist nor-BNI reduces withdrawal symptoms (wet dog shakes, jumps, weight loss, and conditioned place aversion) in morphine-dependent rats (Kelsey et al. 2015), attenuates ethanol withdrawal-induced decreases in immobility during the Forced Swim Test (Jarman et al. 2018), and blocks the decrease in open arm explorations in the elevated plus maze during ethanol withdrawal (Valdez & Harshberger 2012). Most importantly, nor-BNI can block the increase in aversive 22-kHz USVs in rats during ethanol withdrawal and following administration of U50,488h (Berger et al. 2013). Administration of KOR agonist U50,488h was sufficient to increase USVs on P10 in both sexes and on P14, specifically in females. Rat studies have observed enhanced USVs in neonates following U50,488h administration (Carden et al. 1991, 1994; Nazarian et al. 1999). However, few, if any, of these studies have described the spectrotemporal syllable profile. In contrast to our prediction, U50,488h induced a decrease (rather than an increase) in Complex 2, -3, and -4 syllables on P14. It is likely that exogenously administered U50,488h is activating additional circuitry beyond that which is driving increased USVs during morphine withdrawal (e.g., sensory, affective, and/or motor circuitry) that underlies the reduction in Complex 3 emissions. Together, these data are consistent with a female-specific role of KOR activation on P14–P15 in mediating overall USVs but not the type of syllables emitted, indicating that changes in syllable profiles during morphine withdrawal involve additional mechanisms.

Interestingly, there was a significant upregulation of *Slc6a3* (dopamine (DA) transporter, DAT) in the brainstem. Activation of KOR at DAergic terminals inhibits DA release and can promote negative affective states that drive drug-seeking behavior (Shippenberg et al. 1993; Zachry et al. 2021). Accordingly, increased DAT expression would be expected to increase synaptic DA uptake and further support a negative affective state. In neonatal rats, KOR activation with U50,488h increased USV emissions (Carden et al. 1991, 1994; Nazarian et al. 1999), which can be attenuated by DA receptor agonists (Nazarian et al. 1999). Although DAergic neurons in the midbrain do not project to lower parts of the the brainstem (Reyes et al. 2009), activation of KOR on DAergic projections in other regions, such as the ventral tegmental area (VTA), to forebrain structures, including nucleus accumbens (Margolis et al. 2003, 2006; Speciale et al. 1993), may contribute to reduced brainstem DA levels. Thus, increased *Oprk1* and *Slc6a3* expression in the brainstem together could reflect changes in expression in, e.g., DAergic forebrain terminals and together contribute to the aversive state during withdrawal and mediate enhanced USV emission.

Sex differences in reward and stress-related pathways mediated by the dynorphin/KOR system have been observed in rodents and humans (Becker & Chartoff 2019; Conway et al. 2019; Russell et al. 2014; Vijay et al. 2016). In adult rats, U50,488h-mediated KOR activation decreases reward motivation and induces greater thermal analgesic effects in females compared to males (Bartok & Craft 1997; Conway et al. 2019; Russell et al. 2014). Human studies have also observed increased analgesic efficacy of KOR agonists in females versus males (Gear et al. 1996; Mogil et al. 2003). Female rats are less sensitive to the DA-reducing and depressive-like effects of KOR agonists (Conway et al. 2019; Laman-Maharg et al. 2018; Russell et al. 2014). These discrepant results in adult rodents versus neonatal females in our study could be due to differences in the immature and rapidly evolving circuitry in neonates versus adults. Rodent studies have shown spatiotemporal variations in KOR expression during development in rats and mice (Georges et al. 1998; Tan et al. 2018; Zhu et al. 1998). Additionally, adult human studies have shown sex differences in KOR availability and expression (Vijay et al. 2016). Time-dependent sex differences in the dynorphin/KOR circuitry might also explain why U50,488h increased USVs in both sexes on P10 but only in females on P14.

There are several limitations to this study. First, the third trimester-approximate model involves neonatal injections, potentially affecting maternal care quality between morphine- and saline-treated pups. There is conflicting evidence regarding the effects of opioid exposure (both to the dam and pups) on maternal care behavior, although evidence indicates that it is dependent on maternal opioid exposure rather than pup exposure (Alipio et al. 2021; Grecco et al. 2021; Smith et al. 2022). In our model, dams were not exposed to morphine – thus, behavioral differences between morphine-withdrawn and saline-treated pups are most likely due to morphine withdrawal and not maternal care deficits. An additional limitation is that we used the KOR antagonist, nor-BNI, which has a delayed onset of effect (Kishioka et al. 2013; Munro et al. 2012), requiring modifications to our NOWS paradigm. Nor-BNI also has early mu-opioid receptor antagonistic effects, which could induce withdrawal shortly after administration. Nonetheless, future studies could implement faster-acting KOR antagonists, such as CERC-501(LY2456302) (Rorick-Kehn et al. 2014) to assess USVs on P14 rather than P15. However, CERC-501 also binds to mu-opioid receptors, has a lower binding affinity for KOR than nor-BNI and has long-acting effects at KOR (Rorick-Kehn et al. 2014). Additionally, using constitutive or Cre-dependent KOR-knockout mouse models could further elucidate the relationship between the dynorphin/KOR system and USVs during neonatal morphine withdrawal.

We observed robust sex differences in USV profiles in a third trimester-approximate treatment regimen for NOWS model traits. Notably, we identified a unique USV profile, as characterized by an increase in the proportion of Complex 3 syllables, associated with morphine withdrawal. We propose enhanced Complex 3 emissions as a novel marker for withdrawal-induced dysphoria, which can serve as a new phenotype for testing the efficacy of novel therapeutics in mice. We identified a KOR component of mediating USV emissions in morphine-withdrawn FVB/NJ, suggesting that the KOR system in females may contribute to greater withdrawal distress and dysphoria compared to males. These results contribute to our understanding of the biological mechanisms underlying sex differences in NOWS symptom severity.

More broadly, we provide a quantitative, machine learning-based approach to studying negative internal states associated with neonatal opioid withdrawal in mice, identifying specific USV profiles as indicators of opioid withdrawal. Examining adaptations in spectrotemporal features of neonatal mouse vocalizations unique to neonatal opioid withdrawal provides a translational approach for modeling NOWS severity beyond excessive crying in the clinic and assessing potential experimental therapeutics in reducing emotional symptom severity.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## References

[CR1] Abdel-Latif ME, Pinner J, Clews S, Cooke F, Lui K, Oei J (2006) Effects of Breast Milk on the Severity and Outcome of Neonatal Abstinence Syndrome Among Infants of Drug-Dependent Mothers. Pediatrics 117(6):e1163–e1169. 10.1542/peds.2005-156116740817 10.1542/peds.2005-1561

[CR2] Alipio JB, Brockett AT, Fox ME, Tennyson SS, deBettencourt CA, El-Metwally D, Francis NA, Kanold PO, Lobo MK, Roesch MR, Keller A (2021) Enduring consequences of perinatal fentanyl exposure in mice. Addict Biol 26(2):e12895. 10.1111/adb.1289532187805 10.1111/adb.12895PMC7897444

[CR3] Barr GA, Wang S (1992) Tolerance and withdrawal to chronic morphine treatment in the week-old rat pup. Eur J Pharmacol 215(1):35–42. 10.1016/0014-2999(92)90605-41516648 10.1016/0014-2999(92)90605-4

[CR4] Barr GA, McPhie-Lalmansingh A, Perez J, Riley M (2011) Changing Mechanisms of Opiate Tolerance and Withdrawal during Early Development: Animal Models of the Human Experience. ILAR J 52(3):329–341. 10.1093/ilar.52.3.32923382147 10.1093/ilar.52.3.329PMC6040919

[CR5] Bartok RE, Craft RM (1997) Sex Differences in Opioid Antinociception. J Pharmacol Exp Ther 282(2):769–7789262340

[CR6] Basinger, H., & Hogg, J. P. (2023). Neuroanatomy, Brainstem. In StatPearls. StatPearls Publishing. http://www.ncbi.nlm.nih.gov/books/NBK544297/31335017

[CR7] Becker JB, Chartoff E (2019) Sex differences in neural mechanisms mediating reward and addiction. Neuropsychopharmacol 44(1):166–183. 10.1038/s41386-018-0125-610.1038/s41386-018-0125-6PMC623583629946108

[CR8] Berger AL, Williams AM, McGinnis MM, Walker BM (2013) Affective Cue-Induced Escalation of Alcohol Self-Administration and Increased 22-kHz Ultrasonic Vocalizations during Alcohol Withdrawal: Role of Kappa-Opioid Receptors. Neuropsychopharmacol 38(4):647–654. 10.1038/npp.2012.22910.1038/npp.2012.229PMC357246123212453

[CR9] Blinick G, Tavolga WN, Antopol W (1971) Variations in birth cries of newborn infants from narcotic-addicted and normal mothers. Am J Obstet Gynecol 110(7):948–958. 10.1016/0002-9378(71)90549-75567416 10.1016/0002-9378(71)90549-7

[CR10] Borrelli KN, Yao EJ, Yen WW, Phadke RA, Ruan QT, Chen MM, Kelliher JC, Langan CR, Scotellaro JL, Babbs RK, Beierle JC, Logan RW, Johnson WE, Wachman EM, Cruz-Martín A, & Bryant CD (2021) Sex Differences in behavioral and brainstem transcriptomic neuroadaptations following neonatal opioid exposure in outbred mice. eNeuro 8(5). 10.1523/ENEURO.0143-21.202110.1523/ENEURO.0143-21.2021PMC845492234479978

[CR11] Branchi I, Santucci D, Alleva E (2001) Ultrasonic vocalisation emitted by infant rodents: A tool for assessment of neurobehavioural development. Behav Brain Res 125(1):49–56. 10.1016/S0166-4328(01)00277-711682093 10.1016/s0166-4328(01)00277-7

[CR12] Bruchas MR, Land BB, Chavkin C (2010) The dynorphin/kappa opioid system as a modulator of stress-induced and pro-addictive behaviors. Brain Res 1314:44–55. 10.1016/j.brainres.2009.08.06219716811 10.1016/j.brainres.2009.08.062PMC2819621

[CR13] Bryant CD, Smith DJ, Kantak KM, Nowak TS, Williams RW, Damaj MI, Redei EE, Chen H, Mulligan MK (2020) Facilitating Complex Trait Analysis via Reduced Complexity Crosses. Trends Genet 36(8):549–562. 10.1016/j.tig.2020.05.00332482413 10.1016/j.tig.2020.05.003PMC7365571

[CR15] Byrnes EM, Vassoler FM (2018) Modeling prenatal opioid exposure in animals: Current findings and future directions. Front Neuroendocrinol 51:1–13. 10.1016/j.yfrne.2017.09.00128965857 10.1016/j.yfrne.2017.09.001PMC5649358

[CR16] Carden SE, Barr GA, Hofer MA (1991) Differential effects of specific opioid receptor agonists on rat pup isolation calls. Dev Brain Res 62(1):17–22. 10.1016/0165-3806(91)90185-L1662121 10.1016/0165-3806(91)90185-l

[CR17] Carden SE, Davachi L, Hofer MA (1994) U50, 488 increases ultrasonic vocalizations in 3-, 10-, and 18-day-old rat pups in isolation and the home cage. Dev Psychobiol 27(1):65–83. 10.1002/dev.4202701078112489 10.1002/dev.420270107

[CR18] Caruso A, Marconi MA, Scattoni ML, Ricceri L (2022) Ultrasonic vocalizations in laboratory mice: Strain, age, and sex differences. Genes, Brain and Behavior 21(5):e12815. 10.1111/gbb.1281535689354 10.1111/gbb.12815PMC9744514

[CR19] Cérou F, Guyader A, Rousset M (2019) Adaptive multilevel splitting: historical perspective and recent results. Chaos: An Interdisciplinary J Nonlinear Sci 29(4):043108. 10.1063/1.508224710.1063/1.508224731042959

[CR20] Chartoff EH, Mavrikaki M (2015) Sex Differences in Kappa Opioid Receptor Function and Their Potential Impact on Addiction. Front Neurosci 9:466. 10.3389/fnins.2015.0046626733781 10.3389/fnins.2015.00466PMC4679873

[CR21] Coffey KR, Marx RE, Neumaier JF (2019) DeepSqueak: a deep learning-based system for detection and analysis of ultrasonic vocalizations. Neuropsychopharmacol 44(5):5. 10.1038/s41386-018-0303-610.1038/s41386-018-0303-6PMC646191030610191

[CR22] Conway SM, Puttick D, Russell S, Potter D, Roitman MF, Chartoff EH (2019) Females are less sensitive than males to the motivational- and dopamine-suppressing effects of kappa opioid receptor activation. Neuropharmacol 146:231–241. 10.1016/j.neuropharm.2018.12.00210.1016/j.neuropharm.2018.12.002PMC633982430528327

[CR23] Corder G, Castro DC, Bruchas MR, Scherrer G (2018) Endogenous and Exogenous Opioids in Pain. Annu Rev Neurosci 41(1):453–473. 10.1146/annurev-neuro-080317-06152229852083 10.1146/annurev-neuro-080317-061522PMC6428583

[CR24] Craig A, Ling Luo N, Beardsley DJ, Wingate-Pearse N, Walker DW, Hohimer AR, Back SA (2003) Quantitative analysis of perinatal rodent oligodendrocyte lineage progression and its correlation with human. Exp Neurol 181(2):231–240. 10.1016/S0014-4886(03)00032-312781996 10.1016/s0014-4886(03)00032-3

[CR25] D’Amato FR, Scalera E, Sarli C, Moles A (2005) Pups Call, Mothers Rush: Does Maternal Responsiveness Affect the Amount of Ultrasonic Vocalizations in Mouse Pups? Behav Genet 35(1):103–112. 10.1007/s10519-004-0860-915674537 10.1007/s10519-004-0860-9

[CR26] Dirks A, Fish EW, Kikusui T, van der Gugten J, Groenink L, Olivier B, Miczek KA (2002) Effects of corticotropin-releasing hormone on distress vocalizations and locomotion in maternally separated mouse pups. Pharmacol Biochem Behav 72(4):993–999. 10.1016/S0091-3057(02)00809-212062591 10.1016/s0091-3057(02)00809-2

[CR27] Downs AM, McElligott ZA (2022) Noradrenergic circuits and signaling in substance use disorders. Neuropharmacol 208. 10.1016/j.neuropharm.2022.10899710.1016/j.neuropharm.2022.108997PMC949822535176286

[CR28] Dunn AD, Robinson SA, Nwokafor C, Estill M, Ferrante J, Shen L, Lemchi CO, Creus-Muncunill J, Ramirez A, Mengaziol J, Brynildsen JK, Leggas M, Horn J, Ehrlich ME, Blendy JA (2023) Molecular and long-term behavioral consequences of neonatal opioid exposure and withdrawal in mice. Front Behav Neurosci 17:1202099. 10.3389/fnbeh.2023.120209937424750 10.3389/fnbeh.2023.1202099PMC10324024

[CR29] Ehret G (2005) Infant Rodent Ultrasounds ? A Gate to the Understanding of Sound Communication. Behav Genet 35(1):19–29. 10.1007/s10519-004-0853-815674530 10.1007/s10519-004-0853-8

[CR30] Elwood RW, Keeling F (1982) Temporal organization of ultrasonic vocalizations in infant mice. Dev Psychobiol 15(3):221–227. 10.1002/dev.4201503067095288 10.1002/dev.420150306

[CR31] Ferrante JR, Blendy JA (2024) Advances in animal models of prenatal opioid exposure. Trends Neurosci 0(0). 10.1016/j.tins.2024.03.00510.1016/j.tins.2024.03.005PMC1109601838614891

[CR32] Ferrante JR, Dunn AD, Mengaziol J, Noreck J, Lemchi CO, Creus-Muncunill J, Ehrlich ME, Blendy JA (2022) Neonatal opioid withdrawal syndrome in mice: acute molecular and long-term behavioral consequences. FASEB J 36. 10.1096/fasebj.2022.36.S1.R4002

[CR33] Finnegan LP, Connaughton JF, Kron RE, Emich JP (1975) Neonatal abstinence syndrome: assessment and management. Addict Dis 2(1–2):141–1581163358

[CR34] Fox HC, Sinha R (2009) Sex Differences in Drug-Related Stress-System Changes: Implications for Treatment in Substance-Abusing Women. Harv Rev Psychiatry 17(2):103. 10.1080/1067322090289968019373619 10.1080/10673220902899680PMC2746371

[CR35] Gear RW, Miaskowski C, Gordon NC, Paul SM, Heller PH, Levine JD (1996) Kappa–opioids produce significantly greater analgesia in women than in men. Nat Med 2(11):1248–1250. 10.1038/nm1196-12488898754 10.1038/nm1196-1248

[CR36] Georges F, Normand E, Bloch B, Le Moine C (1998) Opioid receptor gene expression in the rat brain during ontogeny, with special reference to the mesostriatal system: an in situ hybridization study. Dev Brain Res 109(2):187–199. 10.1016/S0165-3806(98)00082-09729374 10.1016/s0165-3806(98)00082-0

[CR38] Goetz TG, Becker JB, Mazure CM (2021) Women, opioid use and addiction. FASEB J: Off Public Federation Am Societies Exp Biol 35(2):e21303. 10.1096/fj.202002125R10.1096/fj.202002125R33433026

[CR39] Grecco GG, Mork BE, Huang J-Y, Metzger CE, Haggerty DL, Reeves KC, Gao Y, Hoffman H, Katner SN, Masters AR, Morris CW, Newell EA, Engleman EA, Baucum AJ, Kim J, Yamamoto BK, Allen MR, Wu Y-C, Lu H-C, …, Atwood BK (2021) Prenatal methadone exposure disrupts behavioral development and alters motor neuron intrinsic properties and local circuitry. eLife 10:e66230. 10.7554/eLife.6623010.7554/eLife.66230PMC799399833724184

[CR40] Grimsley JMS, Monaghan JJM, Wenstrup JJ (2011) Development of Social Vocalizations in Mice. PLoS One 6(3):e17460. 10.1371/journal.pone.001746021408007 10.1371/journal.pone.0017460PMC3052362

[CR41] Haight SC (2018) Opioid use disorder documented at delivery hospitalization—United States, 1999–2014. MMWR Morb Mortal Wkly Rep 67. 10.15585/mmwr.mm6731a110.15585/mmwr.mm6731a1PMC608933530091969

[CR42] Hales CM, Martin CB, Gu Q (2020) Prevalence of Prescription Pain Medication Use Among Adults: United States, 2015–2018. NCHS Data Brief 369:1–832600518

[CR43] Heckman J, McGuinness B, Celikel T, Englitz B (2016) Determinants of the mouse ultrasonic vocal structure and repertoire. Neurosci Biobehav Rev 65:313–325. 10.1016/j.neubiorev.2016.03.02927060755 10.1016/j.neubiorev.2016.03.029

[CR44] Howard MB, Schiff DM, Penwill N, Si W, Rai A, Wolfgang T, Moses JM, Wachman EM (2017) Impact of Parental Presence at Infants’ Bedside on Neonatal Abstinence Syndrome. Hosp Pediatr 7(2):63–69. 10.1542/hpeds.2016-014728137920 10.1542/hpeds.2016-0147

[CR45] Huang P, Gentile TA, Muschamp JW, Liu-Chen L-Y (2020) The kappa opioid receptor agonist U50,488H did not affect brain-stimulation reward while it elicited conditioned place aversion in mice. BMC Res Notes 13:384. 10.1186/s13104-020-05227-732799930 10.1186/s13104-020-05227-7PMC7429879

[CR46] Hudak ML, Tan RC, The Committee On Drugs, The Committee On Fetus And Newborn, Frattarelli DAC, Galinkin JL, Green TP, Neville KA, Paul IM, Van Den Anker JN, Papile L-A, Baley JE, Bhutani VK, Carlo WA, Cummings J, Kumar P, Polin RA, Wang KS, Watterberg KL (2012) Neonatal drug withdrawal. Pediatrics 129(2):e540–e560. 10.1542/peds.2011-321210.1542/peds.2011-321222291123

[CR47] Jansson LM, Velez M (2012) Neonatal abstinence syndrome. Curr Opin Pediatr 24(2):252–258. 10.1097/MOP.0b013e32834fdc3a22227786 10.1097/MOP.0b013e32834fdc3a

[CR48] Jansson LM, Velez M, Harrow C (2009) The Opioid Exposed Newborn: Assessment and Pharmacologic Management. J Opioid Manag 5(1):47–5519344048 PMC2729086

[CR49] Jarman SK, Haney AM, Valdez GR (2018) Kappa opioid regulation of depressive-like behavior during acute withdrawal and protracted abstinence from ethanol. PLoS One 13(9):e0205016. 10.1371/journal.pone.020501630265734 10.1371/journal.pone.0205016PMC6161915

[CR50] Jürgens U (2002) Neural pathways underlying vocal control. Neurosci Biobehav Rev 26(2):235–258. 10.1016/S0149-7634(01)00068-911856561 10.1016/s0149-7634(01)00068-9

[CR51] Kelsey JE, Verhaak AMS, Schierberl KC (2015) The kappa-opioid receptor antagonist, nor-binaltorphimine (nor-BNI), decreases morphine withdrawal and the consequent conditioned place aversion in rats. Behav Brain Res 283:16–21. 10.1016/j.bbr.2015.01.00825591478 10.1016/j.bbr.2015.01.008

[CR52] Kishioka S, Kiguchi N, Kobayashi Y, Yamamoto C, Saika F, Wakida N, Ko M-C, Woods JH (2013) Pharmacokinetic evidence for the long-lasting effect of nor-binaltorphimine, a potent kappa opioid receptor antagonist, in mice. Neurosci Lett 552:98–102. 10.1016/j.neulet.2013.07.04023933210 10.1016/j.neulet.2013.07.040

[CR53] Ko JY, Wolicki S, Barfield WD, Patrick SW, Broussard CS, Yonkers KA, Naimon R, Iskander J (2017) CDC grand rounds: public health strategies to prevent neonatal abstinence syndrome. Morb Mortal Wkly Rep 66(9):242–245. 10.15585/mmwr.mm6609a210.15585/mmwr.mm6609a2PMC568719128278146

[CR54] Ko JY, D’Angelo DV, Haight SC, Morrow B, Cox S, von Essen BS, Strahan AE, Harrison L, Tevendale HD, Warner L, Kroelinger CD, Barfield WD (2020) Vital signs: prescription opioid pain reliever use during pregnancy — 34 U.S. Jurisdictions, 2019. Morb Mortal Wkly Rep 69(28):897. 10.15585/mmwr.mm6928a110.15585/mmwr.mm6928a1PMC736685032673301

[CR55] Korotkevich G, Sukhov V, Budin N, Shpak B, Artyomov MN, Sergushichev A (2016) Fast gene set enrichment analysis10.1101/060012

[CR56] Kraft WK, Adeniyi-Jones SC, Chervoneva I, Greenspan JS, Abatemarco D, Kaltenbach K, Ehrlich ME (2017) Buprenorphine for the Treatment of the Neonatal Abstinence Syndrome. N Engl J Med 376(24):2341–2348. 10.1056/NEJMoa161483528468518 10.1056/NEJMoa1614835PMC5662132

[CR58] Laman-Maharg A, Williams AV, Zufelt MD, Minie VA, Hao R, Carroll FI, Trainor BC (2018) Sex differences in the effects of a kappa opioid receptor antagonist in the forced swim test. Front Pharmacol 9. 10.3389/fphar.2018.0009310.3389/fphar.2018.00093PMC581708129491835

[CR59] Land BB, Bruchas MR, Lemos JC, Xu M, Melief EJ, Chavkin C (2008) The Dysphoric Component of Stress Is Encoded by Activation of the Dynorphin κ-Opioid System. J Neurosci 28(2):407–414. 10.1523/JNEUROSCI.4458-07.200818184783 10.1523/JNEUROSCI.4458-07.2008PMC2612708

[CR60] Leconte C, Mongeau R, Noble F (2022) Traumatic stress-induced vulnerability to addiction: critical role of the dynorphin/kappa opioid receptor system. Front Pharmacol 13. 10.3389/fphar.2022.85667210.3389/fphar.2022.856672PMC909150135571111

[CR61] Liu AJW, Jones MP, Murray H, Cook C-M, Nanan R (2010) Perinatal risk factors for the neonatal abstinence syndrome in infants born to women on methadone maintenance therapy. Aust N Z J Obstet Gynaecol 50(3). 10.1111/j.1479-828X.2010.01168.x10.1111/j.1479-828X.2010.01168.x20618243

[CR62] Madurai NK, Jantzie LL, Yen E (2024) Sex differences in neonatal outcomes following prenatal opioid exposure. Front Pediatr 12. 10.3389/fped.2024.135797010.3389/fped.2024.1357970PMC1099179238577634

[CR63] Manigault AW, Sheinkopf SJ, Silverman HF, Lester BM (2022) Newborn Cry Acoustics in the Assessment of Neonatal Opioid Withdrawal Syndrome Using Machine Learning. JAMA Netw Open 5(10):e2238783. 10.1001/jamanetworkopen.2022.3878336301544 10.1001/jamanetworkopen.2022.38783PMC9614579

[CR64] Mansour A, Hoversten MT, Taylor LP, Watson SJ, Akil H (1995) The cloned μ, δ and κ receptors and their endogenous ligands: Evidence for two opioid peptide recognition cores. Brain Res 700(1):89–98. 10.1016/0006-8993(95)00928-J8624732 10.1016/0006-8993(95)00928-j

[CR65] Marchette RCN, Gregory-Flores A, Tunstall BJ, Carlson ER, Jackson SN, Sulima A, Rice KC, Koob GF, Vendruscolo LF (2021) κ-Opioid receptor antagonism reverses heroin withdrawal-induced hyperalgesia in male and female rats. Neurobiol Stress 14:100325. 10.1016/j.ynstr.2021.10032533997152 10.1016/j.ynstr.2021.100325PMC8095052

[CR66] Margolis EB, Karkhanis AN (2019) Dopaminergic Cellular and Circuit Contributions to Kappa Opioid Receptor Mediated Aversion. Neurochem Int 129:104504. 10.1016/j.neuint.2019.10450431301327 10.1016/j.neuint.2019.104504PMC6702044

[CR67] Margolis EB, Hjelmstad GO, Bonci A, Fields HL (2003) κ-Opioid Agonists Directly Inhibit Midbrain Dopaminergic Neurons. J Neurosci 23(31):9981. 10.1523/JNEUROSCI.23-31-09981.200314602811 10.1523/JNEUROSCI.23-31-09981.2003PMC6740851

[CR68] Margolis EB, Lock H, Chefer VI, Shippenberg TS, Hjelmstad GO, Fields HL (2006) κ opioids selectively control dopaminergic neurons projecting to the prefrontal cortex. Proc Natl Acad Sci USA 103(8):2938–2942. 10.1073/pnas.051115910316477003 10.1073/pnas.0511159103PMC1413839

[CR69] Merico D, Isserlin R, Stueker O, Emili A, Bader GD (2010) Enrichment Map: A Network-Based Method for Gene-Set Enrichment Visualization and Interpretation. PLoS One 5(11):e13984. 10.1371/journal.pone.001398421085593 10.1371/journal.pone.0013984PMC2981572

[CR70] Milliren CE, Gupta M, Graham DA, Melvin P, Jorina M, Ozonoff A (2018) Hospital variation in neonatal abstinence syndrome incidence, treatment modalities, resource use, and costs across pediatric hospitals in the United States, 2013 to 2016. Hosp Pediatr 8(1):15–20. 10.1542/hpeds.2017-007729263122 10.1542/hpeds.2017-0077

[CR71] Mogil JS, Wilson SG, Chesler EJ, Rankin AL, Nemmani KVS, Lariviere WR, Groce MK, Wallace MR, Kaplan L, Staud R, Ness TJ, Glover TL, Stankova M, Mayorov A, Hruby VJ, Grisel JE, Fillingim RB (2003) The melanocortin-1 receptor gene mediates female-specific mechanisms of analgesia in mice and humans. Proc Natl Acad Sci USA 100(8):4867–4872. 10.1073/pnas.073005310012663858 10.1073/pnas.0730053100PMC153647

[CR72] Munro TA, Berry LM, Van’t Veer A, Béguin C, Carroll FI, Zhao Z, Carlezon WA, Cohen BM (2012) Long-acting κ opioid antagonists nor-BNI, GNTI and JDTic: Pharmacokinetics in mice and lipophilicity. BMC Pharmacol Toxicol 12(1):5.10.1186/1471-2210-12-510.1186/1471-2210-12-5PMC341146222642416

[CR73] Nazarian A, Rodarte-Freeman AL, McDougall SA (1999) Dopaminergic modulation of kappa opioid-mediated ultrasonic vocalization, antinociception, and locomotor activity in the preweanling rat. Behav Neurosci 113(4):816–825. 10.1037/0735-7044.113.4.81610495089 10.1037//0735-7044.113.4.816

[CR74] O’Connor AB, O’Brien L, Alto WA (2013) Are there gender related differences in neonatal abstinence syndrome following exposure to buprenorphine during pregnancy? J Perinat Med 41(5):621–623. 10.1515/jpm-2012-028823612625 10.1515/jpm-2012-0288

[CR75] Patrick SW, Barfield WD, Poindexter BB, Committee On Fetus And Newborn, COSUAP, Cummings J, Hand I, Adams-Chapman I, Aucott SW, Puopolo KM, Goldsmith JP, Kaufman D, Martin C, Mowitz M, Gonzalez L, Camenga DR, Quigley J, Ryan SA, Walker-Harding L (2020) Neonatal opioid withdrawal syndrome. Pediatrics 146(5):e2020029074. 10.1542/peds.2020-02907410.1542/peds.2020-02907433106341

[CR76] Portfors CV (2007) Types and Functions of Ultrasonic Vocalizations in Laboratory Rats and Mice. J Am Assoc Lab Anim Sci 46(1):28–3417203913

[CR77] Reyes BAS, Chavkin C, van Bockstaele EJ (2009) Subcellular targeting of kappa-opioid receptors in the rat nucleus locus coeruleus. J Comp Neurol 512(3):419–431.10.1002/cne.2188010.1002/cne.21880PMC259251019009591

[CR78] Rice D, Barone S (2000) Critical periods of vulnerability for the developing nervous system: Evidence from humans and animal models. Environ Health Perspect 108(Suppl 3):511–53310852851 10.1289/ehp.00108s3511PMC1637807

[CR79] Richardson KA, Yohay A-LJ, Gauda EB, McLemore GL (2006) Neonatal Animal Models of Opiate Withdrawal. ILAR J 47(1):39–48. 10.1093/ilar.47.1.3916391430 10.1093/ilar.47.1.39

[CR81] Robinson SA, Jones AD, Brynildsen JK, Ehrlich ME, Blendy JA (2020) Neurobehavioral Effects of Neonatal Opioid Exposure in Mice: Influence of the OPRM1 SNP. Addict Biol 25(5):e12806. 10.1111/adb.1280631267641 10.1111/adb.12806PMC8450766

[CR82] Rorick-Kehn LM, Witkin JM, Statnick MA, Eberle EL, McKinzie JH, Kahl SD, Forster BM, Wong CJ, Li X, Crile RS, Shaw DB, Sahr AE, Adams BL, Quimby SJ, Diaz N, Jimenez A, Pedregal C, Mitch CH, Knopp KL, …, McKinzie DL (2014) LY2456302 is a novel, potent, orally-bioavailable small molecule kappa-selective antagonist with activity in animal models predictive of efficacy in mood and addictive disorders. Neuropharmacol 77:131–144. 10.1016/j.neuropharm.2013.09.02110.1016/j.neuropharm.2013.09.02124071566

[CR83] Russell SE, Rachlin AB, Smith KL, Muschamp J, Berry L, Zhao Z, Chartoff EH (2014) Sex Differences in Sensitivity to the Depressive-like Effects of the Kappa Opioid Receptor Agonist U-50488 in Rats. Biol Psychiatry 76(3):213–222. 10.1016/j.biopsych.2013.07.04224090794 10.1016/j.biopsych.2013.07.042PMC4476271

[CR84] Saunders N, Liddelow S, Dziegielewska K (2012) Barrier mechanisms in the developing brain. Front Pharmacol 3. 10.3389/fphar.2012.0004610.3389/fphar.2012.00046PMC331499022479246

[CR85] Scattoni ML, Gandhy SU, Ricceri L, Crawley JN (2008) Unusual Repertoire of Vocalizations in the BTBR T+tf/J Mouse Model of Autism. PLoS One 3(8):e3067. 10.1371/journal.pone.000306718728777 10.1371/journal.pone.0003067PMC2516927

[CR86] Schlosburg JE, Whitfield TW, Park PE, Crawford EF, George O, Vendruscolo LF, Koob GF (2013) Long-term antagonism of κ opioid receptors prevents escalation of and increased motivation for heroin intake. J Neurosci 33(49):19384–19392. 10.1523/JNEUROSCI.1979-13.201324305833 10.1523/JNEUROSCI.1979-13.2013PMC3850049

[CR87] Seligman NS, Salva N, Hayes EJ, Dysart KC, Pequignot EC, Baxter JK (2008) Predicting length of treatment for neonatal abstinence syndrome in methadone-exposed neonates. Am J Obstet Gynecol 199(4):396.e1-396.e7. 10.1016/j.ajog.2008.06.08818928986 10.1016/j.ajog.2008.06.088

[CR88] Semple BD, Blomgren K, Gimlin K, Ferriero DM, Noble-Haeusslein LJ (2013) Brain development in rodents and humans: Identifying benchmarks of maturation and vulnerability to injury across species. Prog Neurobiol 106–107:1–16. 10.1016/j.pneurobio.2013.04.00123583307 10.1016/j.pneurobio.2013.04.001PMC3737272

[CR89] Shippenberg TS, Zapata A, Chefer VI (2007) Dynorphin and the pathophysiology of drug addiction. Pharmacol Ther 116(2):306–321. 10.1016/j.pharmthera.2007.06.01117868902 10.1016/j.pharmthera.2007.06.011PMC2939016

[CR90] Shippenberg TS, Bals-Kubik R, Herz A (1993) Examination of the neurochemical substrates mediating the motivational effects of opioids: role of the mesolimbic dopamine system and D-1 vs. D-2 dopamine receptors. J Pharmacol Exp Ther 265(1):53–598386244

[CR91] Smith CJ, Lintz T, Clark MJ, Malacon KE, Abiad A, Constantino NJ, Kim VJ, Jo YC, Alonso-Caraballo Y, Bilbo SD, Chartoff EH (2022) Prenatal opioid exposure inhibits microglial sculpting of the dopamine system selectively in adolescent male offspring. Neuropsychopharmacol 47(10):1755–1763. 10.1038/s41386-022-01376-410.1038/s41386-022-01376-4PMC937218135835992

[CR92] Sorge RE, Martin LJ, Isbester KASotocinal SG, Rosen S, Tuttle AH, Wieskopf JS, Acland EL, Dokova A, Kadoura B, Leger P, Mapplebeck JCS, McPhail M, Delaney A, Wigerblad G, Schumann AP, Quinn T, Frasnelli J, Svensson CI, …, Mogil JS (2014) Olfactory exposure to males, including men, causes stress and related analgesia in rodents. Nat Methods 11(6):629–632. 10.1038/nmeth.293510.1038/nmeth.293524776635

[CR93] Speciale SG, Manaye KFSadeq M, German DC (1993) Opioid receptors in midbrain dopaminergic regions of the rat II. Kappa and delta receptor autoradiography. J Neural Transm Gen Sect JNT 91(1):53–66. 10.1007/BF0124491810.1007/BF012449188383985

[CR94] Strahan AE, Guy GP Jr, Bohm M, Frey M, Ko JY (2020) Neonatal Abstinence Syndrome Incidence and Health Care Costs in the United States, 2016. JAMA Pediatr 174(2):200–202. 10.1001/jamapediatrics.2019.479131841581 10.1001/jamapediatrics.2019.4791PMC6990852

[CR95] Tan KZ, Cunningham AM, Joshi A, Oei JL, Ward MC (2018) Expression of kappa opioid receptors in developing rat brain – Implications for perinatal buprenorphine exposure. Reprod Toxicol 78:81–89. 10.1016/j.reprotox.2018.04.00629635048 10.1016/j.reprotox.2018.04.006

[CR96] Timpson W, Killoran C, Maranda L, Picarillo A, Bloch-Salisbury E (2018) A Quality Improvement Initiative to Increase Scoring Consistency and Accuracy of the Finnegan Tool: Challenges in Obtaining Reliable Assessments of Drug Withdrawal in Neonatal Abstinence Syndrome. Adv Neonatal Care 18(1):70. 10.1097/ANC.000000000000044129045256 10.1097/ANC.0000000000000441PMC5786483

[CR97] Tolia VN, Patrick SW, Bennett MM, Murthy K, Sousa J, Smith PB, Clark RH, Spitzer AR (2015) Increasing Incidence of the neonatal abstinence syndrome in U.S. Neonatal ICUs. N Engl J Med 372(22):2118–2126. 10.1056/NEJMsa150043910.1056/NEJMsa150043925913111

[CR98] Tschida K, Michael V, Takatoh J, Han B-X, Zhao S, Sakurai K, Mooney R, Wang F (2019) A Specialized Neural Circuit Gates Social Vocalizations in the Mouse. Neuron 103(3):459-472.e4. 10.1016/j.neuron.2019.05.02531204083 10.1016/j.neuron.2019.05.025PMC6687542

[CR99] Valdez GR, Harshberger E (2012) Kappa opioid regulation of anxiety-like behavior during acute ethanol withdrawal. Pharmacol Biochem Behav 102(1):44–47. 10.1016/j.pbb.2012.03.01922487769 10.1016/j.pbb.2012.03.019PMC3354014

[CR100] van Driel KS, Talling JC (2005) Familiarity increases consistency in animal tests. Behav Brain Res 159(2):243–245. 10.1016/j.bbr.2004.11.00515817187 10.1016/j.bbr.2004.11.005

[CR101] VanHouten JP, Rudd RA, Ballesteros MF, Mack KA (2019) Drug overdose deaths among women aged 30–64 Years—United States, 1999–2017. MMWR Morb Mortal Wkly Rep 68(1):1–5. 10.15585/mmwr.mm6801a110.15585/mmwr.mm6801a1PMC634254830629574

[CR102] Vijay A, Wang S, Worhunsky P, Zheng M-Q, Nabulsi N, Ropchan J, Krishnan-Sarin S, Huang Y, Morris ED (2016) PET imaging reveals sex differences in kappa opioid receptor availability in humans, in vivo. Am J Nucl Med Mol Imaging 6(4):205–21427648372 PMC5004062

[CR103] Vivian JA, Miczek KA (1991) Ultrasounds during morphine withdrawal in rats. Psychopharmacology 104(2):187–193. 10.1007/BF022441771876663 10.1007/BF02244177

[CR104] Vonvoigtlander PF, Lahti RA, Ludens JH (1983) U-50,488: A selective and structurally novel non-Mu (kappa) opioid agonist. J Pharmacol Exp Ther 224(1):7–126129321

[CR105] Wachman EM, Werler MM (2019) Pharmacologic Treatment for Neonatal Abstinence Syndrome: Which Medication Is Best? JAMA Pediatr 173(3):221–223. 10.1001/jamapediatrics.2018.502930667482 10.1001/jamapediatrics.2018.5029

[CR106] Wachman EM, Hayes MJ, Brown MS, Paul J, Harvey-Wilkes K, Terrin N, Huggins GS, Aranda JV, Davis JM (2013) Association of OPRM1 and COMT single-nucleotide polymorphisms with hospital length of stay and treatment of neonatal abstinence syndrome. JAMA 309(17):1821–1827. 10.1001/jama.2013.341123632726 10.1001/jama.2013.3411PMC4432911

[CR107] Wachman EM, Hayes MJ, Sherva R, Brown MS, Davis JM, Farrer LA, Nielsen DA (2015) Variations in opioid receptor genes in neonatal abstinence syndrome. Drug Alcohol Depend 155:253–259. 10.1016/j.drugalcdep.2015.07.00126233486 10.1016/j.drugalcdep.2015.07.001PMC4581974

[CR108] Wachman EM, Schiff DM, Silverstein M (2018) Neonatal abstinence syndrome: advances in diagnosis and treatment. JAMA 319(13):1362–1374. 10.1001/jama.2018.264029614184 10.1001/jama.2018.2640

[CR109] Walker BM, Zorrilla EP, Koob GF (2011) Systemic κ-Opioid Receptor Antagonism by Nor-binaltorphimine Reduces Dependence-Induced Excessive Alcohol Self-Administration in Rats. Addict Biol 16(1):116–119. 10.1111/j.1369-1600.2010.00226.x20579007 10.1111/j.1369-1600.2010.00226.xPMC2988980

[CR111] Ward JH (1963) Hierarchical Grouping to Optimize an Objective Function. J Am Stat Assoc 58(301):236–244. 10.1080/01621459.1963.10500845

[CR112] Wei XP, Collie M, Dempsey B, Fortin G, Yackle K (2022) A novel reticular node in the brainstem synchronizes neonatal mouse crying with breathing. Neuron 110(4):644-657.e6. 10.1016/j.neuron.2021.12.01434998469 10.1016/j.neuron.2021.12.014PMC8857054

[CR113] Winkelman TNA, Villapiano N, Kozhimannil KB, Davis MM, Patrick SW (2018) Incidence and costs of neonatal abstinence syndrome among infants with medicaid: 2004–2014. Pediatrics 141(4):e20173520. 10.1542/peds.2017-352029572288 10.1542/peds.2017-3520PMC5869343

[CR114] Zachry JE, Nolan SO, Brady LJ, Kelly SJ, Siciliano CA, Calipari ES (2021) Sex differences in dopamine release regulation in the striatum. Neuropsychopharmacol 46(3):491–499. 10.1038/s41386-020-00915-110.1038/s41386-020-00915-1PMC802700833318634

[CR115] Zhu Y, Hsu M-S, Pintar JE (1998) Developmental Expression of the μ, κ, and δ opioid receptor mRNAs in mouse. J Neurosci 18(7):2538–2549. 10.1523/JNEUROSCI.18-07-02538.19989502813 10.1523/JNEUROSCI.18-07-02538.1998PMC6793117

# Supplementary material for: The ultrasonic vocalization (USV) syllable profile during neonatal opioid withdrawal and a kappa opioid receptor component to increased USV emissions in female mice
**Source:** Psychopharmacology (Berl). 2024 Sep 30;242(2):427–47. doi: 10.1007/s00213-024-06694-7
**Supplement:** Supplementary file 1 — Supplementary file1

**SUPPLEMENTARY INFORMATION**

**Supplementary Methods**

**Morphine administration in FVB/NJ pups from P1 to P15**

Preclinical and clinical studies indicate that the third trimester is both necessary and sufficient to induce a neonatal withdrawal state(Craig et al., 2003; Rice & Barone, 2000; Semple et al., 2013). This model, comprising P1-P14/P15 morphine exposure, allows us to precisely control individual dosing and avoid maternal exposure and downstream consequences on offspring behavior – two critical requirements for future quantitative genetic studies that we plan to conduct. Pups were sexed on P1, and each litter was approximately treatment- and sex-balanced to control for cage environment across treatments. Behavioral phenotyping occurred on P7 and P14, 16 h following morphine administration during spontaneous withdrawal.

**P8 and P15 phenotyping of mice used for bulk RNA-seq**

The subset of FVB/NJ mice used for RNA-seq were also phenotyped on P8 and P15 following their morning morphine injections (during a state of withdrawal alleviation as opposed to under a state of withdrawal). In this case, morning (0900h) and evening (1700h) injections on P7 and P14 resumed after phenotyping. On P8 and P15 we wished to assess USVs while the neonates were under the influence of morphine (versus saline). Neonates received their maintenance dose of morphine (10mg/kg, s.c., Sigma-Aldrich) or saline (0.9%, 20 ul/g, s.c.) at 0830h and placed in their home cage. After 30 min, USVs were recorded for 10 min (P8) or 15 min (P15). On P16, 16h post-injections (i.e., during the withdrawal state), mice were euthanized by live, rapid decapitation, and brains were removed from the skull and dura and immediately collected for bulk mRNA sequencing (RNA-seq). All mouse handling and behavioral testing were performed by female experimenters.

**Morphine administration in CFW pups from P1 to P14**

From P1-P14, injections of either morphine sulfate pentahydrate (15 mg/kg, s.c.; Sigma-Aldrich) or saline (0.9%, 20 ul/g, s.c.) were administered twice daily at 0900h and 1700h. Each litter was approximately treatment- and sex-balanced to control for cage environment across treatments. Behavioral phenotyping occurred on P7 and P14, 16h following morphine administration during spontaneous withdrawal.

**Supervised USV classification**

DeepSqueak (Coffey et al., 2019) and MATLAB (version 2022a) were used to detect individual USVs from mouse pup audio (.wav files) obtained from Avisoft. Approximately 16,600 USVs belonging to each sex and treatment were manually classified in DeepSqueak based on previously characterized syllables and spectrotemporal features (Caruso et al., 2022; Portfors, 2007)(**Table.S1**). Excel files (.xlsx) containing labeled USVs and accompanying spectrotemporal features (from both morphine- and saline-treated females and males) were exported. Call length (s), principle frequency (kHz), low frequency (kHz), peak frequency (kHz), delta (change) frequency (kHz), and mean power (dB/Hz) were used to train a random forest (sk.learn) classifier in Python. Minority syllable classes were oversampled so that each syllable was weighed equally during training. The labeled dataset was split into training (70%) and testing (30%) sets. Overall, the model had an AUC of 99.6% (accuracy = 94.2%; precision = 94.1%; recall = 94.3%). Thus, we were confident in its performance on unlabeled datasets. Python script for training a random forest model and USV classification are available on GitHub (https://github.com/camronbryant/NOWS_USV_classifier).

**Bulk RNA-seq of brainstem from morphine-withdrawn pups**

Brainstem RNA was extracted from eight FVB/NJ pups (2 mice per sex per treatment) using Trizol (Qiagen), ethanol precipitation, filtering columns (Qiagen), DNAse digestion (Qiagen), and elution with RNAse and nucleotide-free water. RNA library preparation (poly-A selection) and RNA-seq (100x100 bp paired-end reads) were conducted at the Genome Sciences Institute at Boston University Chobanian and Avedisian School of Medicine on an Illumina NextSeq2000 using a 200-cycle P2 flowcell. We used the R/Bioconductor package “scruff”(Wang et al., 2019) to conduct demultiplexing, read alignment, read counting, quality checking and data visualization. Reads were trimmed for quality using Trimmomatic and were then aligned to the mm10 mouse reference genome to generate BAM files, which were in turn aligned to the reference genome using STAR. For differential gene expression analysis, featureCounts was used to count reads that mapped to the “exon” feature in a GTF file obtained from Ensembl (GRCm38). Genes without a minimum of 10 reads per million in at least five of eight samples were excluded from analysis using EdgeR (Robinson et al., 2010) and differential gene expression analysis of normalized counts was conducted considering the effect of Treatment while controlling for Sex and Litter. 

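The filter decides how many genes enter the test and which ones. A minimum of 10 CPM in at least 5 of the 8 libraries kept 10498 genes, against 22344 with about 10 reads in at least 4 libraries. Mbp and Oprk1 are among the 10498, and Slc6a3, which passed 10 CPM only in morphine 7 and morphine 8, is not. Over the 10498 genes, 1690 passed an adjusted p of 0.05 from edgeR, 49.3% of them higher after morphine, and 1069 of these also passed among the 22344. Of the genes in Tables S2 and S3, 257 and 303 reached 10 CPM in 5 libraries. The lowest adjusted p in the authors' tables is shared by 13 genes, which requires at least 16858 tested genes under Benjamini-Hochberg adjustment.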

Results are reported using the topTable (limma) function.

**Primer sets for RT-qPCR**

| **Gene** | **Forward (5’ – 3’)** | **Reverse (5’ – 3’)** |
| --- | --- | --- |
| ***Oprk1*** | AGTGGGCAATTCTCTGGTCA | GCACATCTCCAAAAGGCCAA |
| ***Pdyn*** | AAAACCCAGCTCCTAGACCC | ACTCCGATGCAGTTCCTCAT |
| ***Slc6a3*** | GCATCCTGTTCACATATTACAC | TTGTCTCCCAACCTGAATTC |

**Effect of the kappa opioid receptor agonist U50,488h on ultrasonic vocalizations**

We piloted the effects of five doses of U50,488h (0.625, 1.25, 2.5, 5.0 mg/kg) on vocalizations and locomotor activity. On P10 and P14, pups were injected with either U50,488h (0.625mg/kg, s.c.) or saline and returned to their home cage 10 min prior to testing. P10 was chosen as the first assessment day, given that vocalizations significantly decline after this developmental time point (Elwood & Keeling, 1982) and to ensure that a sufficient level of USVs would be emitted to detect either decreases or increases in USVs in response to U50,488h. USVs were recorded at 0900 h for 15 min. Pups continued to receive saline injections following P10 testing until testing for the behavioral effects of U50,488h again on P14, which is when we normally record USVs.

**Supplementary Tables**

**Table S1. USV syllable characteristics.** USV syllables and their spectrotemporal features (Caruso et al., 2022; Portfors, 2007). Representative images were collected from DeepSqueak (Coffey et al., 2019).

| **Syllable** | **Definition** | **Frequency Change** | **Spectrotemporal Shape (Frequency/Time)** |
| --- | --- | --- | --- |
| Chevron | Inverted U-shaped | Increase then decrease > 5 kHz | 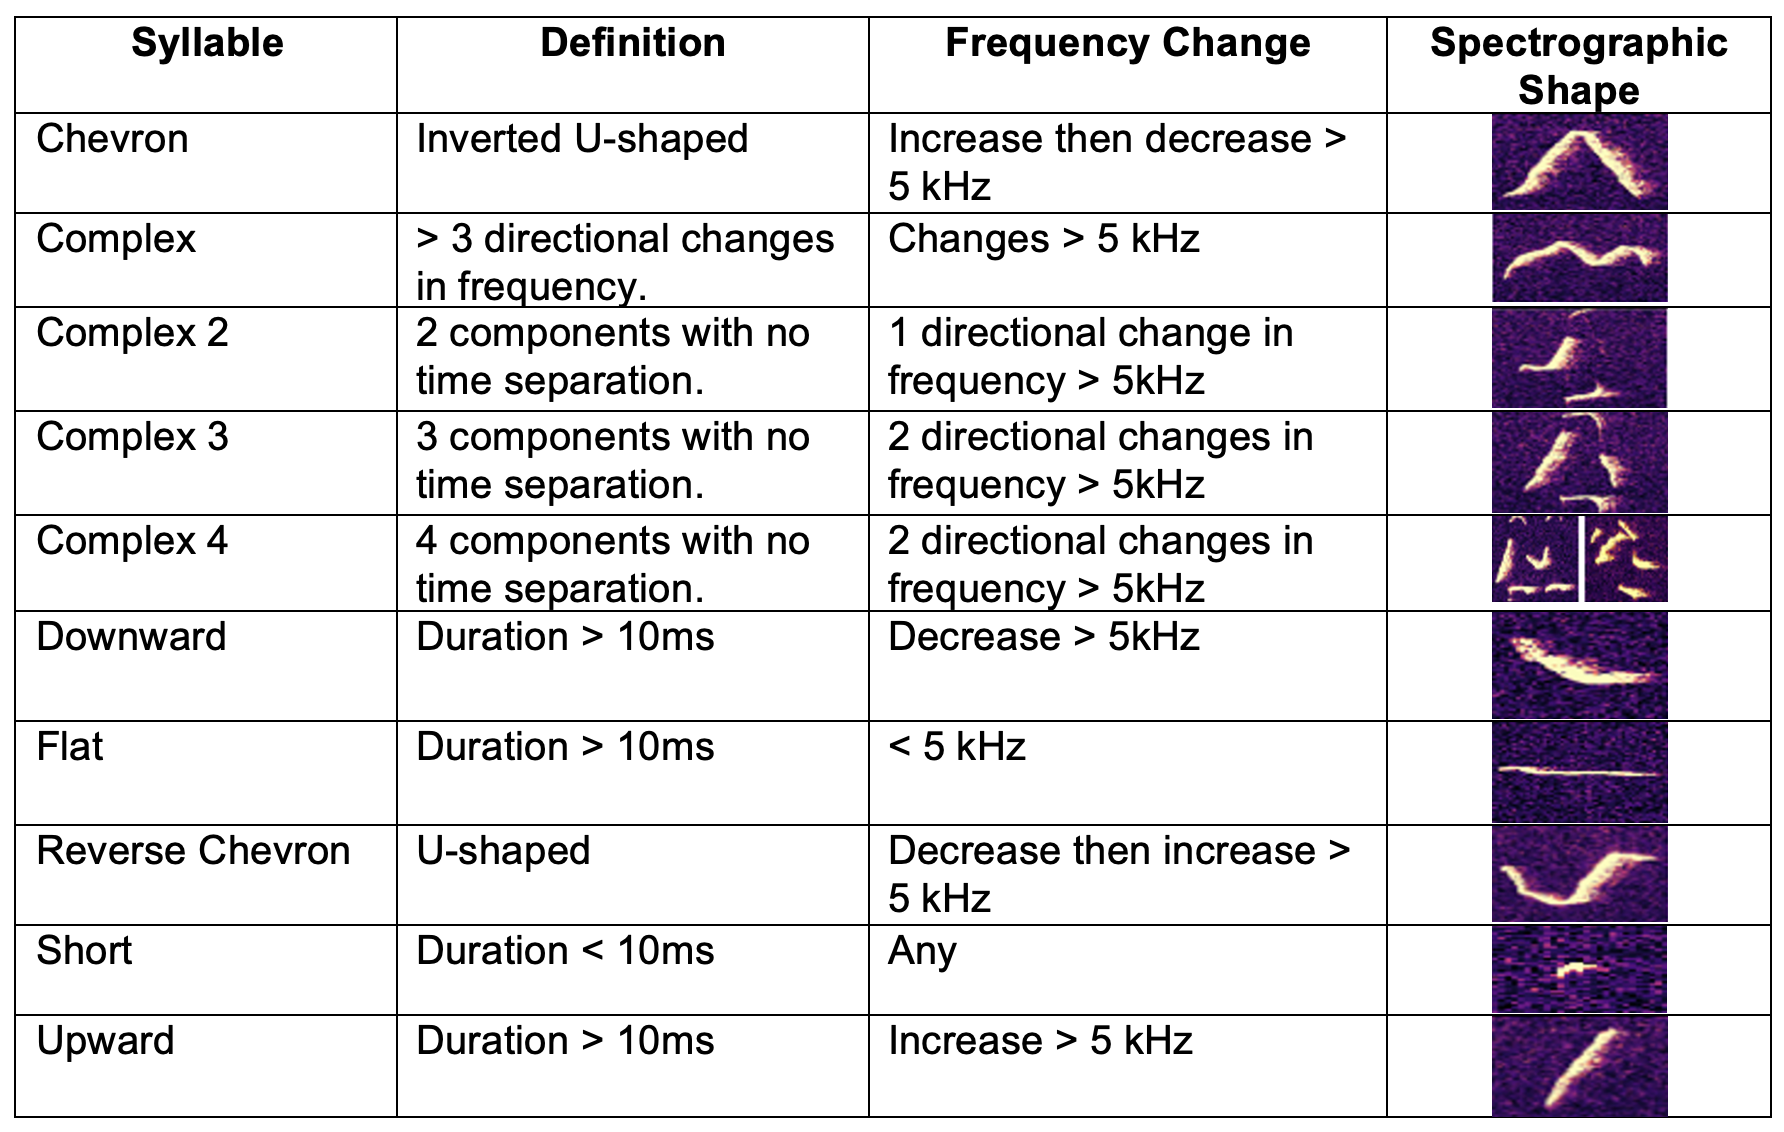 |
| Complex | > 3 directional changes in frequency | Changes > 5 kHz | 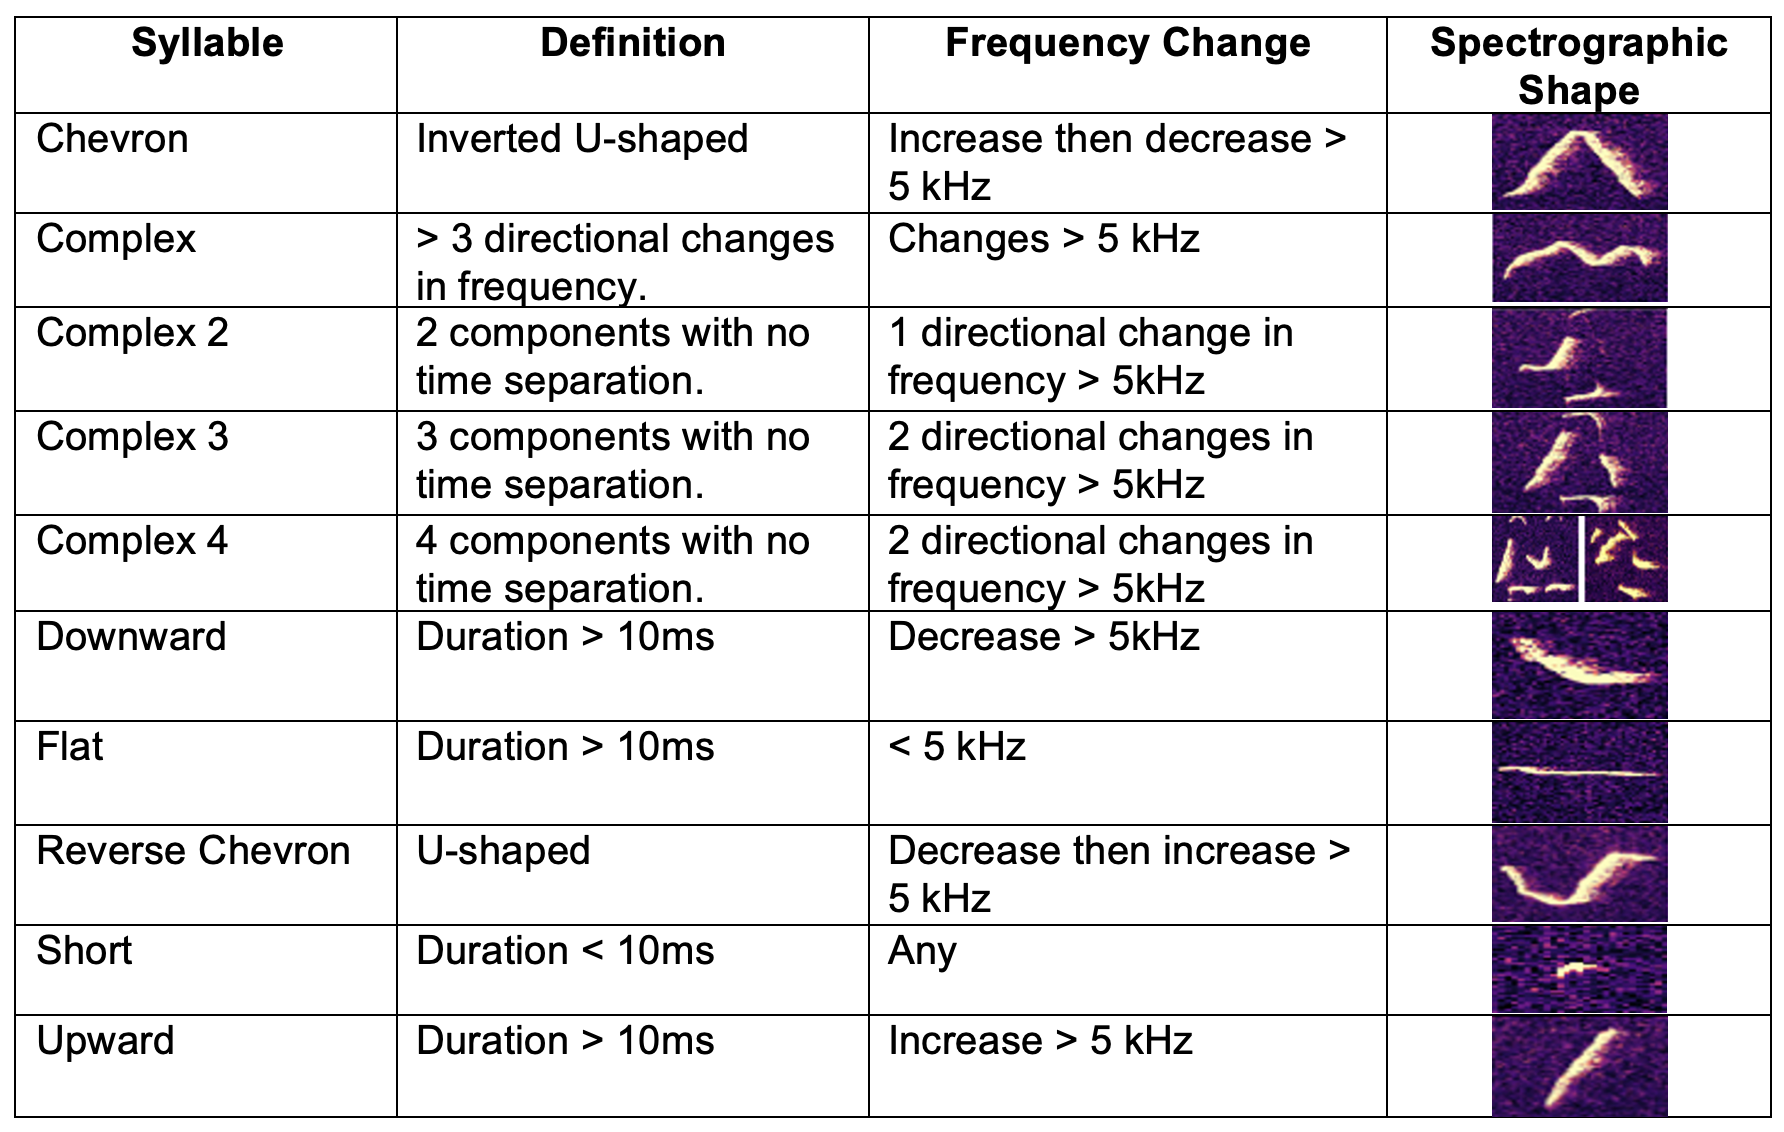 |
| Complex 2 | 2 components with no time separation | 1 directional change in frequency > 5 kHz | 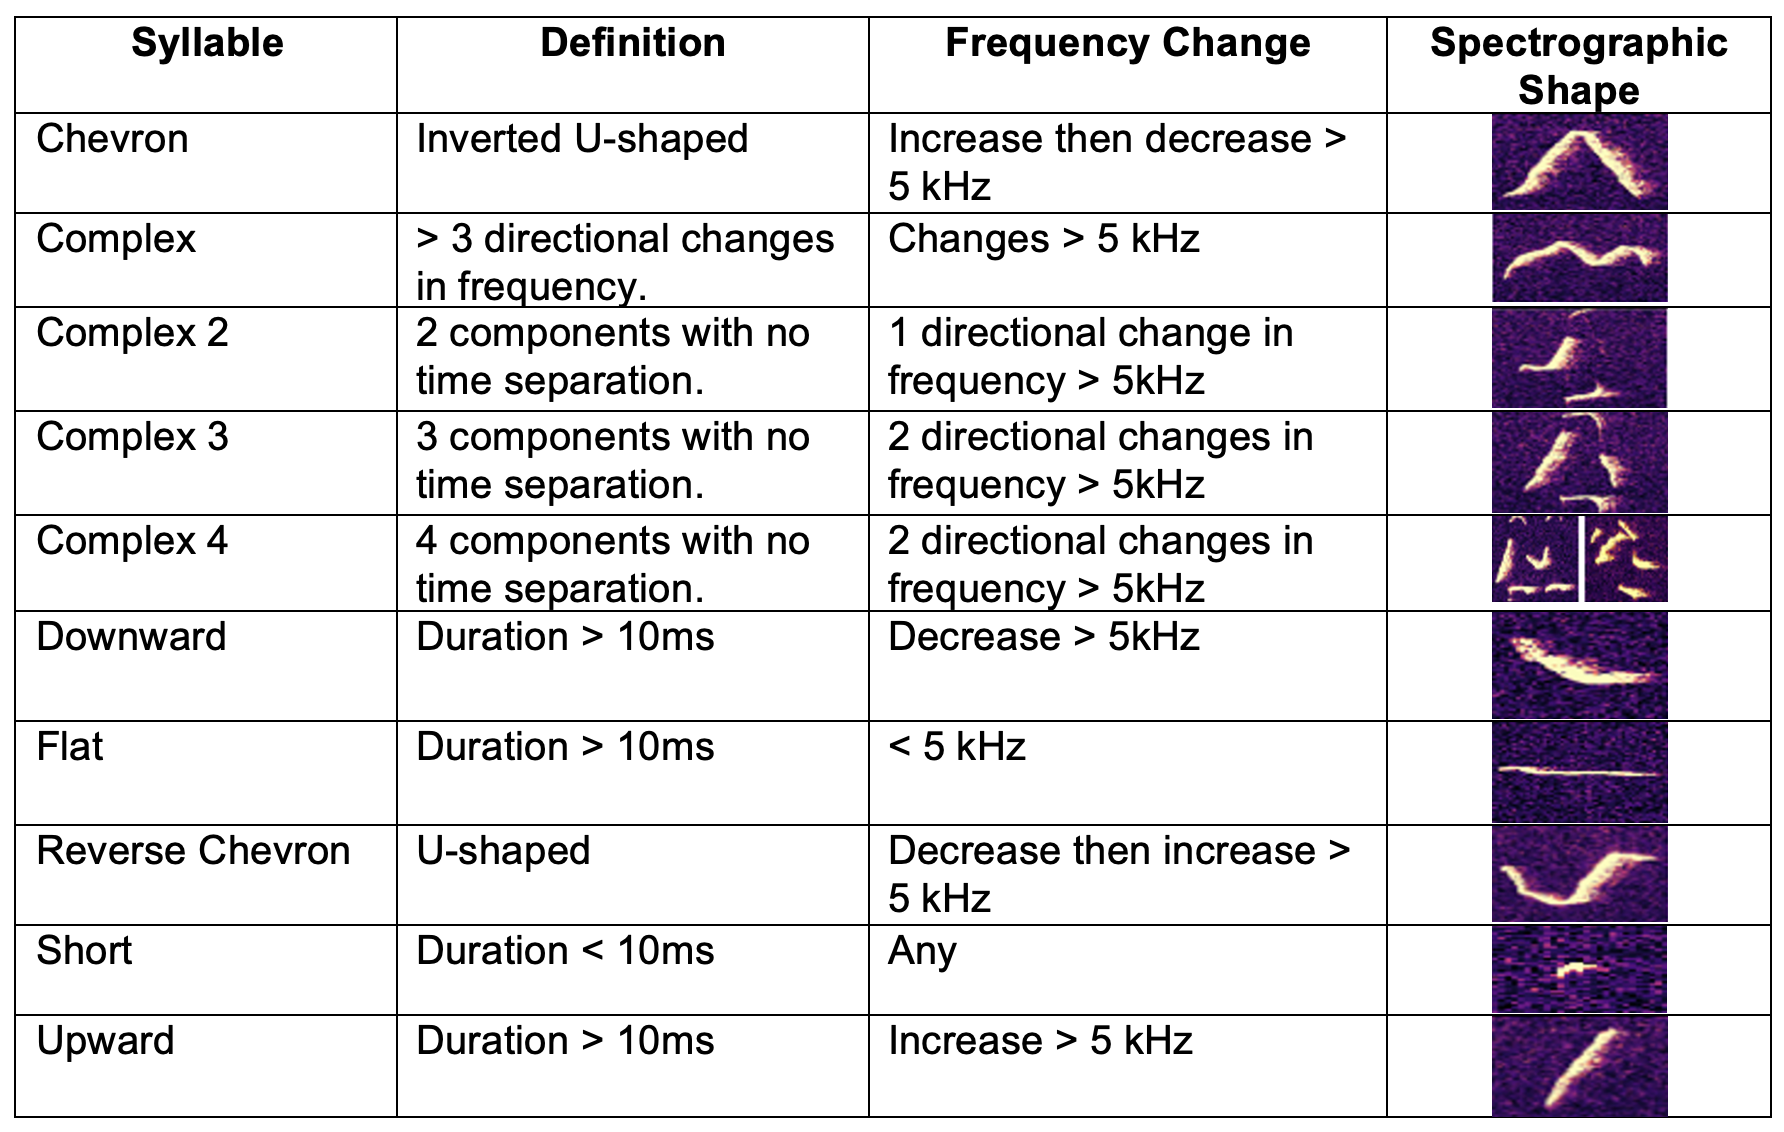 |
| Complex 3 | 3 components with no time separation | 2 directional changes in frequency > 5 kHz | 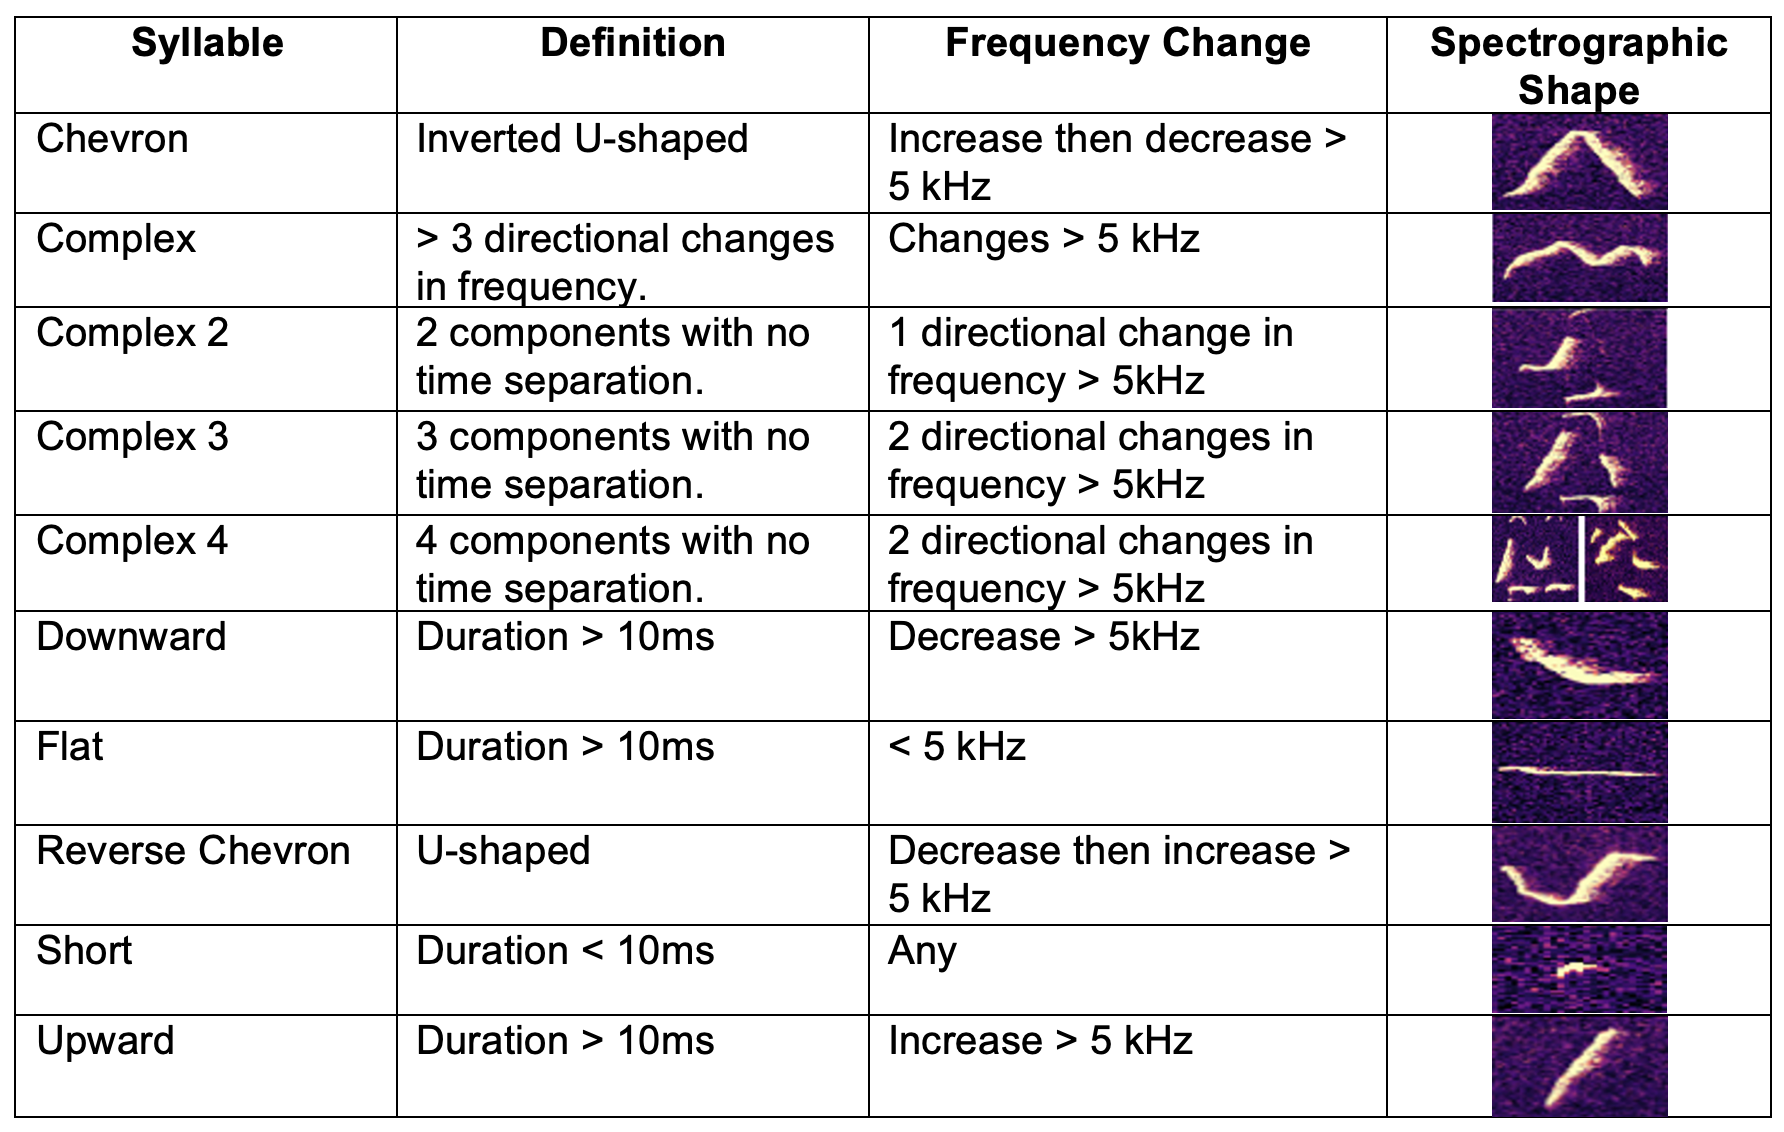 |
| Complex 4 | 4 components with no time separation | 3 directional changes in frequency > 5 kHz | 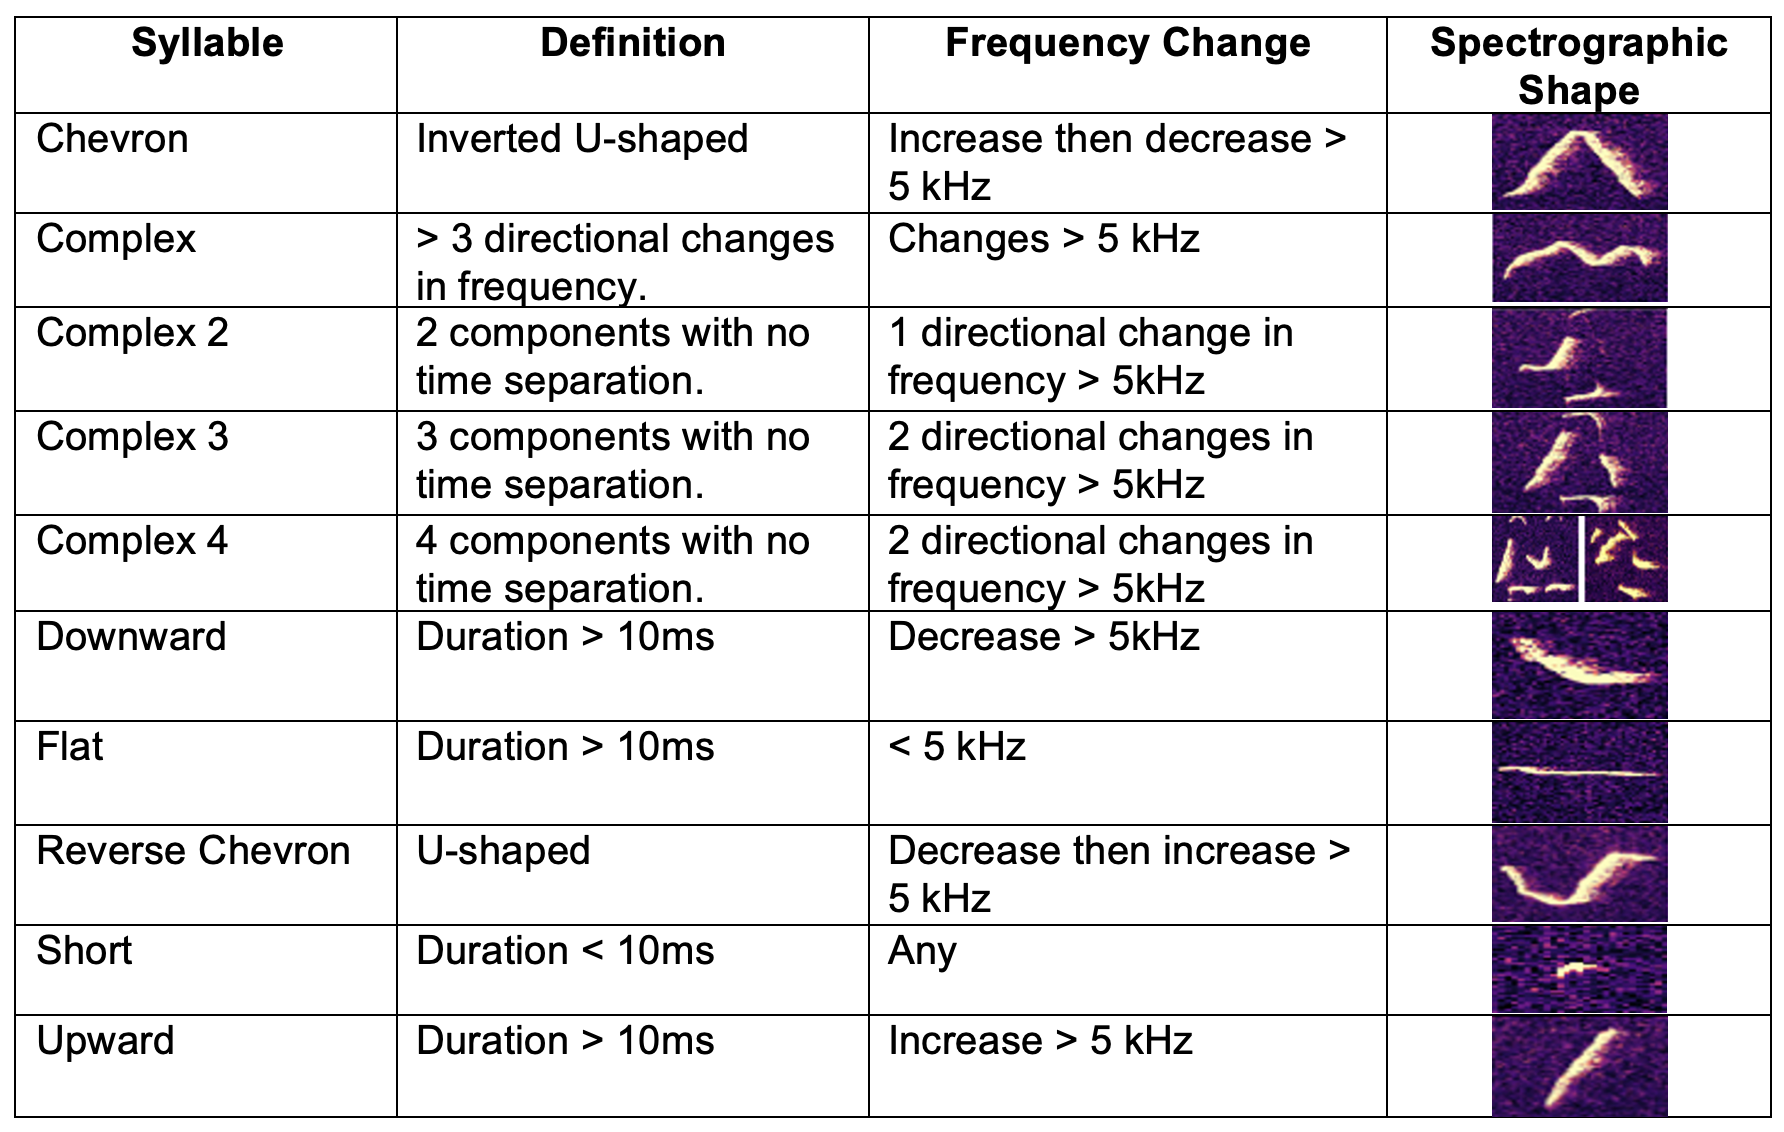 |
| Downward | Duration > 10ms | Decrease > 5 kHz | 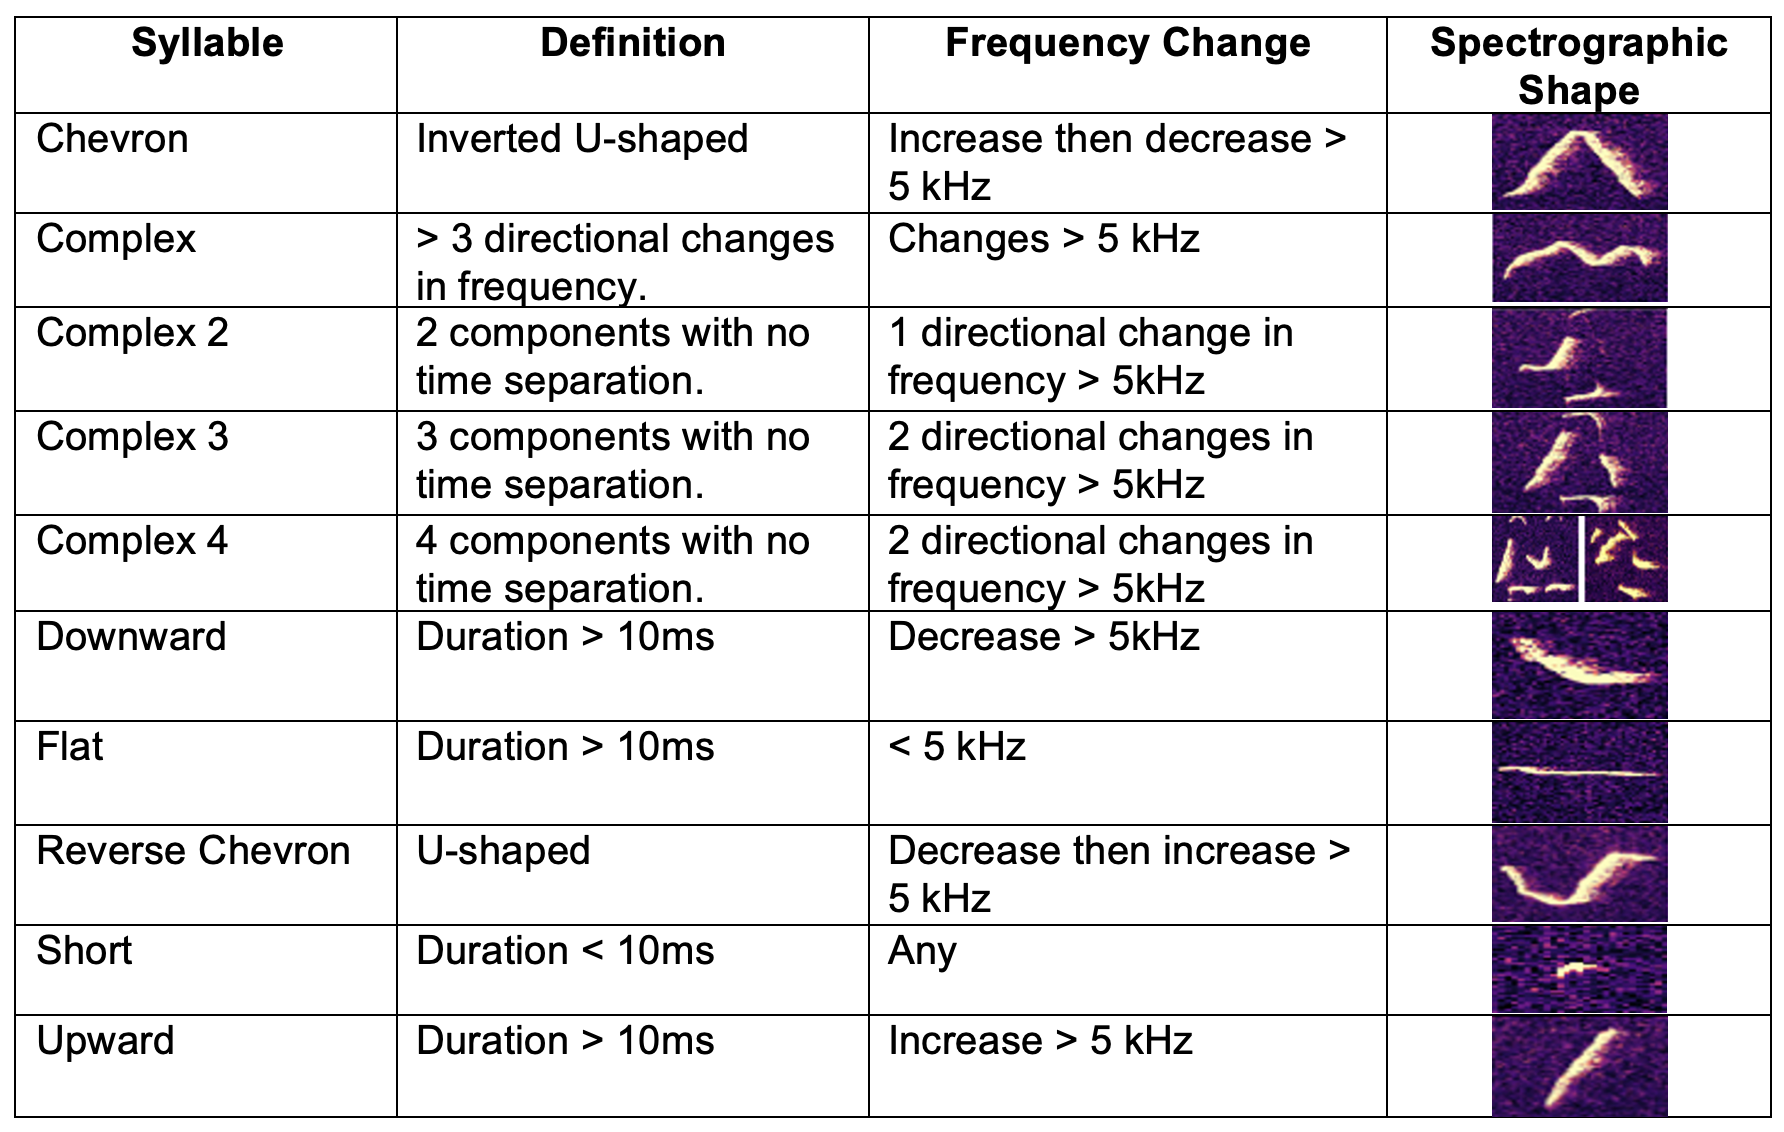 |
| Flat | Duration > 10ms | Changes < 5 kHz | 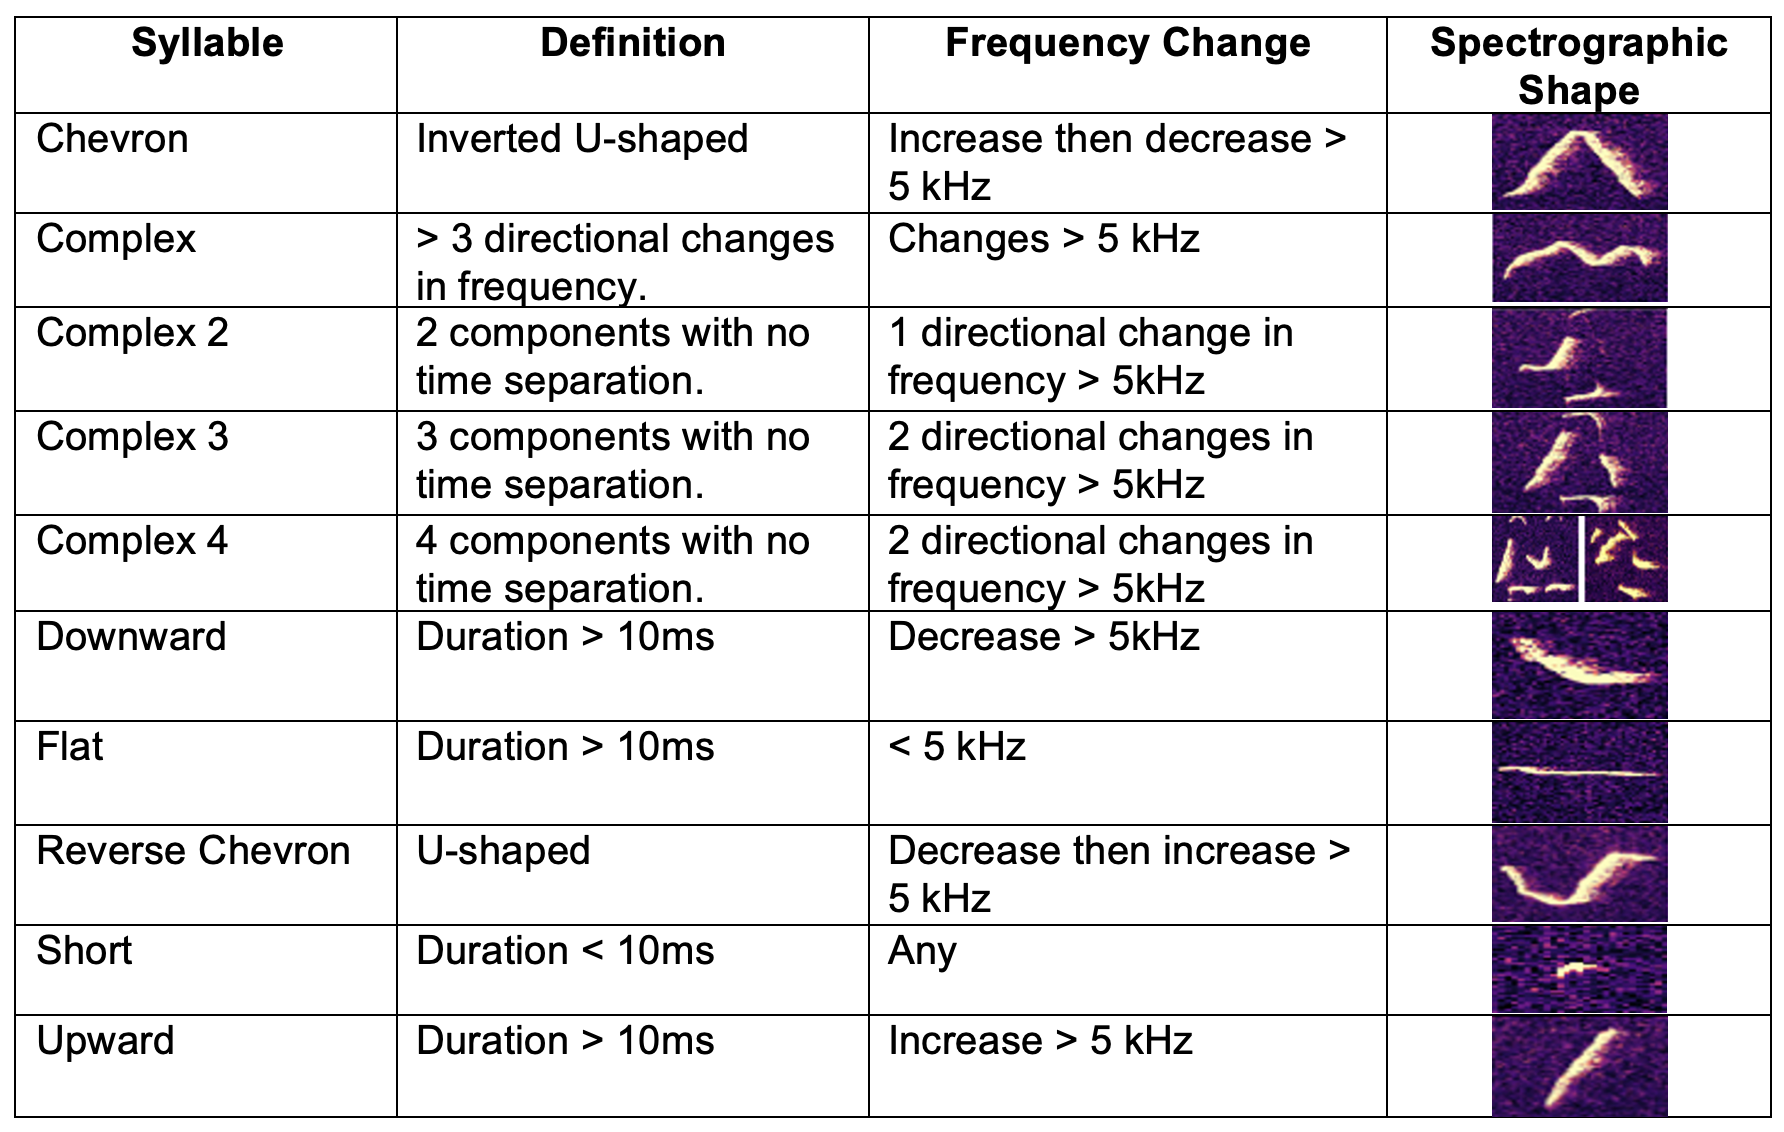 |
| Reverse Chevron | U-shaped | Decrease then increase > 5 kHz | 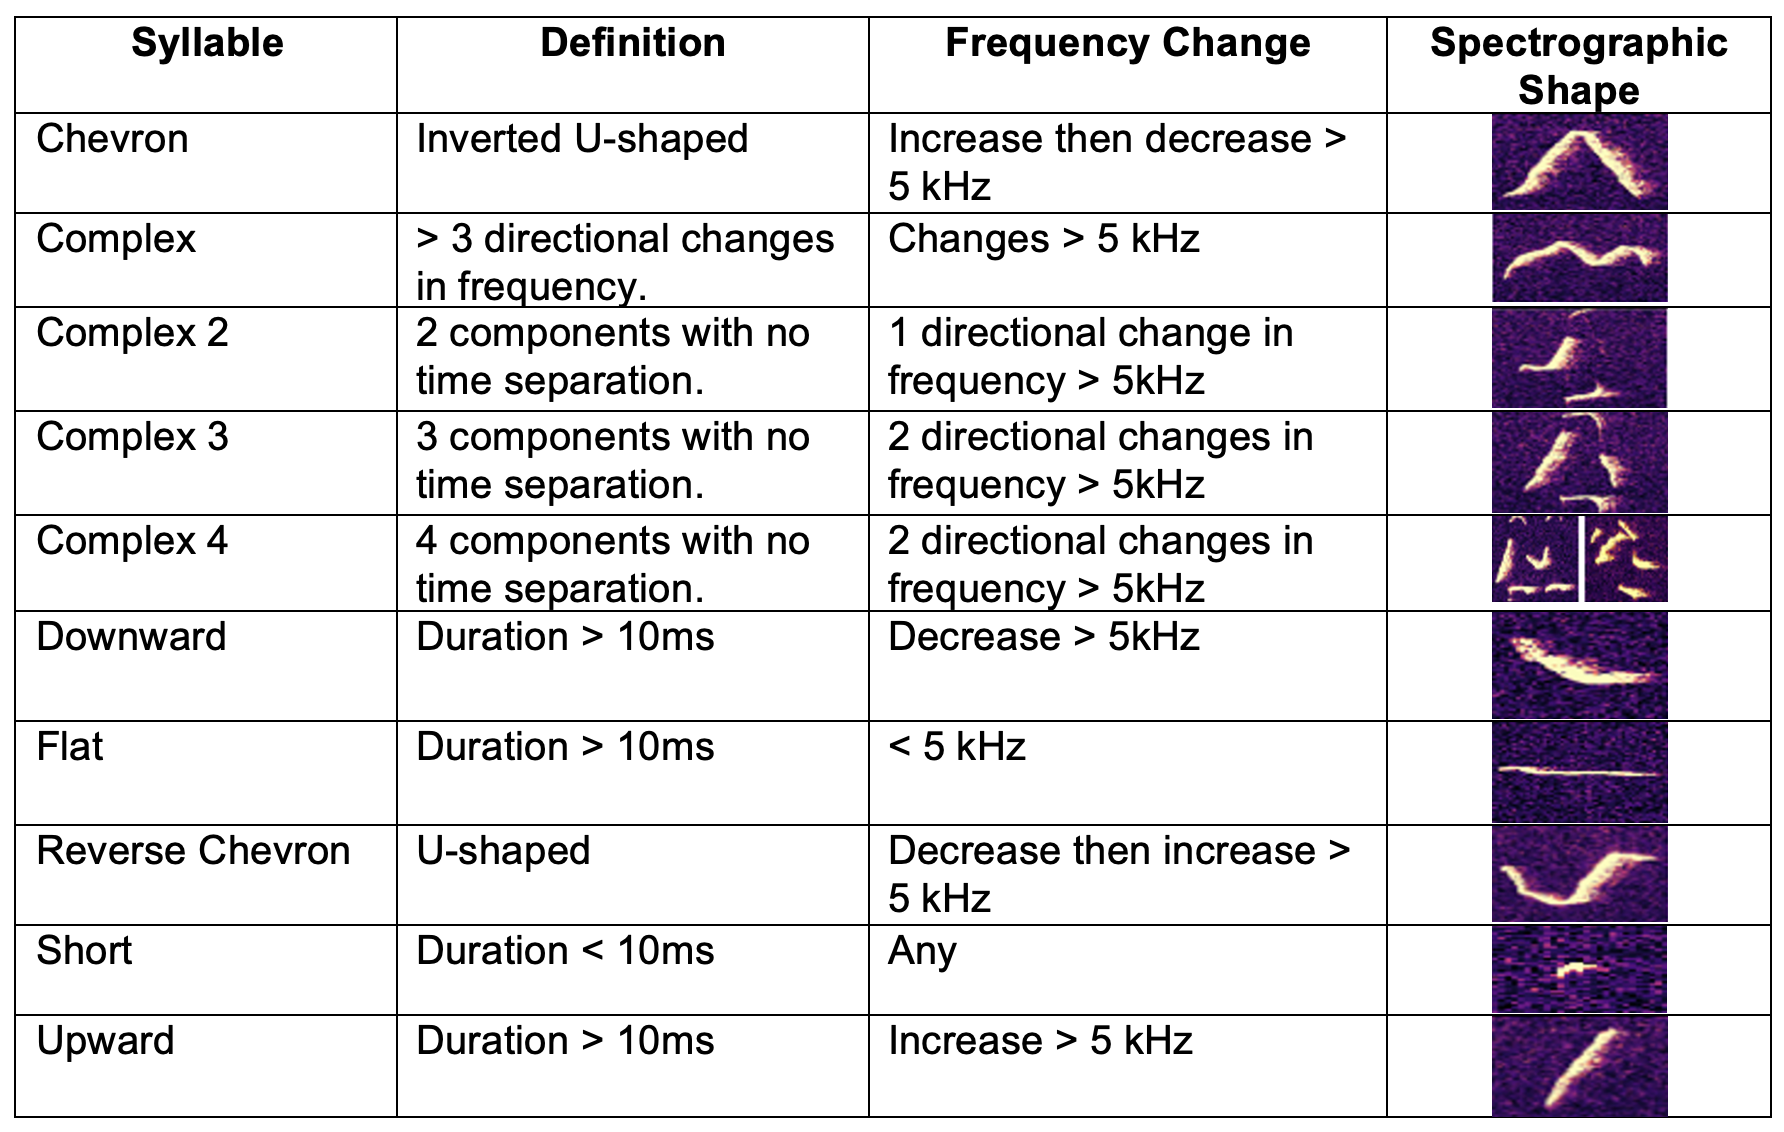 |
| Short | Duration < 10ms | Any | 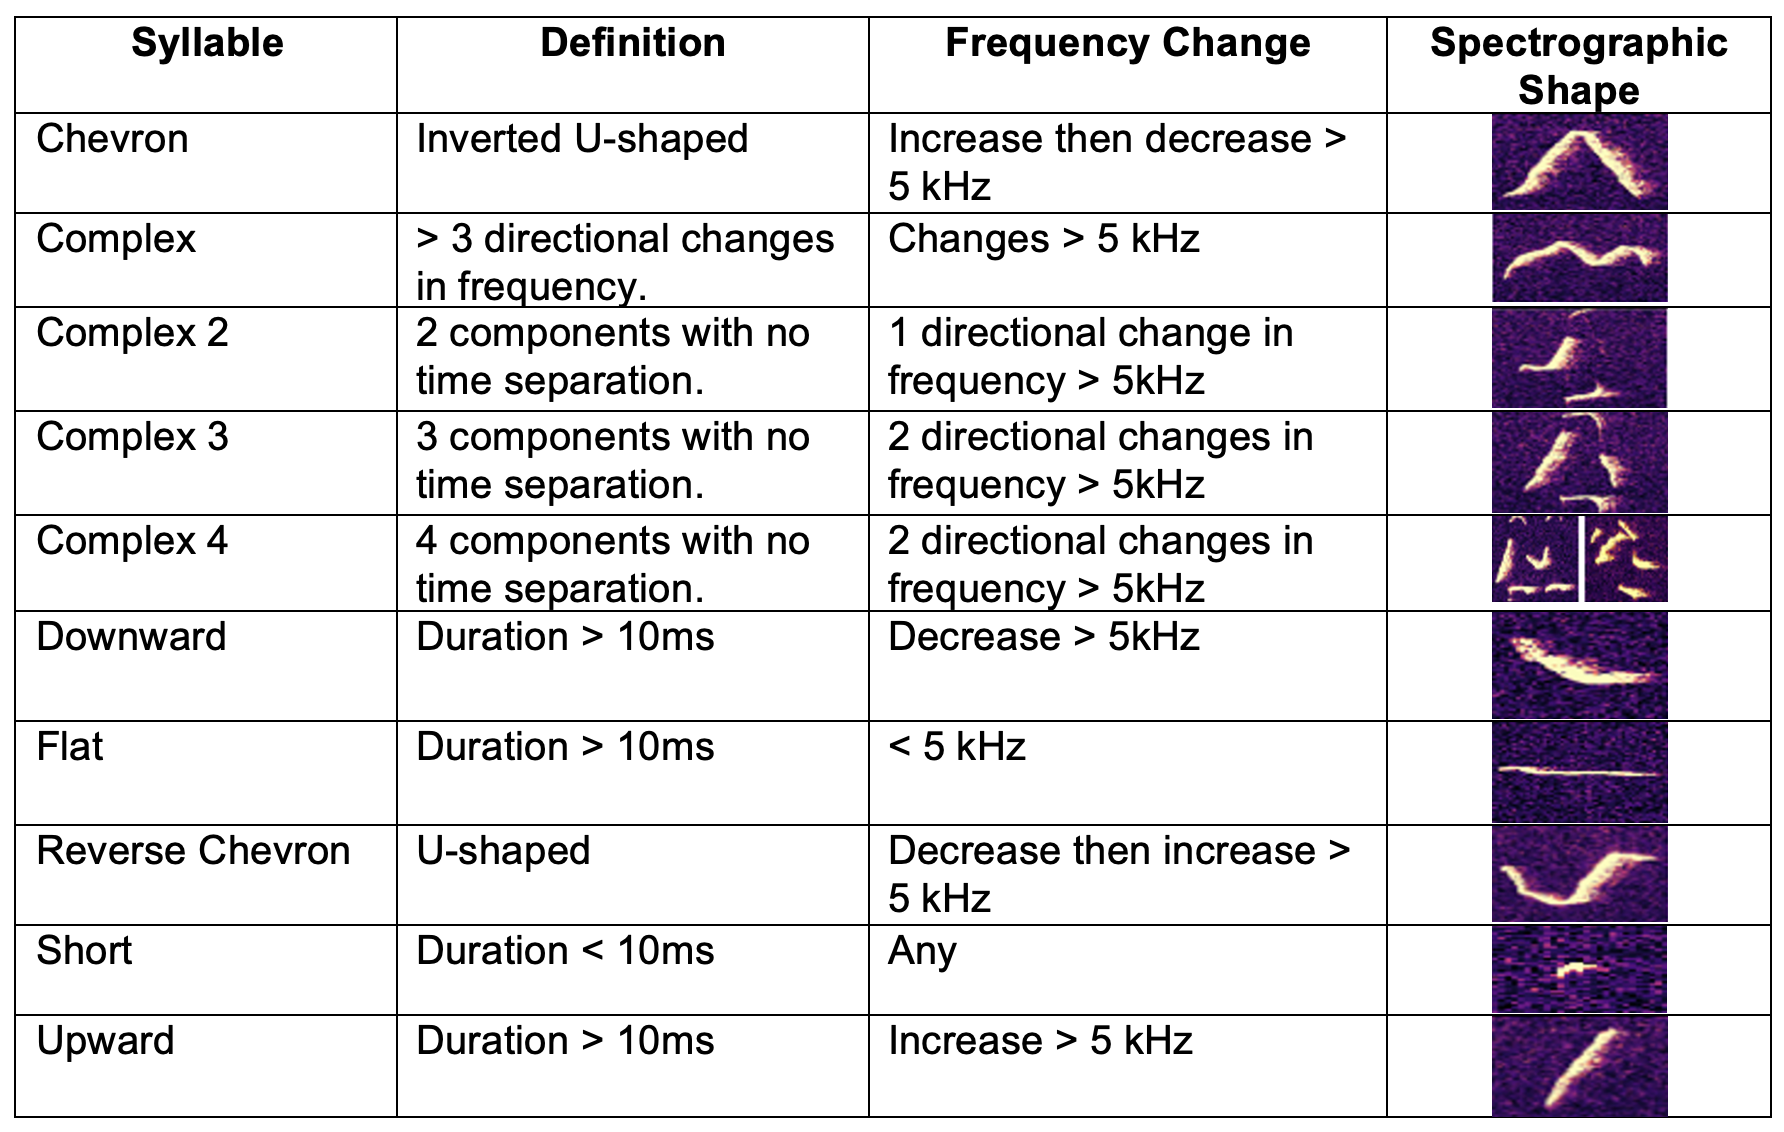 |
| Upward | Duration > 10ms | Increase > 5 kHz | 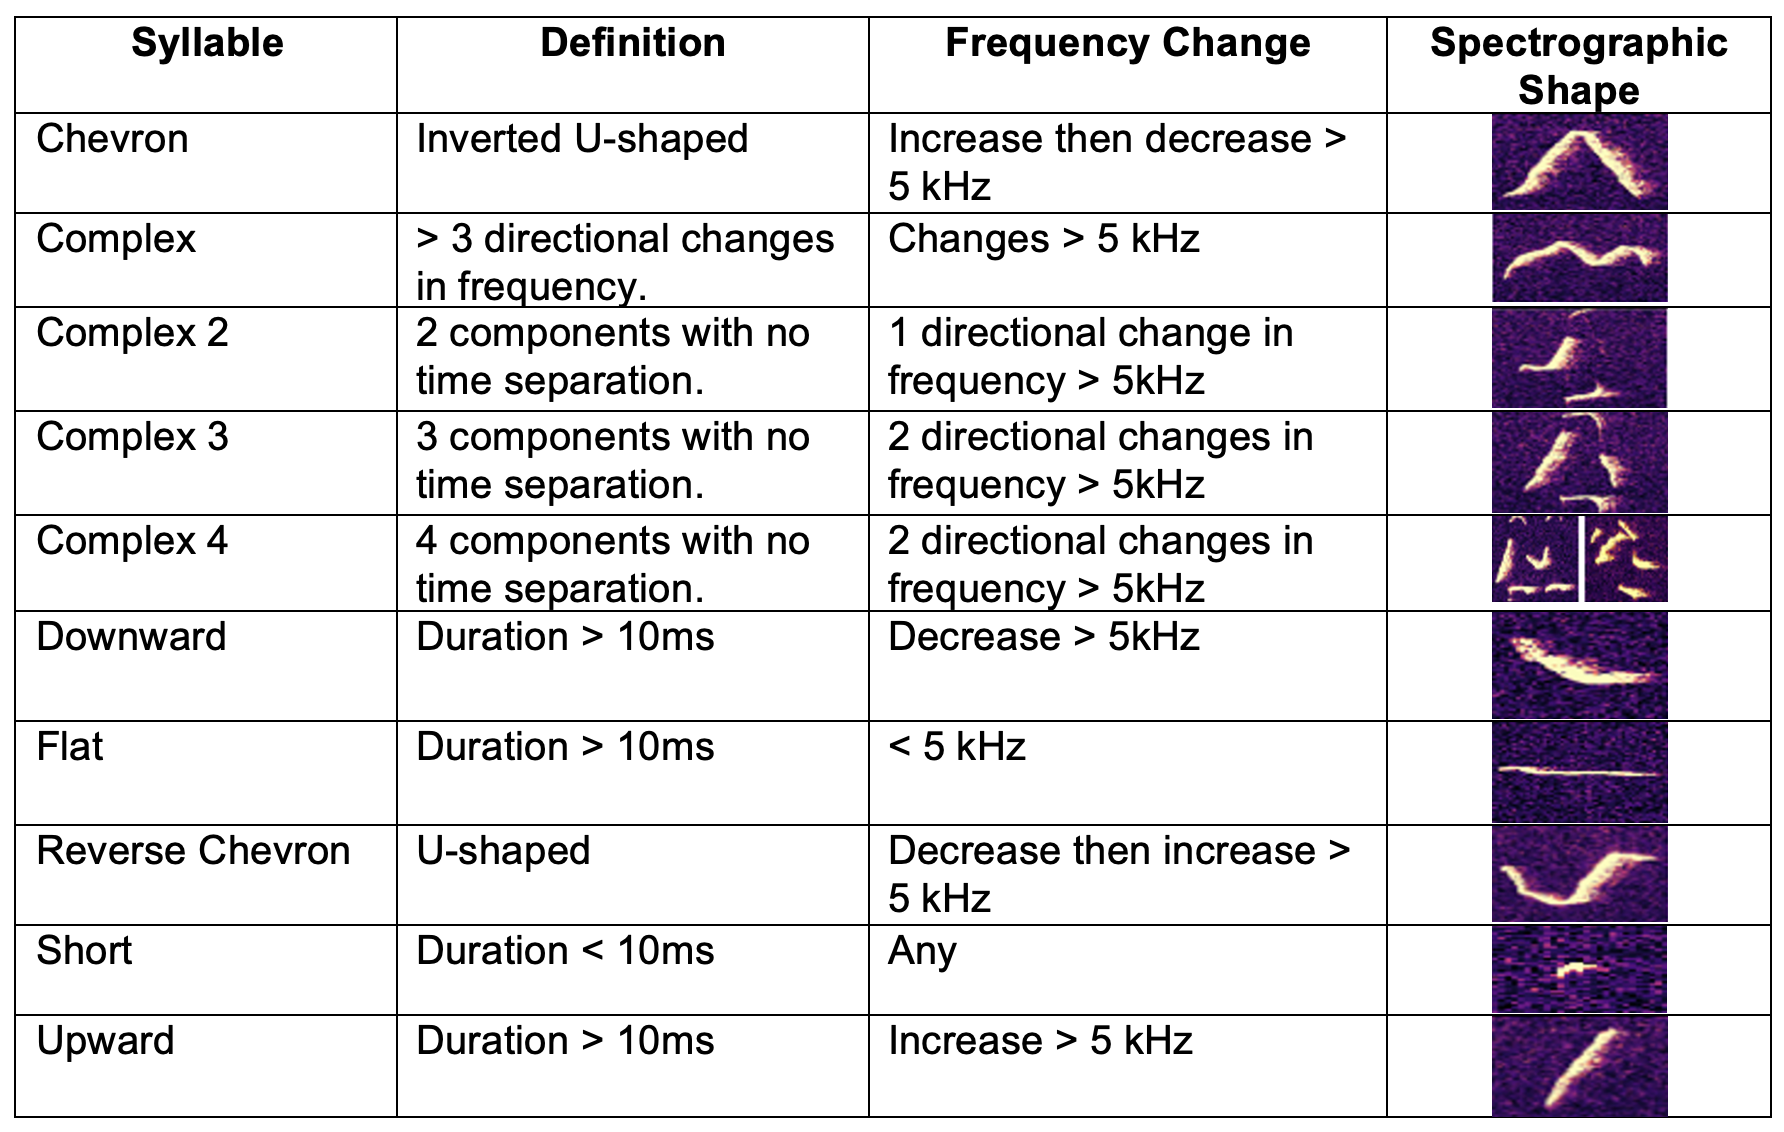 |

**Table S2.** Upregulated genes (log_2_FC $\geq$ 0.26; *p* < 0.01) between morphine (2F, 2M) vs. saline (2F, 2M) mice

*Provided in a separate document

**Table S3.** Downregulated genes (log_2_FC $\leq$ -0.26; *p* < 0.01) between morphine (2F, 2M) vs. saline (2F, 2M) mice

*Provided in a separate document.

**Supplementary Figures**

**
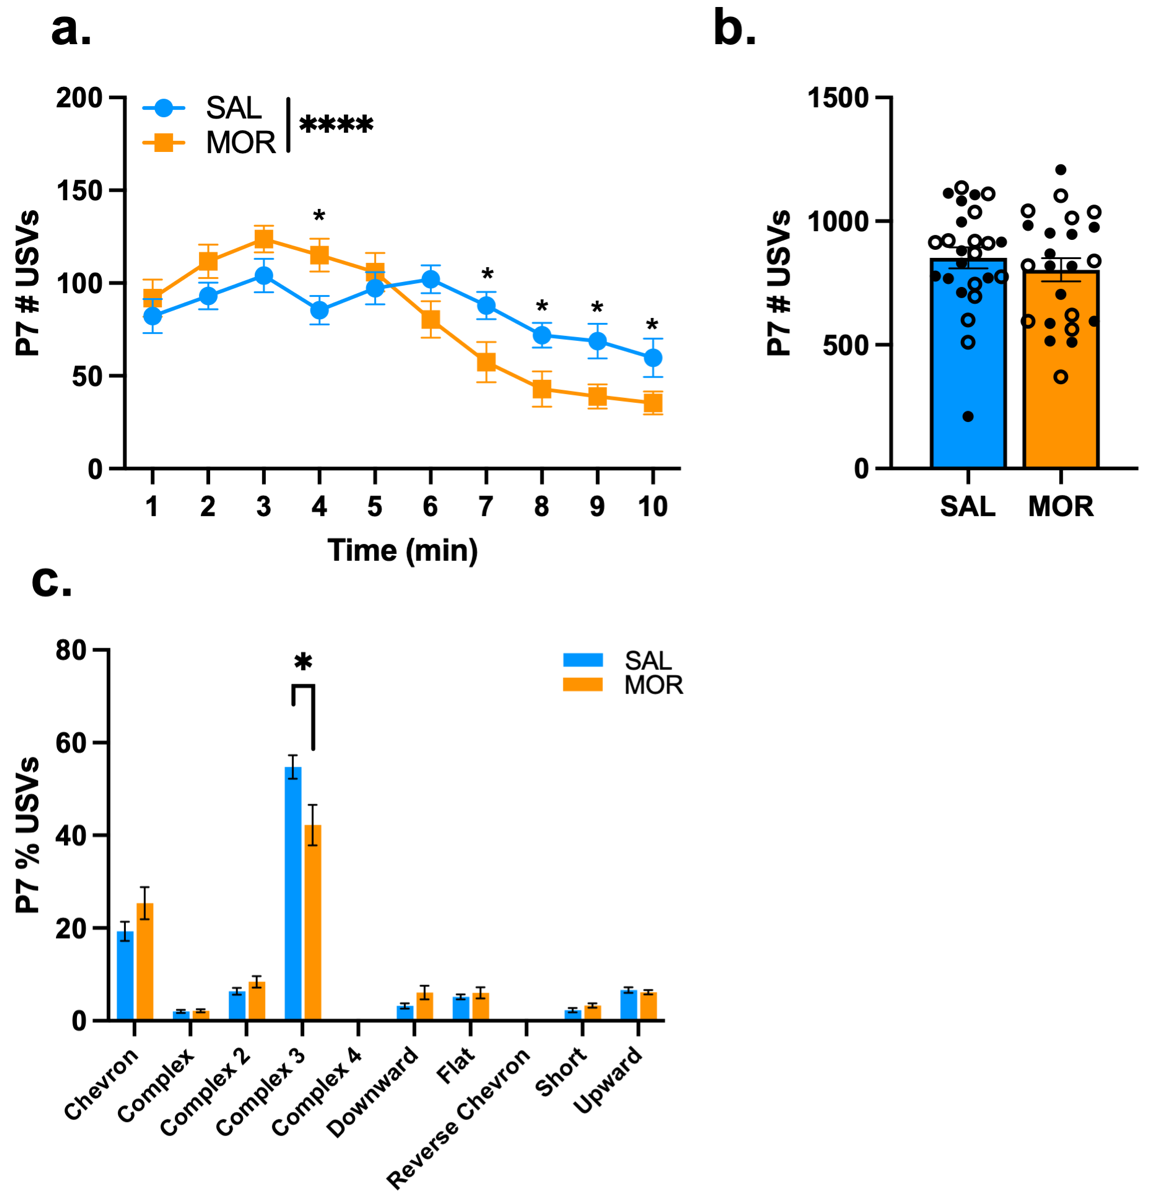
**

**Fig. S1. USV profiles of FVB/NJ pups during spontaneous morphine withdrawal on P7.** Data are plotted as the mean ± SEM. Saline = blue lines/bars; Morphine = orange lines/bars. Closed circles = Females; Open circles = males. **(a) P7 USV Emission**: The effect of Morphine Treatment was dependent on Time (β = -6.67, SE = 1.282, t(432) = -5.20 *****p* < 0.0001), where morphine-treated pups vocalized more than saline-treated pups during the 4 min interval (β = 29.69, SE = 12.3, t(335) =2.47, **p* = 0.016), and less than saline-treated pups from 7 – 10 min (all **p* ≤ 0.049). **(b) P7 Total USV Emission**: There was no effect of Sex (β = 10.46, SE = 89.36, t(44) = 0.12, *p* = 0.91) or a Morphine Treatment x Sex interaction (β = -16.37, SE = 129.61, t(44) = -0.13, *p* = 0.90). There was no effect of Morphine Treatment (β = -48.70, SE = 63.09, t(46) = -0.77, *p* = 0.44). **(c) P7 Syllable Profile**: There was no effect of Sex (*p* ≥ 0.13) or a Morphine Treatment x Sex interaction (*p* ≥ 0.084)for any syllable type. Morphine Treatment was associated with a decrease in Complex 3 emissions (β = -0.13, SE = 0.049, t(46) = -2.53, **p* = 0.015). SAL, n = 25 (12F, 13M); MOR, n = 23 (13F, 10M)

**
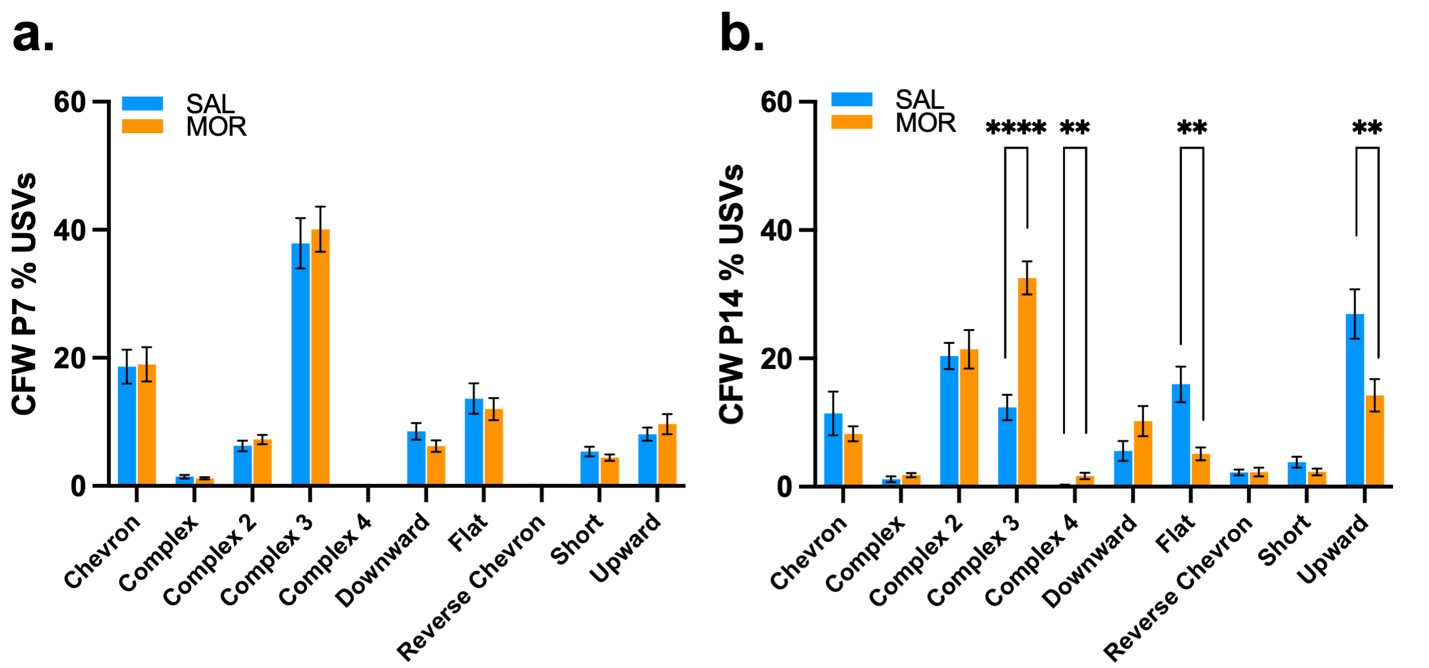
**

**Fig. S2. USV profiles of CFW pups during spontaneous morphine withdrawal on P7 and P14.** Data are plotted as the mean ± SEM. Saline = blue bars; Morphine = orange bars. **(a) P7 CFW Syllable Profile:** There was no effect of Sex (all *p* ≥ 0.18), so Sex was removed from the model. Morphine Treatment had no effect on the proportion of syllables emitted (all *p* ≥ 0.14). **(b)** **P14 CFW Syllable Profile**: There was no effect of Sex (all *p* ≥ 0.062) for any syllable type, so Sex was removed from the model. Morphine Treatment was associated with an increase in Complex 3 (β = 0.20, SE = 0.032, t(56) = 6.29, *****p* < 0.0001) and Complex 4 (β = 0.015, SE = 0.0051, t(56) = 2.86, ***p* = 0.0059), and a decrease in Flat (β = -0.11, SE = 0.030, t(56) = -3.67, ****p* = 0.00055) and Upward (β = -0.13, SE = 0.047, t(56) = -2.73, ***p* = 0.0086) syllables

**
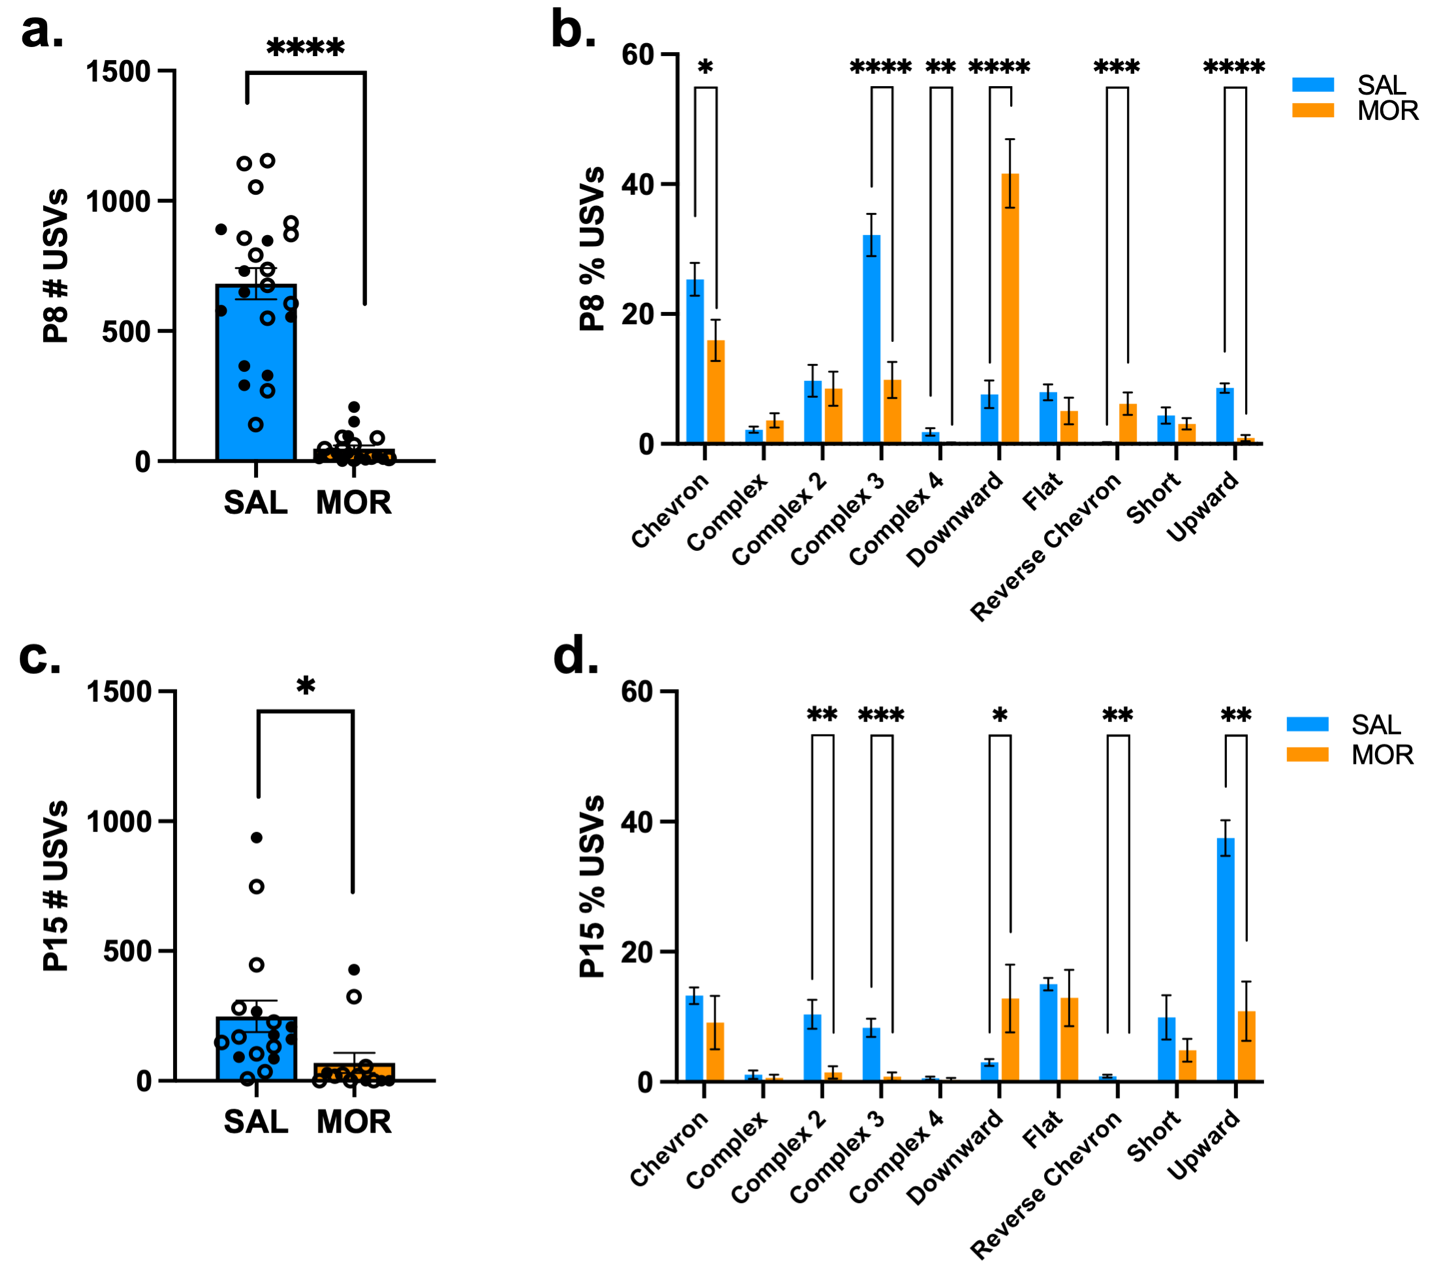
**

**Fig. S3. Effect of morphine administration on USV characteristics on P8 and P15.** Mice continued to receive their respective treatment at 0900 h (saline or 10 mg/kg morphine, i.p.) and 30 min later, mice were individually placed into the sound attenuating chambers for USV recordings. Data are plotted as the mean ± SEM. Saline = blue bars; Morphine = orange bars. Closed circles = Females; Open circles = males. Saline Treatment and Female Sex were set as the reference variables for linear regression. **(a) P8 Total USV Emission**: There was no effect of Sex (β = 169.49, SE = 88.37, t(38) = 1.92, *p* = 0.063), so Sex was removed from the model. Morphine Treatment was associated with a decrease in USVs (β = -633.32, SE = 64.27, t(40) = -9.85, *****p* < 0.0001). **(b) P8 Syllable Profile**: There was no effect of Sex (all *p* ≥ 0.056) on for any syllable type, so Sex was removed from the model. Morphine Treatment was associated with a decrease in Chevron (β = -0.094, SE = 0.040, t(40) = -2.33, **p* = 0.025), Complex 3 (β = -0.22, SE = 0.043, t(40) = -5.18, *****p* < 0.0001), Complex 4 (β = -0.017, SE = 0.0060, t(40) = -2.88, ***p* = 0.0064), and Upward (β = -0.077, SE = 0.0088, t(40) = -8.74, *****p* < 0.0001) syllables, and an increase in Downward (β = 0.34, SE = 0.055, t(40) = 6.17, *****p* < 0.0001) and Reverse Chevron (β = 0.060, SE = 0.016, t(40) = 3.67, ****p* = 0.00071) syllables. **(c) P15 Total USV Emissions**: There was no effect of Sex (β = -90.18, SE = 108.08, t(26) = -0.83, *p* = 0.41), so Sex was removed from the model. Morphine Treatment was associated with a decrease in USVs (β = -179.19, SE = 76.74, t(28) = -2.34, **p* = 0.027). **(d) P15 Syllable Profile**: There was no effect of Sex (all *p* ≥ 0.23) for any syllable type, so Sex was removed from the model. Morphine Treatment was associated with a decrease in Complex 2 (β = -0.089, SE = 0.027, t(28) = -3.31, ***p* = 0.0026), Complex 3 (β = -0.075, SE = 0.017, t(28) = -4.40, ****p* = 0.00014), Reverse Chevron (β = -0.0089, SE = 0.0026, t(28) = -3.36, ***p* = 0.0023), and Upward (β = -0.27, SE = 0.051, t(28) = -5.25, *****p* < 0.0001) syllables, and an increase in Downward (β = 0.098, SE = 0.046, t(28) = 2.15, **p* = 0.041) syllables. SAL, n = 17–22 (6–9F, 11–13M); MOR, n = 13–20 (5–11F, 8–9M)

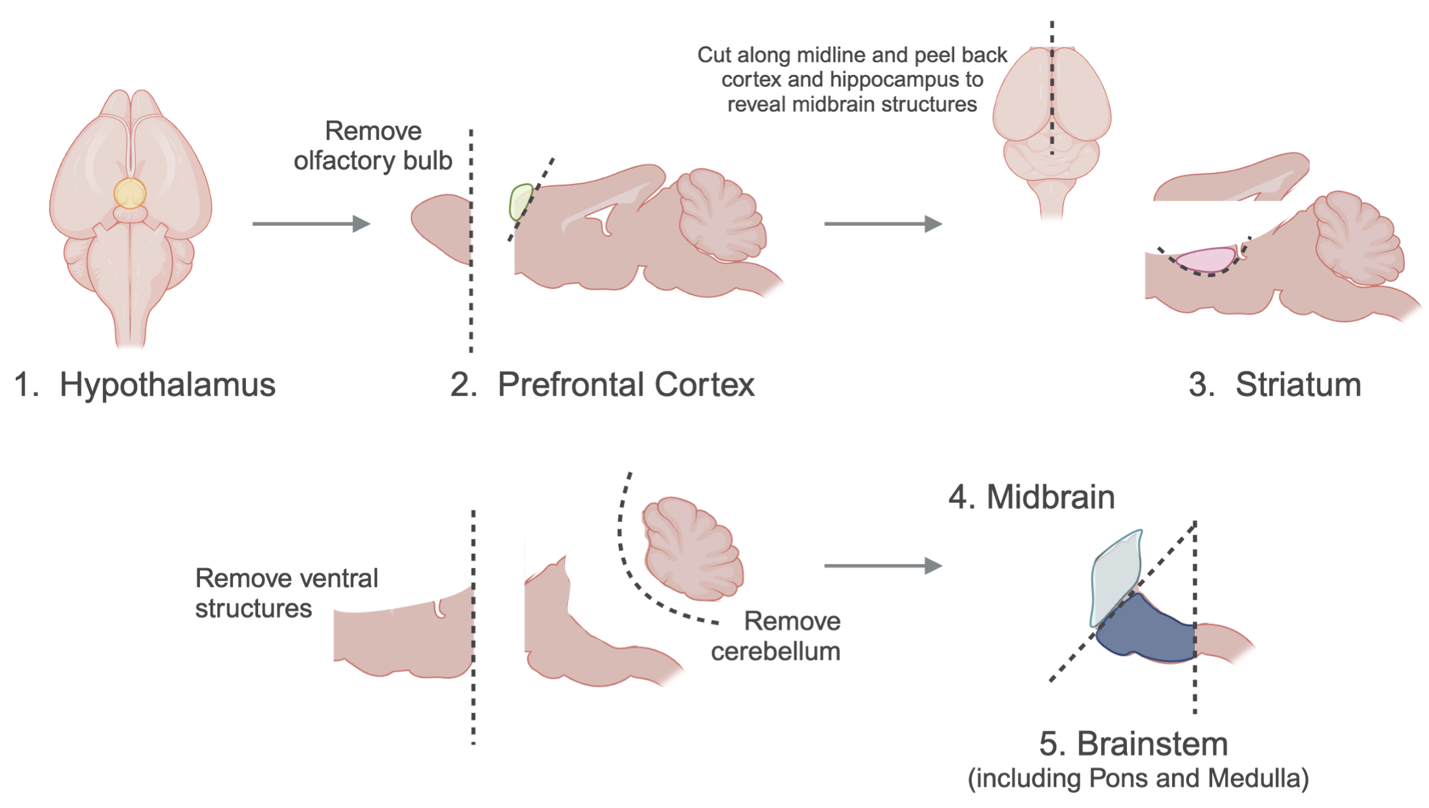

**Fig. S4. Freeform neonatal brainstem dissection schematic.** *Created with Biorender*

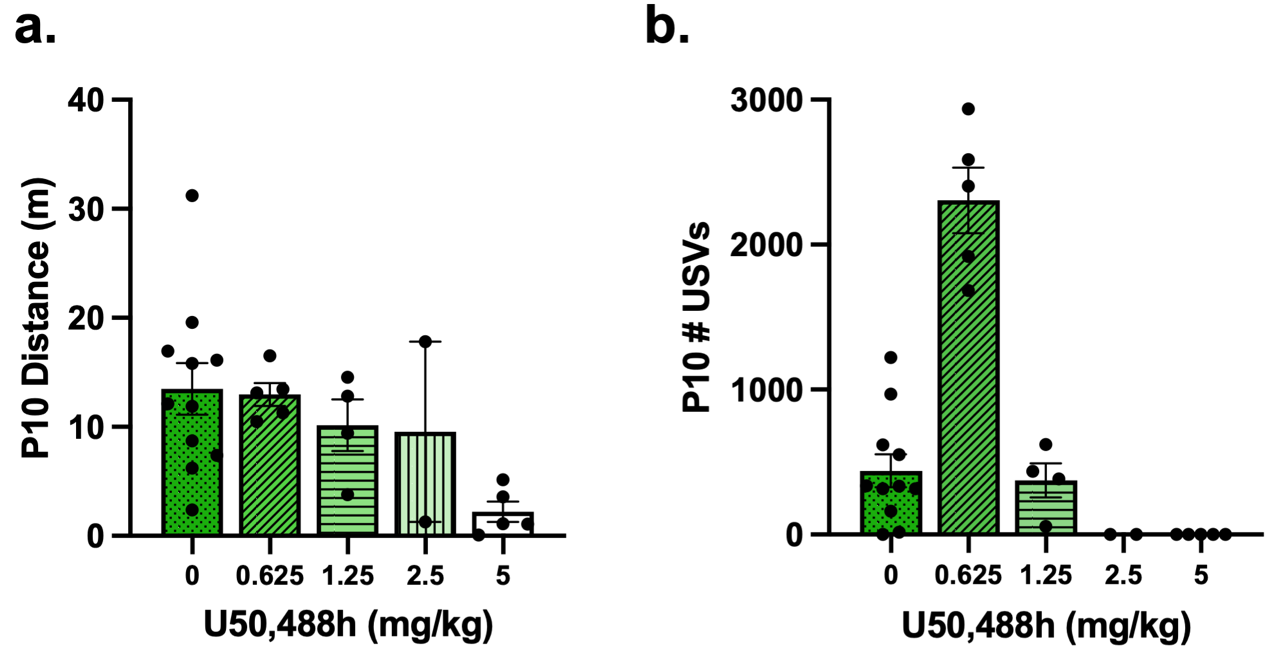

**Fig. S5. Pilot experiment examining the effect of U50,488 doses on dose-response activity on P10 in morphine-naïve FVB/NJ pups.** Data are plotted as the mean ± SEM. The U50,488h dose increases from left to right bars on the graphs. 0mg/kg (saline) = darkest green/dot pattern bars; 0.625mg/kg = medium-dark green/diagonal line pattern bars; 1.25mg/kg = medium green/horizontal line pattern bars; 2.5mg/kg = light green/vertical line pattern bars; 5mg/kg = white/no pattern bars. Mice were treated from P1 up to P10 with twice daily saline injections (0.9%, 20 ul/g, s.c.) **(a) P10 Total Distance**. High doses of U50,488h suppressed locomotor activity. **(b) P10 Total USV Emission.** High doses of U50,488h reduced vocalizations. SAL, n = 11 (5F, 6M); 0.625, n = 8 (8F, 0M); 1.25, n = 4 (2F, 2M); 2.5, n = 2 (0F, 2M); 5.0, n = 5 (3F, 2M). Because this was a pilot study with limited sample sizes and unbalanced sexes, we did not perform statistical analyses on this dataset

**REFERENCES**

Caruso, A., Marconi, M. A., Scattoni, M. L., & Ricceri, L. (2022). Ultrasonic vocalizations in laboratory mice: Strain, age, and sex differences. *Genes, Brain and Behavior*, *21*(5), e12815. https://doi.org/10.1111/gbb.12815

Coffey, K. R., Marx, R. E., & Neumaier, J. F. (2019). DeepSqueak: A deep learning-based system for detection and analysis of ultrasonic vocalizations. *Neuropsychopharmacology*, *44*(5), Article 5. https://doi.org/10.1038/s41386-018-0303-6

Craig, A., Ling Luo, N., Beardsley, D. J., Wingate-Pearse, N., Walker, D. W., Hohimer, A. R., & Back, S. A. (2003). Quantitative analysis of perinatal rodent oligodendrocyte lineage progression and its correlation with human. *Experimental Neurology*, *181*(2), 231–240. https://doi.org/10.1016/S0014-4886(03)00032-3

Elwood, R. W., & Keeling, F. (1982). Temporal organization of ultrasonic vocalizations in infant mice. *Developmental Psychobiology*, *15*(3), 221–227. https://doi.org/10.1002/dev.420150306

Portfors, C. V. (2007). Types and Functions of Ultrasonic Vocalizations in Laboratory Rats and Mice. *Journal of the American Association for Laboratory Animal Science*, *46*(1), 28–34.

Rice, D., & Barone, S. (2000). Critical periods of vulnerability for the developing nervous system: Evidence from humans and animal models. *Environmental Health Perspectives*, *108*(Suppl 3), 511–533.

Robinson, M. D., McCarthy, D. J., & Smyth, G. K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*, *26*(1), 139. https://doi.org/10.1093/bioinformatics/btp616

Semple, B. D., Blomgren, K., Gimlin, K., Ferriero, D. M., & Noble-Haeusslein, L. J. (2013). Brain development in rodents and humans: Identifying benchmarks of maturation and vulnerability to injury across species. *Progress in Neurobiology*, *106–107*, 1–16. https://doi.org/10.1016/j.pneurobio.2013.04.001

Wang, Z., Hu, J., Johnson, W. E., & Campbell, J. D. (2019). scruff: An R/Bioconductor package for preprocessing single-cell RNA-sequencing data. *BMC Bioinformatics*, *20*(1), 222. https://doi.org/10.1186/s12859-019-2797-2

# Supplementary material for: The ultrasonic vocalization (USV) syllable profile during neonatal opioid withdrawal and a kappa opioid receptor component to increased USV emissions in female mice
**Source:** Psychopharmacology (Berl). 2024 Sep 30;242(2):427–47. doi: 10.1007/s00213-024-06694-7
**Supplement:** Supplementary file 2 — Supplementary file2

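Among genes that passed, had a mean of at least 1 CPM and lay apart in all pups, those with the largest rise were of low to moderate level. Of all genes that passed, 5 had a log2 fold change over 1, and these fall outside this rule. Kcna3, a voltage-gated potassium channel, went from 5.09 ± 0.119 to 8.67 ± 1.87 CPM (SD, n = 4 mice each), and Cntnap5c, a contactin-associated protein, from 4.23 ± 0.46 to 7.05 ± 0.717. Of 25 voltage-gated potassium channel genes, 7 were higher and none lower at an adjusted p under 0.05 from edgeR (14 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.62e-07; adjusted p = 0.0305 with an estimated correlation). By a rule set before the counts were seen, the 8 largest rises among genes that passed, had a mean of at least 1 CPM and lay apart in all pups were those of Cdhr1 (log2 fold change 0.80), Gucy2f (0.78), Zpbp (0.76), Kcna3 (0.76), Cntnap5c (0.74), A930004J17Rik (0.73), Arntl2 (0.71) and Mcm6 (0.70). Their adjusted p ran from 0.00668 for Cntnap5c to 0.041 for Cdhr1. In the fits that left out 1 pup, Zpbp, Kcna3 and Cntnap5c stayed past the threshold each time, and the other 5 genes lost their calls in 4 to 6 of the 8 fits, among those without saline 1, 3, 5 or 6 or morphine 2, 7 or 8 (adjusted p = 0.0544 to 0.156). Without both morphine females the calls of Zpbp (adjusted p = 0.159) and Kcna3 (adjusted p = 0.0738) ended too.
At the thresholds of the table, a log2 fold change of at least 0.26 and an unadjusted p under 0.01, 415 genes were higher here. The paper's table lists 360. Of these, 357 were among the genes tested, all of them with a positive log2 fold change here, 331 past the same thresholds and 236 past an adjusted p of 0.05 from edgeR. Across these genes, which are not independent replicates, the log2 fold changes here and in the table had a Pearson correlation of 0.886, and the median gap between them was 0.00607.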

**Table S2.** Upregulated genes (log_2_FC $\geq$ 0.26; *p* < 0.01) between morphine (2F, 2M) vs. saline (2F, 2M) mice.

# Supplementary material for: The ultrasonic vocalization (USV) syllable profile during neonatal opioid withdrawal and a kappa opioid receptor component to increased USV emissions in female mice
**Source:** Psychopharmacology (Berl). 2024 Sep 30;242(2):427–47. doi: 10.1007/s00213-024-06694-7
**Supplement:** Supplementary file 3 — Supplementary file3

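Among genes that passed, had a mean of at least 1 CPM and lay apart in all pups, the largest fall was that of Etnppl. It is an astrocyte enzyme that breaks down phosphoethanolamine. Of all genes that passed, 12 had a log2 fold change under -1, and some outside this rule fell further, such as Camp (-2.80). Etnppl went from 10.5 ± 2.01 to 4.65 ± 0.954 CPM (SD, n = 4 mice each), a log2 fold change of -1.17 (standard error 0.16, adjusted p = 0.00668 from edgeR). Serpinb1a, an inhibitor of neutrophil proteases, had a log2 fold change of -1.01 (standard error 0.14, adjusted p = 0.00668) and Slc5a11, an inositol transporter, one of -0.95 (standard error 0.13, adjusted p = 0.00668). By a rule set before the counts were seen, the other 5 of the 8 largest falls among genes that passed, had a mean of at least 1 CPM and lay apart in all pups were E330020D12Rik (-1.06), Nkx2-9 (-1.05), Gm42695 (-0.94), Trac (-0.91), the constant chain of the T cell receptor, and Dao (-0.90), an oxidase of D-amino acids. Etnppl, Serpinb1a and Slc5a11 stayed past the threshold in each fit that left out 1 pup, and the other 5 lost their calls in 4 to 6 of the 8 fits, among those without saline 1, 3, 5 or 6 or morphine 2, 7 or 8 (adjusted p = 0.051 to 0.109). Without both morphine females Serpinb1a and Slc5a11 did not pass either (adjusted p = 0.0656 for each).
At the thresholds of the table, 520 genes were lower here, and the paper's table lists 440. All 440 were among the genes tested, each with a negative log2 fold change here, 423 past the same thresholds and 346 past an adjusted p of 0.05 from edgeR. Across these genes, which are not independent replicates, the Pearson correlation of the log2 fold changes here and in the table was 0.997.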

**Table S3.** Downregulated genes (log_2_FC $\leq$ -0.26; *p* < 0.01) between morphine (2F, 2M) vs. saline (2F, 2M) mice.

How the deposited data were processed for this re-analysis (not part of the article)

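Bulk RNA-seq of the brainstem was analysed from 8 FVB/NJ pups on postnatal day 16, 4 injected with morphine at 10 mg/kg and 4 with saline, with tissue taken 16 h after the last injection. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with STAR and counted reads on exons with featureCounts, and the values were used as deposited, as raw counts per gene with no normalization. Their versions are not stated in the paper's text, and neither is whether both reads of a pair were counted. Most small counts are even numbers. Of 55418 genes, 55368 (99.9%) have the same coordinates as in GENCODE vM21. Totals per library ran from 80110454 to 127264588. Pairs of libraries were compared for identity, and none of the 28 pairs was a repeat of another (chi-square per degree of freedom from 11.27 to 83.11).
The libraries were assigned to treatment and sex by their labels. Counts were normalized by TMM and tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest) for morphine against saline with sex as a covariate, which left 5 residual degrees of freedom. The filter kept 22344 genes with about 10 reads in at least 4 libraries (filterByExpr). p-values were adjusted by Benjamini-Hochberg and called at an adjusted p under 0.05. A treatment by sex term was tested in a separate model. The numbers of the pups do not pair a saline pup with a morphine pup, and the sample labels give no litter. Pups could therefore not be matched, and the authors' litter term was not used here. Variation that littermates share is not accounted for. Gene lists were tested with camera from limma 3.58.1 with a preset correlation of 0.01 and with an estimated one. They were written before the counts were examined and after Tables S2 and S3, Fig. 4a and Fig. 5 had been read. A list's count "adjusted over the list alone" takes only its members into the adjustment.
The genes named were chosen by a rule set before the counts were examined. They are the genes the results text or Fig. 4a names, the 8 largest changes each way among genes that passed, had a mean of at least 1 CPM and lay apart in all pups, the 5 smallest p each way, and up to 4 members with the smallest p of each list described. Values in Tables S2 and S3 had been seen. Another gene that the results text names is not reported here. Regional markers and other genes outside this rule, such as Tcf7l2, Th, Hoxa5, Tspan2 and Grin2c, were chosen after their values were seen.
The procedure was tested on simulated data with 21850 genes and the same group sizes. It recovered 56% of 50 genes changed 1.25-fold, 80% at 1.5-fold, 92% at 2-fold and 98% at 3-fold, with 12 unchanged genes called. With no change simulated, 2 genes and 1 list were called. Genes were simulated independently, with no difference between the sexes or in tissue. These numbers therefore do not cover variation that genes share between pups.
The alternatives were the filter the authors state, 10 reads in 5 libraries and no filter, DESeq2 size factors, scaling by library size only, DESeq2 1.42.0, limma-voom, a model without sex, 1 surrogate variable from sva 3.50.0, corrections for gene length and GC content, each library left out in turn, and for lists an estimated correlation, fry and fgsea 1.28.0. Counts divided by 2, a fit without both morphine females and a covariate of rostral transcription factors were added after the data were seen. The fit without both morphine females keeps the sex term, so its treatment effect compares only 2 morphine males with 2 saline males. Individual animals are the replicates, and reads without molecular identifiers are not independent molecules. The RT-qPCR and behavioural parts of the study were not analysed here.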

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

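The tests of morphine in both sexes, of a rostral gradient across all mice and of less blood in the tissue were chosen only after the result was seen. Chance marks about 1 in 20 groups of 4 pups, and of 148 groups compared, 9 held a pup far from the other 3, where 7.4 are expected. Among genes these were Zpbp in saline 1 (2.67 CPM, others 2.17 to 2.23), Kcna3 in morphine 7 (11.4, others 7.49 to 8.11), A930004J17Rik in saline 1 (4.11, others 2.68 to 2.86) and Col25a1 in saline 6 (49.1, others 42.6 to 43.7). Among lists, as mean log2 CPM, these were the endothelial list in saline 6 (5.18, others 5.22 to 5.23), the noradrenaline neuron list in saline 5 (3.45, others 3.83 to 3.9), the serotonin neuron list in saline 1 (2.34, others 3.55 to 3.75), the choroid plexus list in saline 3 (3.99, others 0.241 to 0.741) and the Schwann cell list in morphine 8 (2.98, others 1.71 to 1.89).
The log2 fold change between morphine and saline pups differed between the sexes in 22 genes at an adjusted p under 0.05 from edgeR. It was more positive in females for 18 of them, and 2465 genes had an unadjusted p under 0.05. Female minus male, the log2 fold change was 2.97 for Tcf7l2, 4.4 for Lhx9 and -1.30 for Glra1, a glycine receptor subunit. Each sex has 2 pups per treatment. Morphine 7 and 8, both of the morphine females, are the pups with the higher thalamic and dopamine neuron genes. An effect of morphine that differs between the sexes therefore cannot be told apart here from a difference in tissue. Left out in turn, each of the 8 pups moved the number of 22 genes by more than 1.5 times, to between 1 (without saline 1) and 291 (without morphine 8). With the covariate of rostral transcription factors it was 2. Genes outside those the paper discusses gave a further signal, since Hoxb8, a gene of the caudal hindbrain and spinal cord, stood at 0.0625 CPM in morphine 7 and between 27.1 and 80.1 in the other 7 pups.
Of 34 splits of the 8 pups into 4 and 4, 1, the real split, gave as many genes changed as the real split (1200, highest other 41), and 1 gave as many past the thresholds of Tables S2 and S3 (935, highest other 618). Of these splits 16 do not hold 2 females and 2 males in each group. Among the 18 that do, the real one was the highest for both numbers, and 18 splits are too few for a share under 0.05.
Of the myelin genes 19 of 20 were lower and of the synapse organizers 14 of 46 higher, with list calls lost at an estimated correlation (adjusted p = 0.113 for each). Corrections left at least 91.1% (gene length) and 96.1% (GC content) of the median log2 fold change of both lists, which argues against either trend as the whole cause, and 15 of 23 astrocyte genes were lower (median -0.252, camera adjusted p = 3.77e-21; adjusted p = 0.0773 with an estimated correlation), which argues against a smaller share of oligodendrocytes alone. With a covariate of rostral transcription factors both lists kept at least 87.5%. This covariate stood at 0.691 in saline 3 and 0.848 in morphine 8, while Tcf7l2 was at 32.6 and 103 CPM in these pups. It follows rostral tissue loosely, so this test cannot decide on a gradient of rostral tissue across all pups. A larger share of neurons may contribute, since genes of synaptic vesicle release had a median of 0.081. Of these, 3 of 25 passed, among them Slc17a6, a transporter of glutamate neurons and not of all neurons. The camera call of the list is lost with an estimated correlation (adjusted p = 0.179). More rostral tissue in the morphine females cannot be told apart from an effect of morphine for the part they add, since the males alone keep 55.3% of the myelin median (-0.185, spread 0.0583), close to the limit set beforehand, and an effect of withdrawal on glia stays open.
Slc6a3 was high in both morphine females. It followed the mean of 4 other dopamine neuron genes across the 8 libraries (Spearman's rho 0.905, permutation p = 0.00456, Pearson's r 0.924, permutation p = 0.000322). Without morphine 7 and 8 r was 0.894 (permutation p = 0.0292) and rho 0.771 (permutation p = 0.103), with 6 libraries. Pitx3, the remaining gene named for the test, was not among the genes tested. It had 64 reads in morphine 7, 31 in morphine 8 and 0 to 10 in the other 6 pups. Th and Slc18a2, among the 4, are also expressed by noradrenaline neurons. More dopamine neurons in the tissue, as from a dissection that reached further rostral, may explain the level in these females. In males no rise of that size showed, at 0.911 and 0.273 CPM after morphine and 4.83 and 0.613 after saline. Their log2 fold change was -2.20 (95% interval -4.64 to 0.247), and the lower bound in females was 1.81. The male value rests largely on saline 3, the pup at 4.83 CPM. That pup also had a high value of the rostral covariate (0.691), so the males cannot decide on an effect in both sexes. An effect of morphine in females alone stays open, and so does one in males, as treatment and tissue differ in the same pups.
Of 11 neutrophil genes 3 were lower and none was higher (9 lower when adjusted over the list alone, camera adjusted p = 1.94e-08; adjusted p = 0.148 with an estimated correlation), with a median log2 fold change of -2.03. The calls of the 3 genes, Camp, Csf3r and Ltf, all ended without saline 5, saline 6 or morphine 8 (adjusted p = 0.0501 to 0.153), and 1 or more of them without saline 1 or morphine 2, 4 or 7 (0.054 to 0.114), and the log2 fold change of Ltf moved from -2.96 to -1.79 without saline 6. Camp and Ltf had few reads, 15 to 60 and 8 to 100 in the saline pups and 2 to 12 for each in the morphine pups. The erythroid list had a median of -0.0185 (camera adjusted p = 0.313), far from that of the neutrophil list, which argues against less blood in the tissue as the whole cause. Without morphine 8 the erythroid list passed downward (camera adjusted p = 0.0203), so less blood may account for a part. An effect of morphine on neutrophils may remain, and was not tested.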

How the results depend on the processing

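Counts divided by 2, the fit without both morphine females and the covariate of rostral transcription factors were chosen after the data were seen; the other alternatives were set before. The genes changed by morphine, higher, numbered 517 and genes changed by morphine, lower, 683. The stated filter gave 833 higher, no filter 1249 and 1346 lower, scaling by library size only 952 higher (62.7% of calls, against 43.1%), DESeq2 1079 and 1230, no sex term 241 and 304, 1 surrogate variable 143 and 180, the rostral covariate 855 higher, and the fit without both morphine females 65 and 72. An adjusted p under 0.1 gave 1030 and 1114, and a log2 fold change of at least 0.26 beside 0.05 gave 248 and 384. Leaving out 1 library gave 128 (saline 6) to 597 (morphine 4) higher and 208 (saline 1) to 749 (saline 3) lower. Of the 1200 genes, DESeq2 shared 1186, no sex term 545, 1 surrogate variable 314, the rostral covariate 1184 and the fit without both morphine females 107 of its 137. The genes past the thresholds of Tables S2 and S3, higher, numbered 415 and genes past the thresholds of Tables S2 and S3, lower, 520. The stated filter, which tests fewer genes, gave 259 and 327, no filter 681 and 850, and leaving out 1 library 270 (morphine 7) to 597 (saline 3) and 421 to 608. The 22 genes with a treatment by sex interaction became 13 (stated filter), 1013 (no filter), 426 (DESeq2), 323 (1 surrogate variable), 34 (gene length), 10 (GC content), 2 (rostral covariate), and 1 (saline 1) to 291 (morphine 8) with 1 library left out. The cause was not tested.
Oprk1 lost its call with limma-voom (log2 fold change 0.339), no sex term (0.357), 1 surrogate variable (0.422), gene length (0.331) and GC content (0.301) corrections, without both morphine females (0.373), and in 6 of 8 fits with 1 library left out (0.295 to 0.392; 0.295 to 0.421 over all 8). Slc6a3 passed with no filter at the log2 fold change of the main fit (1.32). Its sign turned without both morphine females (-2.21) and without saline 1 (-0.049 to 3.09 over the 8 fits). The adjusted p with an estimated correlation was 0.113 for the myelin, 0.117 for the matrix and 0.113 for the synapse organizer list. Without both morphine females 3 lists turned, with adjusted p of 0.0255 (dopamine neuron), 0.121 (Hox) and 0.0337 (ependyma and motile cilia). The cause was not tested, apart from fewer pups in each fit that leaves some out. Mbp kept its direction and call under every alternative run. For the other named genes and lists, 2722 comparisons gave the same outcome, 495 a weaker and 46 a stronger one, and 3 reversed. At this depth and group size, 56% of genes simulated independently with a 1.25-fold change were recovered, so smaller changes may often have been missed.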

Differences from the paper's values

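A p is counted as different from the paper's where one is more than 1.5 times the other, and a log2 fold change of the genes below also where the signs differ or the gap exceeds the pooled SD between pups (2.93 for Slc6a3, 0.155 for Mbp). For Slc6a3 the paper's log2 fold change is 3.69 and the value here 1.32. Of the alternatives set before the data were examined, limma-voom (3.62), the model without sex (2.81) and the fit without saline 3 (3.09) lie within these limits of the paper's value without equalling it, and the other 15 do not. Limma-voom lies nearest to the paper's log2 fold change, and the paper states that it used limma's topTable function to report its results. The paper's p for Slc6a3 is 0.0067 and the value here 0.365. Limma-voom (0.00735) and the fit without saline 3 (0.00611) lie within 1.5 times of it, and the other 16 do not, among them no filter (1.23e-24).
For Mbp the paper's text gives a log2 fold change of 0.41 beside its statement that the gene fell, and the value here is -0.41. All 18 alternatives differ in sign from the text, and the paper's Table S3 gives -0.405.
The paper's p for Oprk1 is 0.0049 and the value here 0.00174. Limma-voom (0.00337), no sex term (0.00331), GC content correction (0.00557) and the fits without saline 1 (0.00718), saline 3 (0.00346), saline 5 (0.00678) or morphine 7 (0.00675) lie within 1.5 times of it, and the other 11 do not, the nearest being the correction for gene length (0.00296).
The paper calls Slc6a3 upregulated from an unadjusted p in its RNA-seq. It also reports a rise by RT-qPCR of the brainstem in more pups, which was not analysed here. In the test here Slc6a3 did not pass, at an unadjusted p of 0.365 and an adjusted p of 0.652 from edgeR. With no filter it passed an adjusted p of 0.05 from edgeR (adjusted p = 1.1e-21) at the same log2 fold change of 1.32. As the difference is unchanged, the lower p reflects how that fit estimates the spread, not a larger effect. The pooled SD between pups was 2.93 on the log2 scale. In females alone Slc6a3 passed as well (adjusted p = 0.0291, log2 fold change 3.88).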

Other observations

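Lists that belong to no statement of the paper were tested with camera as well. Of 23 sodium and calcium channel genes, 6 rose and none fell (11 and 1 when adjusted over the list alone, adjusted p = 1.62e-07; adjusted p = 0.0784 with an estimated correlation). Of 20 cell cycle genes, 2 rose (5 when adjusted over the list alone, adjusted p = 0.000419; adjusted p = 0.179 with an estimated correlation), and the skeletal muscle list passed upward with none of its 12 genes past the threshold (adjusted p = 0.0219, lost without saline 1 at 0.0995; adjusted p = 0.148 with an estimated correlation). Of 19 glucocorticoid-induced genes, 5 fell (7 lower and 1 higher when adjusted over the list alone, adjusted p = 1.59e-05; adjusted p = 0.0733 with an estimated correlation), among them Mt1, a metallothionein, at a log2 fold change of -0.46 (adjusted p = 0.00955). Of 14 hypoxia genes, 3 fell (4 when adjusted over the list alone, adjusted p = 0.000887; adjusted p = 0.179 with an estimated correlation). Of 22 interferon response genes, 1 rose and 1 fell (1 and 4 when adjusted over the list alone, adjusted p = 0.0222, lost without saline 3 at 0.164 and without morphine 4 at 0.103; adjusted p = 0.4 with an estimated correlation). Of 13 pericyte and smooth muscle genes, 3 fell (4 when adjusted over the list alone, adjusted p = 0.00207; adjusted p = 0.179 with an estimated correlation).
The Hox list had a median log2 fold change of -0.705 over all pups (adjusted p = 5.76e-05; adjusted p = 0.466 with an estimated correlation), with none of its 19 genes past the threshold. Its median was -1.45 in females and 0.118 in males (camera on the difference between the sexes, adjusted p = 1.68e-14; adjusted p = 0.441 with an estimated correlation). The Schwann cell (adjusted p = 0.0138; adjusted p = 0.255 with an estimated correlation), melanocyte (adjusted p = 0.0373; adjusted p = 0.179 with an estimated correlation) and pituitary lists (3 genes tested, adjusted p = 0.0144; adjusted p = 0.179 with an estimated correlation) passed downward. The melanocyte call was lost in 6 of the 8 fits that left out 1 pup, those without saline 1, 3 or 6 or morphine 4, 7 or 8 (adjusted p = 0.052 to 0.0668), and the pituitary call without morphine 8 (adjusted p = 0.0596). Another 13 lists did not pass, besides the precursor and erythroid lists, with adjusted p from 0.0676 for dopamine neurons to 0.893 for immediate early genes with the preset correlation and from 0.179 to 0.94 with an estimated one. With the preset correlation, 9 of them passed in some of the fits that left out 1 pup. The dopamine neuron list passed without saline 3 or morphine 2, 4 or 8 (adjusted p = 3.94e-05 to 0.0286) and the choroid plexus list without saline 1, 5 or 6 or morphine 7 or 8 (0.000825 to 0.0457). The serotonin neuron (0.00397 and 0.0208) and midbrain transcription factor lists (3.2e-05 and 0.0285) passed without saline 3 or morphine 4. The noradrenaline neuron (0.0266), forebrain transcription factor (0.019) and ependyma lists (0.000419) passed without saline 3, the ribosomal protein list (0.00186) without morphine 4 and the cerebellum list (0.0477) without morphine 8.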
